# Suppression of inositol pyrophosphate toxicosis and hyper-repression of the fission yeast *PHO* regulon by loss-of-function mutations in chromatin remodelers Snf22 and Sol1

**DOI:** 10.1128/mbio.01252-24

**Published:** 2024-06-20

**Authors:** Beate Schwer, Aleksei Innokentev, Ana M. Sanchez, Angad Garg, Stewart Shuman

**Keywords:** PHO gene expression, transcriptional regulation, fission yeast, Snf22, inositol pyrophosphate toxicosis

## Abstract

Inositol pyrophosphates are signaling molecules that regulate cellular phosphate homeostasis in eukaryal taxa. In fission yeast, where the phosphate regulon (comprising phosphate acquisition genes *pho1*, *pho84*, and *tgp1*) is repressed under phosphate-replete conditions by lncRNA-mediated transcriptional interference, mutations of inositol pyrophosphatases that increase IP_8_ levels derepress the *PHO* regulon by eliciting precocious termination of lncRNA transcription. Asp1 pyrophosphatase mutations resulting in too much IP_8_ are cytotoxic in YES medium owing to overexpression of glycerophosphodiester transporter Tgp1. IP_8_ toxicosis is ameliorated by mutations in cleavage/polyadenylation and termination factors, perturbations of the Pol2 CTD code, and mutations in SPX domain proteins that act as inositol pyrophosphate sensors. Here, we show that IP_8_ toxicity is alleviated by deletion of *snf22*^+^, the gene encoding the ATPase subunit of the SWI/SNF chromatin remodeling complex, by an ATPase-inactivating *snf22-*(*D996A-E997A*) allele, and by deletion of the gene encoding SWI/SNF subunit Sol1. Deletion of *snf22^+^* hyper-repressed *pho1* expression in phosphate-replete cells; suppressed the *pho1* derepression elicited by mutations in Pol2 CTD, termination factor Seb1, Asp1 pyrophosphatase, and 14-3-3 protein Rad24 (that favor precocious *prt* lncRNA termination); and delayed *pho1* induction during phosphate starvation. RNA analysis and lack of mutational synergies suggest that Snf22 is not impacting 3′-processing/termination. Using reporter assays, we find that Snf22 is important for the activity of the *tgp1* and *pho1* promoters, but not for the promoters that drive the synthesis of the *PHO*-repressive lncRNAs. Transcription profiling of *snf22*∆ and *snf22-*(*D996A-E997A*) cells identified an additional set of 66 protein-coding genes that were downregulated in both mutants.

**IMPORTANCE:**

Repression of the fission yeast *PHO* genes *tgp1*, *pho1*, and *pho84* by lncRNA-mediated interference is sensitive to inositol pyrophosphate dynamics. Cytotoxic *asp1-STF* alleles derepress the *PHO* genes via the action of IP_8_ as an agonist of precocious lncRNA 3′-processing/termination. IP_8_ toxicosis is alleviated by mutations of the Pol2 CTD and the 3′-processing/termination machinery that dampen the impact of toxic IP_8_ levels on termination. In this study, a forward genetic screen revealed that IP_8_ toxicity is suppressed by mutations of the Snf22 and Sol1 subunits of the SWI/SNF chromatin remodeling complex. Genetic and biochemical evidence indicates that the SWI/SNF is not affecting 3′-processing/termination or lncRNA promoter activity. Rather, SWI/SNF is critical for firing the *PHO* mRNA promoters. Our results implicate the ATP-dependent nucleosome remodeling activity of SWI/SNF as necessary to ensure full access of *PHO*-activating transcription factor Pho7 to its binding sites in the *PHO* mRNA promoters.

## INTRODUCTION

Inositol pyrophosphates (IPPs) are key effectors of eukaryal phosphate homeostasis, a transcriptional program in which the expression of genes involved in phosphate mobilization and transport is responsive to phosphate availability (1–6). IPPs affect transcription in distinct ways in different taxa. In the fission yeast *Schizosaccharomyces pombe*, a phosphate homeostasis (*PHO*) regulon (7) comprising three phosphate acquisition genes—*pho1* (cell surface acid phosphatase), *pho84* (inorganic phosphate transporter), and *tgp1* (glycerophosphodiester transporter)—is repressed under phosphate-replete conditions by 5′ flanking lncRNAs *prt* (*ncpho1*), *prt2*, and *nctgp1*, respectively (8). lncRNA transcription across the *PHO* mRNA promoters is thought to displace or prevent access of the activating transcription factor Pho7 to its DNA binding site(s) upstream of the TATA box (9–11) and thereby interfere with *PHO* gene expression. *PHO* mRNA transcription is turned on during phosphate starvation when lncRNA synthesis ebbs (12). The *PHO* regulon is derepressed in phosphate-replete cells by a variety of genetic maneuvers that favor precocious lncRNA 3′-processing/termination in response to poly(A) signals upstream of the mRNA promoters (13, 14). *PHO* lncRNA termination is subject to metabolite control by inositol pyrophosphate 1,5-IP_8_, which acts as an agonist of precocious 3′-processing/termination (15).

IP_8_ dynamics are dictated by kinase and pyrophosphatase enzymes, Asp1 and Aps1, that install and remove the β-phosphate groups (2, 16). Asp1 is a bifunctional enzyme composed of an N-terminal kinase domain that converts 5-IP_7_ to 1,5-IP_8_ and a C-terminal pyrophosphatase domain that converts 1,5-IP_8_ back to 5-IP_7_ (17–20). Asp1 can also phosphorylate IP_6_ to yield 1-IP_7_ and dephosphorylate 1-IP_7_ back to IP_6_. An *asp1*∆ null allele or a kinase-dead *asp1-D333A* allele eliminates intracellular IP_8_ and 1-IP_7_ and increases the level of 5-IP_7_, whereas a pyrophosphatase-defective *asp1-H397A* allele increases the level of IP_8_ (17, 18). Aps1 is a Nudix-family IPP pyrophosphatase (21).

Increasing IP_8_ in *asp1-H397A* cells derepresses the *PHO* regulon and prompts precocious termination of *prt* lncRNA synthesis, in a manner dependent on the multi-subunit cleavage and polyadenylation factor (CPF) complex and transcription termination factor Rhn1. Simultaneous inactivation of the Asp1 and Aps1 IPP pyrophosphatases is synthetically lethal, signifying that too much IP_8_ is toxic, but this lethality is suppressed by mutations of CPF subunits (15). Failure to synthesize IP_8_ via Asp1 kinase active site mutation D333A results in *pho1* hyper-repression, as do CPF subunit mutations. Findings of synthetic lethality of *asp1*∆ (no IP_8_) with CPF subunit mutations argue that IP_8_ plays an important role in essential 3′-processing/termination events, albeit in a manner genetically redundant to CPF (15).

lncRNA control of *PHO* gene expression is also governed by the RNA polymerase II (Pol2) CTD code, a set of instructions inscribed within the C-terminal tandem Y^1^S^2^P^3^T^4^S^5^P^6^S^7^ repeat array of the Rpb1 subunit via dynamic phosphorylation/dephosphorylation of the hydroxyamino acids of the CTD and *cis–trans* isomerization of the prolines. Alanine substitution of all CTD Thr4 positions prevents installation of Thr-PO_4_ mark and results in *pho1* hyper-repression. By contrast, mutating all Ser7 residues to alanine elicits *pho1* derepression, as do chimeric CTD mutations in which Ser5 or Pro6 is changed to alanine in every other heptad of the repeat array (13, 22). A forward genetic screen for mutations that derepress Pho1 acid phosphatase expression in *CTD-T4A* cells (23) yielded 18 independent *STF* (suppressor of threonine four) isolates, every one of which had a mutation in the C-terminal pyrophosphatase domain of Asp1. The *STF6* and *STF9* mutations—*asp1-386*(*Stop*) and *asp1-493*(*Stop*), respectively—were lethal in a wild-type CTD background but were viable when combined with deletion or loss-of-function mutations in CPF subunits and Rhn1 (23). These findings implicated Asp1 pyrophosphatase in constraining IP_8_ synthesis by Asp1 kinase, without which IP_8_ can accumulate to toxic levels that elicit precocious termination by CPF/Rhn1.

Extending the screen for suppression of transcriptional interference with *pho1* identified a mutation, G476S, in the RNA-binding domain of the essential termination factor Seb1 that evokes precocious *prt* and *nctgp1* lncRNA termination and derepresses *pho1* in a manner dependent on CPF/Rhn1 and IP_8_ synthesis (24). The *seb1-G476S* allele was synthetically lethal in the absence of inositol pyrophosphatase Aps1; the synthetic lethality was rescued by CPF/Rhn1 loss-of-function alleles (24).

Because the mechanism of IP_8_ toxicosis and the signaling pathway(s) that connect IP_8_ elevation to Pol2 termination were uncertain, we initiated a genetic screen for spontaneous mutations that suppressed the toxicity of inositol pyrophosphatase mutations. For this purpose, we exploited three *STF* alleles of *asp1—STF3* (*G863D*), *STF5* (*C643Y*), and *STF7* (*H686Y*)— that caused severe growth defects *per se* on standard yeast extract with supplements (YES) medium. Via this *SST* (suppressor of suppressor of Thr4) screen, we identified a missense mutation of the essential Cft1 subunit of CPF that sufficed to suppress even the lethal Asp1 pyrophosphatase mutations *STF6* and *STF9* (25). This result reinforced the case for CPF as a target of IP_8_ toxicosis. The initial *SST* screen also identified two new agents of fission yeast IPP transactions, Gde1 and Spx1 (also known as Pqr1), both of which have an IPP-binding SPX domain (3, 26) and both of which are required for IP_8_ toxicity (25).

We had assumed until recently that IP_8_ toxicity on standard YES medium ensues from dysregulation of 3′-processing/termination of one or more essential fission yeast genes. A new and instructive observation was that the growth defect of *asp1-STF* mutants is caused by a titratable constituent in yeast extract and that all *asp1-STF* mutants grew well on the synthetic medium, ePMGT (enhanced Pombe Minimal Glutamate with Thiamine) (27). Via a genetic screen for new spontaneous suppressors, we identified a null mutation of glycerophosphodiester transporter Tgp1 that abolished *asp1-STF* toxicity on YES medium. This result, and the fact that *tgp1* mRNA expression is increased by >40-fold in *asp1-STF* cells, led to the discovery that (i) glycerophosphocholine (GPC) recapitulates the toxicity of yeast extract to *asp1-STF* cells in a Tgp1-dependent manner and (ii) induced overexpression of *tgp1* in *asp1*^+^ wild-type cells or *asp1*∆ cells (lacking IP_8_) also elicits toxicity dependent on GPC (27). Thus, IP_8_ toxicity in *asp1-STF* cells is a consequence of derepression of the nonessential *tgp1* gene, which causes increased uptake of GPC. It is conceivable that elevated levels of intracellular GPC are toxic *per se* (e.g., by perturbing phospholipid dynamics) or that elevated GPC engenders its conversion into elevated levels of derivatives that are toxic.

In the present study, we extend the *SST* screen and thereby report that mutations of the Snf22 ATPase subunit and the Sol1 subunit of the SWI/SNF chromatin remodeling complex rescue the toxicity of *asp1-STF* mutants. The absence of Snf22, or an ATPase-inactivating alanine mutation of Snf22, results in hyper-repression of the *PHO* genes in phosphate-replete cells and interdicts the *pho1* derepressive effects of inositol pyrophosphatase, Pol2 CTD, Seb1, and Rad24 mutations that act via enhancement of precocious *prt* lncRNA 3′-processing/termination. Yet, we find that the effect of *snf22* inactivation is not exerted at the level of 3′-processing/termination. Rather, the Snf22 function (and by inference chromatin remodeling) is important for the activity of the *tgp1* and *pho1* mRNA promoters. We attribute the suppression of *asp1-STF* toxicity by *snf22* mutations to a dampening of the *tgp1* derepression that underlies IP_8_ toxicity.

## RESULTS

### Isolation of a *snf22* mutant in a screen for spontaneous suppressors of IP_8_ toxicosis

The *STF7* (*H686Y*) pyrophosphatase domain mutation of *asp1* elicits a severe growth defect at all temperatures (Fig. 1A). We screened for candidate *SST* (suppressors of STF) mutants by plating *STF7* cells on YES agar at 30°C and selecting rare single colonies that grew to large size against a background of tiny colonies. These were grown and re-streaked for single colonies, which were homogeneously larger than the parental *STF7* mutant. In our initial report describing the *SST* screen, we isolated strain *SST-75* as a spontaneous suppressor of *STF7* that grew as well as wild type on YES agar at 25 to 37°C and we showed that suppression was caused by a Cys823Arg missense mutation in the essential Cft1 subunit of CPF (25). Here we focus on the *SST-710* strain (a suppressor of *STF7* isolated in the same screen that yielded *SST-75*) that grew well on YES agar at all temperatures, as gauged by colony number, albeit slightly slower than wild type based on colony size (Fig. 1A). To exclude the possibility that the *STF* suppression resulted from reversion of the original *asp1-STF* missense mutation, or from a kinase-inactivating mutation in the N-terminal kinase domain of Asp1, we amplified and sequenced the *asp1* ORF from *SST-710* and verified that the original *STF7* allele of *asp1* was unchanged.

**Fig 1:**
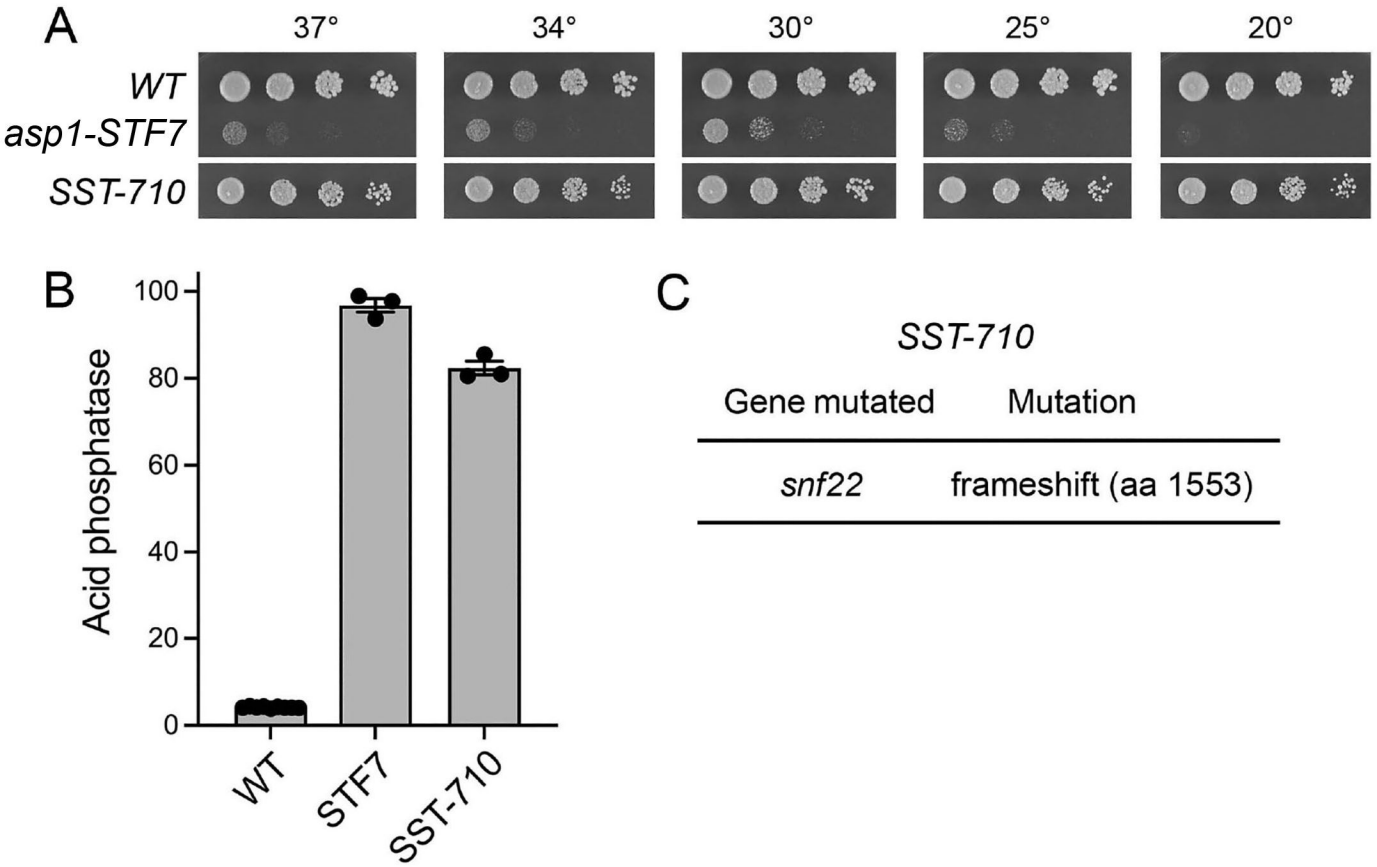
Isolation of a *snf22* mutant in a screen for spontaneous suppressors of IPP toxicosis. (**A**) Serial fivefold dilutions of wild-type, *asp1-STF7*, and *SST-710* cells were spot-tested for growth on the same YES agar plate at the indicated temperatures. The white line between the *asp1-STF7* and *SST-710* spottings indicates that irrelevant segments of the photographs of the plates were cropped in preparing the figure. (**B**) The indicated strains were grown to *A*_600_ of 0.5 to 0.8 in liquid culture in YES medium at 30°C. Cells were then harvested, washed with water, and assayed for Pho1 acid phosphatase activity by conversion of *p*-nitrophenylphosphate to *p*-nitrophenol. Activity is expressed as the ratio of *A*_410_ (*p*-nitrophenol production) to *A*_600_ (input cells). (**C**) Whole-genome sequencing of the *SST-710* strain revealed the indicated *snf22* mutation.

We assayed the wild-type, *STF7*, and *SST-710* strains for cell-surface associated Pho1 acid phosphatase activity (Fig. 1B). The *asp1-STF7* pyrophosphatase mutation resulted in derepression of Pho1 expression, by 23-fold compared to the wild-type control. The derepression was slightly attenuated in the *STF-710* strain, by 15% compared to the parental *STF7* strain (Fig. 1B); this difference was statistically significant (*P* value of 0.003 by unpaired *t*-test).

Paired-end Illumina sequencing of unamplified genomic DNA from the *SST-710* strain was performed to achieve at least 100-fold coverage of the fission yeast genome. The *SST-710* genome was compared to that of the parental *STF7* mutant that we sequenced previously (23). The *SST-710* strain contains a single frameshift mutation in the *snf22* gene (Fig. 1C), which is nonessential for fission yeast vegetative growth, and which encodes the 1680-aa ATPase subunit of the fission yeast SWI/SNF chromatin remodeling factor (28). The *SST-710* allele is a +1 frameshift at the codon for Tyr1553 that replaces the native polypeptide following Leu1552 with a Leu-Pro dipeptide, after which the mutant protein terminates at a new in-frame stop codon. According to an AlphaFold model (alphafold.ebi.ac.uk/entry/O94421), the deleted C-terminal segment of Snf22 embraces four α-helices (aa 1554–1649), three of which are constituents of a Bromo domain 4-helix bundle, followed by a disordered region (aa 1650–1680). The Bromo domain is implicated in the recognition of acetylated lysine residues in chromatin (29).

### *snf22*∆ suppresses Pho1 derepression in *asp1-H397A*, *aps1*∆, and *duf89*∆ mutants

We constructed a *snf22*∆ strain in which the chromosomal *snf22*^+^ open reading frame encoding Snf22 amino acids 1 to 1213 was deleted and replaced by a *kanMX* drug resistance marker. *snf22*∆ cells grew similarly to wild-type cells on YES agar at all temperatures tested (Fig. 2A). *snf22*∆ elicited a sevenfold hyper-repression of Pho1 expression in phosphate-replete cells compared to the wild-type control (Fig. 2B, *P* value <0.0001). We proceeded to test the effect of *snf22*∆ in the *asp1-H397A* strain background, wherein IP_8_ levels are elevated (17), though not to the point of toxicity, and Pho1 expression is derepressed (Fig. 2B). The *snf22*∆ *asp1-H397A* double mutant grew well on YES agar at all temperatures from 20°C to 37°C (Fig. 2A). The derepression of Pho1 seen in *asp1-H397A* cells was erased by *snf22*∆, to the extent that acid phosphatase activity in *snf22*∆ *asp1-H397A* cells was the same as that of the wild-type control (Fig. 2B).

**Fig 2:**
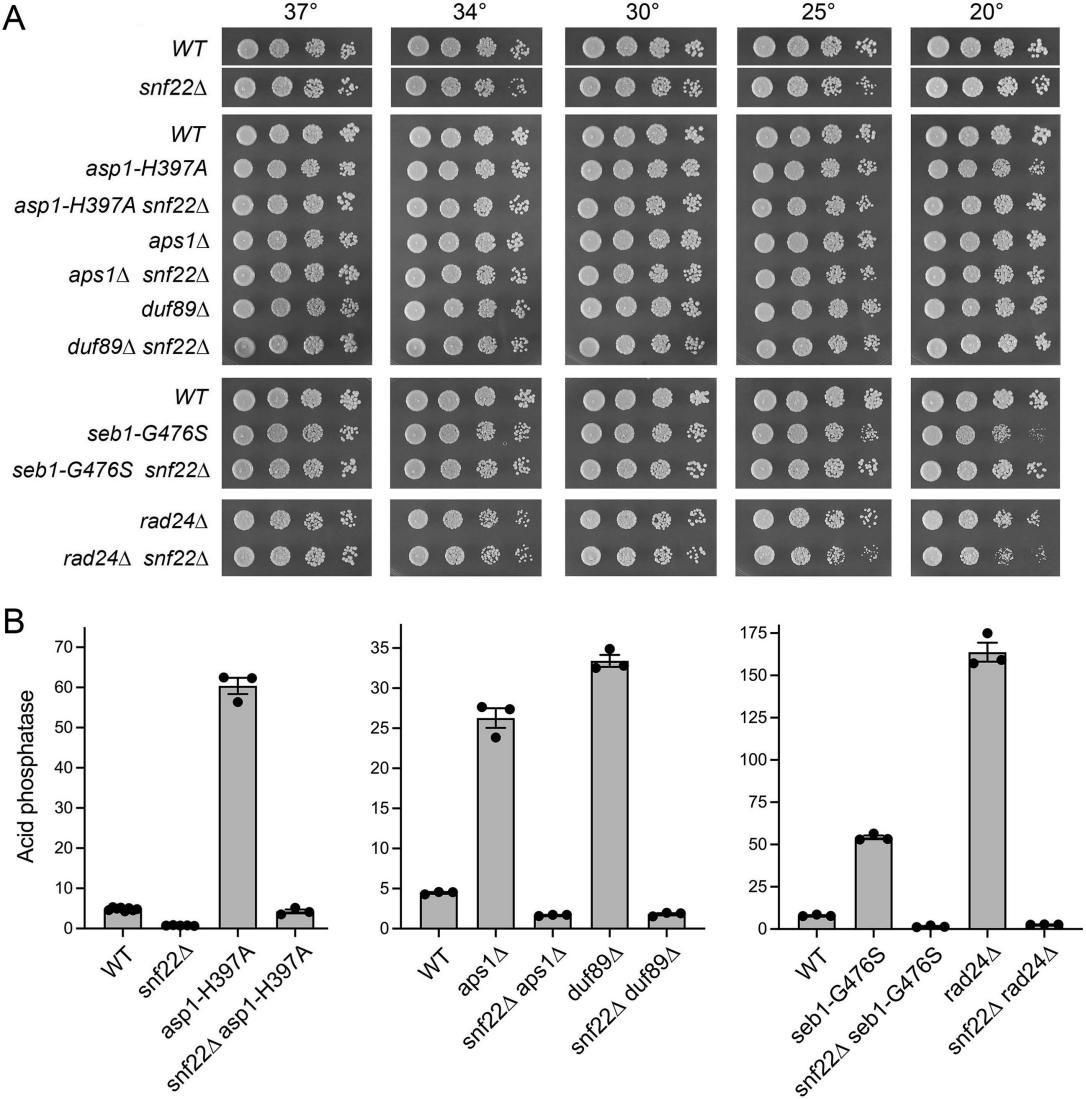
*snf22*∆ suppresses Pho1 derepression by *asp1-H397A*, *aps1*∆, *duf89*∆, *seb1-G476S*, and *rad24*∆. (**A**) Serial fivefold dilutions of fission yeast strains (as specified on the left) were spot-tested for growth on YES agar at the indicated temperatures. (**B**) The indicated strains were assayed for Pho1 acid phosphatase activity.

Deletion of the Nudix-family pyrophosphatase Aps1 or the Duf89 phosphatase-pyrophosphatase also results in the derepression of Pho1 expression (15, 30), an effect that was suppressed by *snf22*∆ (Fig. 2B). The *snf22*∆ *aps1*∆ and *snf22*∆ *duf89*∆ strains grew well on YES agar at all temperatures tested (Fig. 2A).

### *snf22*∆ suppresses Pho1 derepression elicited by Seb1 and Rad24 mutations

A mutation G476S in the RNA-binding domain of termination factor Seb1 leads to precocious *nctgp1* and *prt* lncRNA termination resulting in derepression of the downstream *tgp1* and *pho1* mRNA promoters (24). Pho1 expression is therefore derepressed in *seb1-G476S* cells (Fig. 2B). Here we introduced the *snf22*∆ allele into the *seb1-G476S* strain and made two instructive findings: (i) *snf22*∆ suppressed the cold-sensitive slow growth phenotype associated with *seb1-G476S* (Fig. 2A) and (ii) *snf22*∆ suppressed the derepression of Pho1 by *seb1-G476S* (Fig. 2B).

The 14-3-3 protein Rad24 is a newly recognized governor of fission yeast phosphate homeostasis *via* its effect on transcription interference (31). Production of full-length interfering *prt* lncRNA is inhibited in *rad24*∆ cells (31) concomitant with increased production of *pho1* mRNA and greatly increased Pho1 activity (as in Fig. 2B). Pho1 derepression by *rad24*∆ depends on CPF, Rhn1, and CTD-Thr4. Combining *rad24*∆ with *asp1-H397A* caused a severe synthetic growth defect that was suppressed by CPF, Rhn1, and CTD-T4A mutations (31). These results established Rad24 as an antagonist of precocious RNA 3′-processing/termination. Here we constructed a *snf22*∆ *rad24*∆ double mutant (Fig. 2A) and found that loss of Snf22 abolished Pho1 derepression by *rad24*∆ (Fig. 2B).

### *snf22*∆ suppresses Pho1 derepression elicited by Pol2 CTD mutations

Pan-substitution of Ser7 with alanine in all CTD heptad derepresses Pho1, as do chimeric CTD mutations in which Ser5 or Pro6 is replaced by alanine in every other heptad (22, 32). The derepression caused by CTD mutations is suppressed by mutations of 3′-processing/termination factors (13, 32). Here we crossed *snf22*∆ to CTD mutants *S7A*, *S5·S5A*, and *P6·P6A* and recovered the respective double-mutant strains after sporulation and selection for drug resistance markers linked to the *snf22*∆ and *rpb1-CTD-Ala* loci. Growth of the single and double mutants on YES agar is shown in Fig. S1A. The *snf22*∆ *S5·S5A* and *snf22*∆ *P6·P6A* strains grew more slowly at 20°C than the component single mutants. *snf22*∆ *S7A* cells formed smaller colonies than *S7A* cells at 25°C to 37°C. The salient findings were that *snf22*∆ abolished the derepression of Pho1 by the *CTD S7A*, *S5·S5A*, and *P6·P6A* alleles (Fig. S1B).

### ATPase active site mutant *snf22-*(*D996A-E997A*)

Snf22 belongs to the DExH clade of SF2 NTP phosphohydrolases, so named for the motif II element of the active site (33). The Asp and Glu side chains of the DExH motif serve as ligands for the divalent cation cofactor for NTP hydrolysis (34) and their mutation results in loss of NTPase activity (35, 36). In the case of budding yeast Snf2, a double-alanine mutation of motif II (D894A-E895A) abolishes Snf2 function *in vivo*, as gauged by multiple assays of Snf2-dependent gene expression, without grossly affecting Snf2 protein expression or its assembly into the SWI/SNF complex (37). Here we replaced the wild-type fission yeast chromosomal *snf22*^+^ allele with a mutated version in which Asp996 and Glu997 of the Snf22 ^996^DEGH^999^ motif were both replaced by alanine. The *snf22-*(*D996A-E997A*) strain, which included a drug selection marker 3′ of the *snf22* locus, grew as well as equivalently marked *snf22* wild-type cells on YES agar (Fig. 3A). *snf22-(D996A-E997A*) elicited an eightfold hyper-repression of Pho1 expression in phosphate-replete cells compared to the wild-type control (Fig. 3B, *P* value <0.0001). We constructed a series of double mutants by crossing *snf22-*(*D996A-E997A*) to the *CTD-S5·S5A*, *asp1-H397A*, and *seb1-G476S* strains in which *pho1* expression is derepressed via precocious lncRNA termination. Spot tests of growth on YES agar revealed that *snf22-*(*D996A-E997A*) rescued the cold-sensitive phenotype of *seb1-G476S* (Fig. 3A). The salient findings were that *snf22-*(*D996A-E997A*) suppressed the derepression of Pho1 by *CTD-S5·S5A*, *asp1-H397A*, and *seb1-G476S* (Fig. 3B). Moreover, *snf22-*(*D996A-E997A*) reversed the derepression of Pho1 accompanying deletion of *erh1* (Fig. 3B), which results from precocious 3′-processing/termination of *prt* lncRNA synthesis (38). We conclude that the ATPase activity of Snf22 is required for Snf22 function in alleviating transcriptional interference at the *prt–pho1* locus.

**Fig 3:**
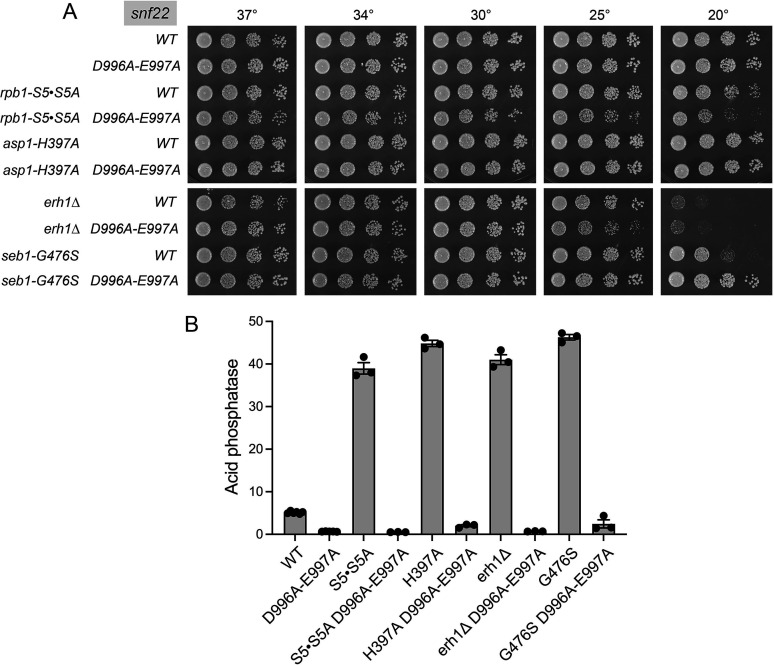
ATPase active site mutant *snf22-*(*D996A-E997A*) blocks Pho1 derepression. (**A**) Serial fivefold dilutions of fission yeast strains (as specified on the left) were spot-tested for growth on YES agar at the indicated temperatures. (**B**) The indicated strains were assayed for Pho1 acid phosphatase activity.

### *snf22-(D996A-E997A*) is a stronger suppressor of IP_8_ toxicosis than *snf22*∆

To gauge whether the absence of Snf22 could suppress the lethality of the *STF6* [*asp1-386*(*Stop*)] and *STF9* [*asp1-493*(*Stop*)] mutations that truncate the Asp1 pyrophosphatase domain (23), we mated *snf22*∆ to the *asp1-STF6 CTD-T4A* and *asp1-STF9 CTD-T4A* strains. After sporulation and screening of random spore populations for markers linked to the loci of interest, we obtained viable double-mutant haploid progeny *snf22*∆ *STF6* and *snf22*∆ *STF9*. The *snf22*∆ *STF6* and *snf22*∆ *STF9* mutants grew well at 30°C but were overtly sick at 20°C and slow-growing at 37°C (based on colony size) (Fig. 4A), signifying that not all the deleterious effects of the *STF6* and *STF9* alleles were eliminated in the absence of Snf22. By crossing *snf22-*(*D996A-E997A*) to *STF6 CTD-T4A* and *STF9 CTD-T4A* strains and random spore analysis, we recovered viable *snf22-*(*D996A-E997A*) *STF6* and *snf22-*(*D996A-E997A*) *STF9* haploids that grew well on YES agar at all temperatures tested (Fig. 4A). Thus, the ATPase activity of Snf22 is required for Snf22 function in abetting IP_8_ toxicity and the *snf22-*(*D996A-E997A*) allele was apparently a more potent suppressor of the lethal *STF6* and *STF9* mutations than *snf22*∆. This was affirmed by analyzing Pho1 expression in *snf22-*(*D996A-E997A) STF6* and *snf22-*(*D996A-E997A*) *STF9* cells grown in YES medium, which showed that the ATPase-defective Snf22 mutations reduced acid phosphatase activity back to near wild-type levels, in contrast to the high levels of Pho1 activity seen in *snf22*∆ *STF6* and *snf22*∆ *STF9* cells (Fig. 4B). These results suggest that the ATPase-defective motif II mutant of Snf22 exerts a stronger *in vivo* phenotype than does absence of Snf22.

**Fig 4:**
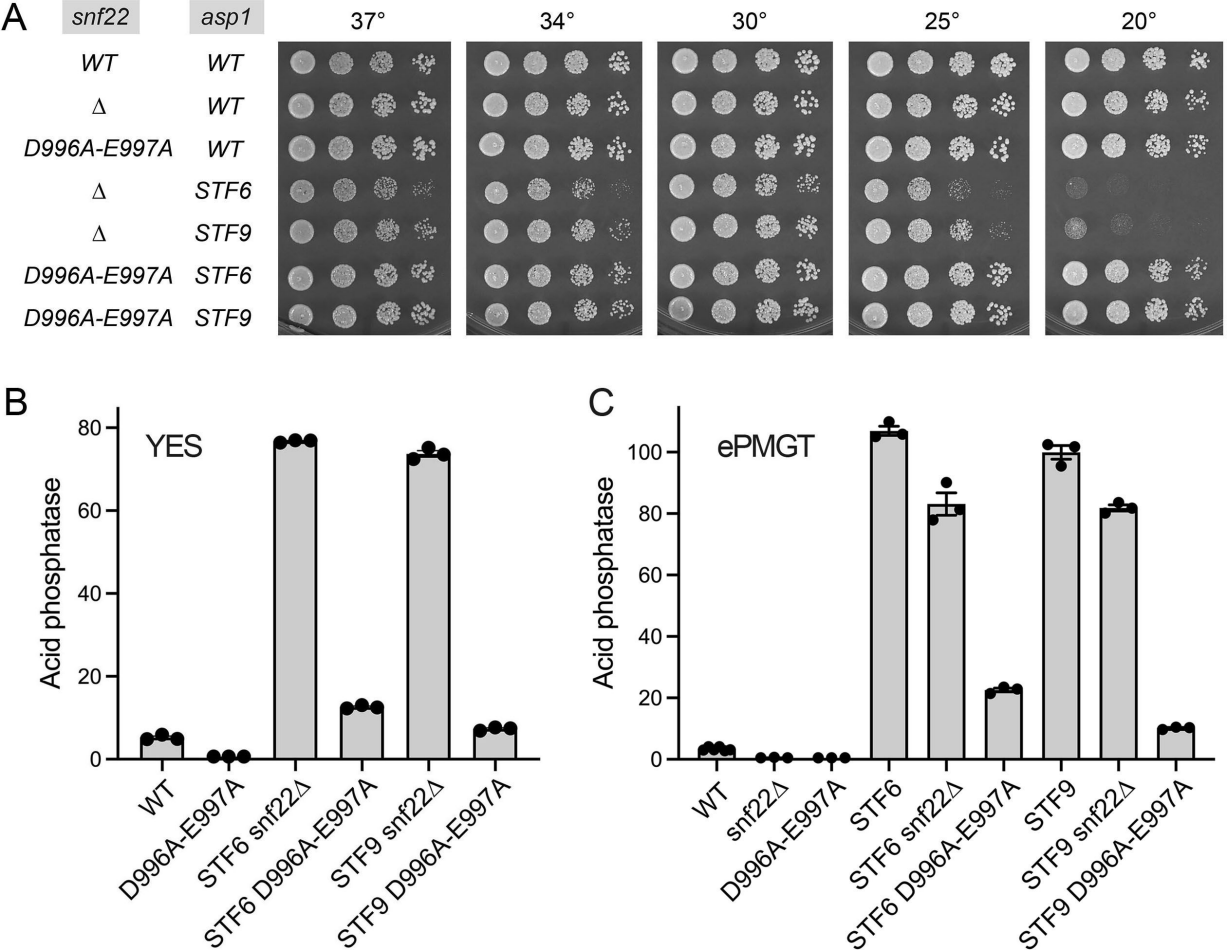
*snf22-*(*D996A-E997A*) is a stronger suppressor of IPP toxicosis than *snf22*∆. (**A**) Serial fivefold dilutions of fission yeast strains (as specified on the left) were spot-tested for growth on YES agar at the indicated temperatures. (**B**) The indicated strains grown in YES medium were assayed for Pho1 acid phosphatase activity. (**C**) The indicated strains grown in ePMGT medium were assayed for Pho1 acid phosphatase activity.

To better interrogate the strength of *STF* suppression by *snf22* alleles, we took advantage of the recent findings (27) that *asp1-STF* mutants grow well on synthetic ePMGT medium, which lacks yeast extract. We find that cell surface Pho1 acid phosphatase activity in *STF6* and *STF9* cells grown to mid-log phase in ePMGT was 32-fold and 30-fold higher, respectively, than that of *asp1*^+^ wild-type cells (Fig. 4C). The extent of Pho1 derepression was reduced by 22% in *STF6 snf22*∆ cells (*P* value 0.0125) and by 18% in *STF9 snf22*∆ cells (*P* value 0.067) grown in ePMGT (Fig. 4C). The ATPase-defective mutant allele was more potent in this respect, reducing Pho1 derepression by 79% in *STF6 snf22-*(*D996A-E997A*) cells and by 90% in *STF9 snf22-*(*D996A-E997A*) cells grown in ePMGT (Fig. 4C). In *asp1*^+^ wild-type cells grown in ePMGT, the *snf22*∆ and *snf22-*(*D996A-E997A*) alleles reduced Pho1 acid phosphatase activity by 6-fold (*P* value < 0.0001) and sevenfold (*P* value < 0.0001), respectively (Fig. 4C).

Because recent studies revealed that the toxicity of *asp1-STF* mutants in YES medium depends on overexpression of *tgp1* (27), it was of interest to gauge the degree to which the *snf22* suppressor mutations attenuated the derepression of *tgp1* mRNA in *asp1-STF* cells. To do so, we performed *PHO* gene-specific RT-qPCR on total RNA isolated from wild-type, *asp1-STF6*, *snf22*∆, *snf22-*(*D996A-E997A*), *asp1-STF6 snf22*∆, and *asp1-STF6 snf22-*(*D996A-E997A*) cells grown to mid-log phase in ePMGT. The levels of the *tgp1*, *pho1*, and *pho84* mRNAs in the *asp1* and *snf22* mutants were normalized to their respective levels in wild-type cells (defined as 1.0 in Fig. 5). The instructive findings were that the 14-fold increase in *tgp1* mRNA observed in *asp1-STF6* cells was dialed back to a 5-fold increase in *asp1-STF6 snf22*∆ cells and was erased in the *asp1-STF6 snf22-*(*D996A-E997A*) strain (Fig. 5). Similarly, the 30-fold increase in *pho1* mRNA in *asp1-STF6* cells was reduced to a 17-fold increase in *asp1-STF6 snf22*∆ cells and further attenuated to a 3-fold increase in *asp1-STF6 snf22-*(*D996A-E997A*) cells (Fig. 5). Expression of *pho84* mRNA was increased by 9-fold in *asp1-STF6* cells and was less sensitive than *tgp1* or *pho1* to Snf22 loss of function, insofar as *pho84* mRNA remained elevated by sixfold and fivefold in the *asp1-STF6 snf22*∆ and *asp1-STF6 snf22-*(*D996A-E997A*) double mutants, respectively. RT-qPCR analyses also revealed that the *snf22*∆ and *snf22-*(*D996A-E997A*) single mutants elicited a reduction in all three *PHO* mRNAs compared to the wild-type controls: by 2- to 3-fold for *tgp1*; 16- to 19-fold for *pho1*; and 34- to 53-fold for *pho84* (Fig. 5).

**Fig 5:**
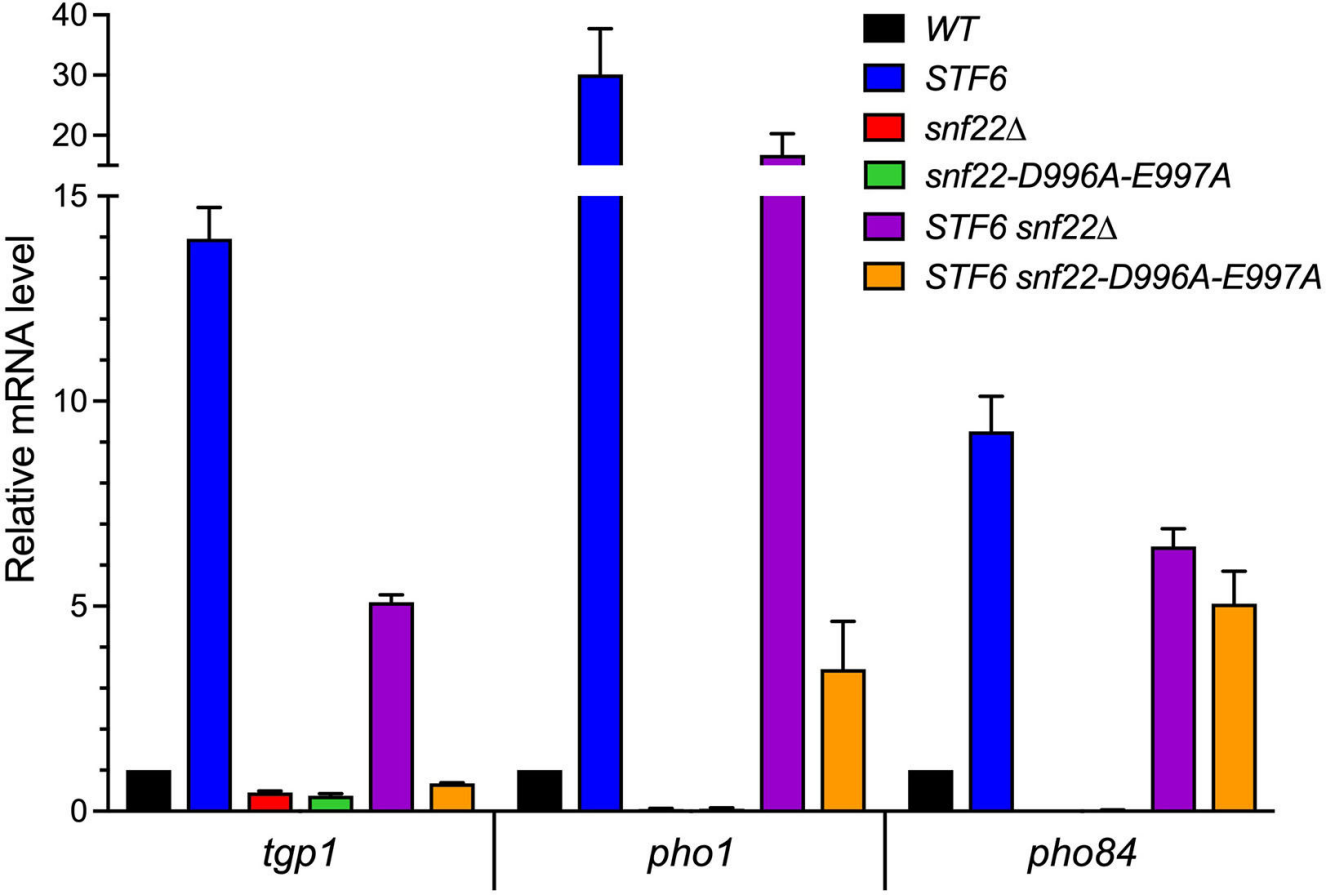
Snf22 is required for derepression of *tgp1* mRNA in *asp1-STF6* cells. Analysis of *tgp1*, *pho1*, and *pho84* mRNA levels in wild-type, *STF6*, *snf22*∆, *snf22-*(*D996A-E997A*), *STF6 snf22∆*, and *STF6 snf22-*(*D996A-E997A*) yeast strains grown to mid-log phase in ePMGT medium was performed by RT-qPCR. The level of each transcript was normalized to that of *act1* mRNA for the same RNA sample. The bar graph shows the relative change in *PHO* mRNA levels in *STF6*, *snf22*∆, *snf22-*(*D996A-E997A*), *STF6 snf22*∆, and *STF6 snf22-*(*D996A-E997A*) relative to the wild-type control (defined as 1.0). Each datum in the graph is the average of RT-qPCR analyses of RNA from three independent yeast cultures; the error bars denote SEM.

### Isolation of a *sol1* mutant as a suppressor of *asp1-STF6* toxicosis

The ability to interrogate *asp1-STF6 and STF9* strains under permissive (ePMGT medium) versus restrictive (YES medium) conditions facilitated a screen for novel *SST* mutants by plating *STF6* or *STF9* cells on YES agar at 30°C and selecting rare single colonies that grew to large size against a background of tiny colonies (27). A new iteration of the screen for suppressors of *STF6* yielded *SST-612*, which restored growth on YES medium at 20–37°C vis-à-vis the severely sick growth phenotype of the parental *STF6* strain (Fig. 6A). The derepression of Pho1 expression characteristic of *STF6* cells was erased in the *SST-612* strain (Fig. 6B). Whole-genome sequencing of *SST-612* revealed two mutations: (i) a + 1 frameshift at the codon for amino acid 734 of the 865-aa Sol1 subunit of the SWI/SNF complex and (ii) a +1 frameshift at the codon for amino acid 1332 of the 1465-aa Abc3 vacuolar heme transporter. Our presumption (borne out below) was that the Sol1 mutation was responsible for the *SST* phenotype. Sol1 is the fission yeast counterpart of the budding yeast SWI/SNF subunit Swi1. As modeled in AlphaFold, the C-terminal half of Sol1 consists of tandem armadillo repeats (depicted in Fig. 6C) akin to the armadillo repeats observed in the cryo-EM structure of Swi1 (39). The Sol1 frameshift mutation in *SST-612* results in the translation of a foreign nonapeptide following Phe733 and subsequent truncation of Sol1 at a new stop codon, leading to deletion of the C-terminal segment of the armadillo repeat domain (colored cyan in Fig. 6C) and likely resulting in a loss of Sol1 function. Because *sol1* is a nonessential gene (28), we proceeded to construct a *sol1*∆ strain and then *sol1*∆ *asp1-STF6* and *sol1*∆ *asp1-STF9* double mutants. The salient finding was that *sol1*∆ recapitulated suppression of the *asp1-STF6/9* growth defect on the YES medium (Fig. 6D). *sol1*∆ reversed the *asp1-STF6/9* derepression of Pho1 and was by itself hyper-repressive of Pho1, by eightfold, in an *asp1*^+^ wild-type background (Fig. 6E, *P* value 0.0004). Thus, the *SST* suppressor screens “hit” two different subunits of the fission yeast SWI/SNF complex.

**Fig 6:**
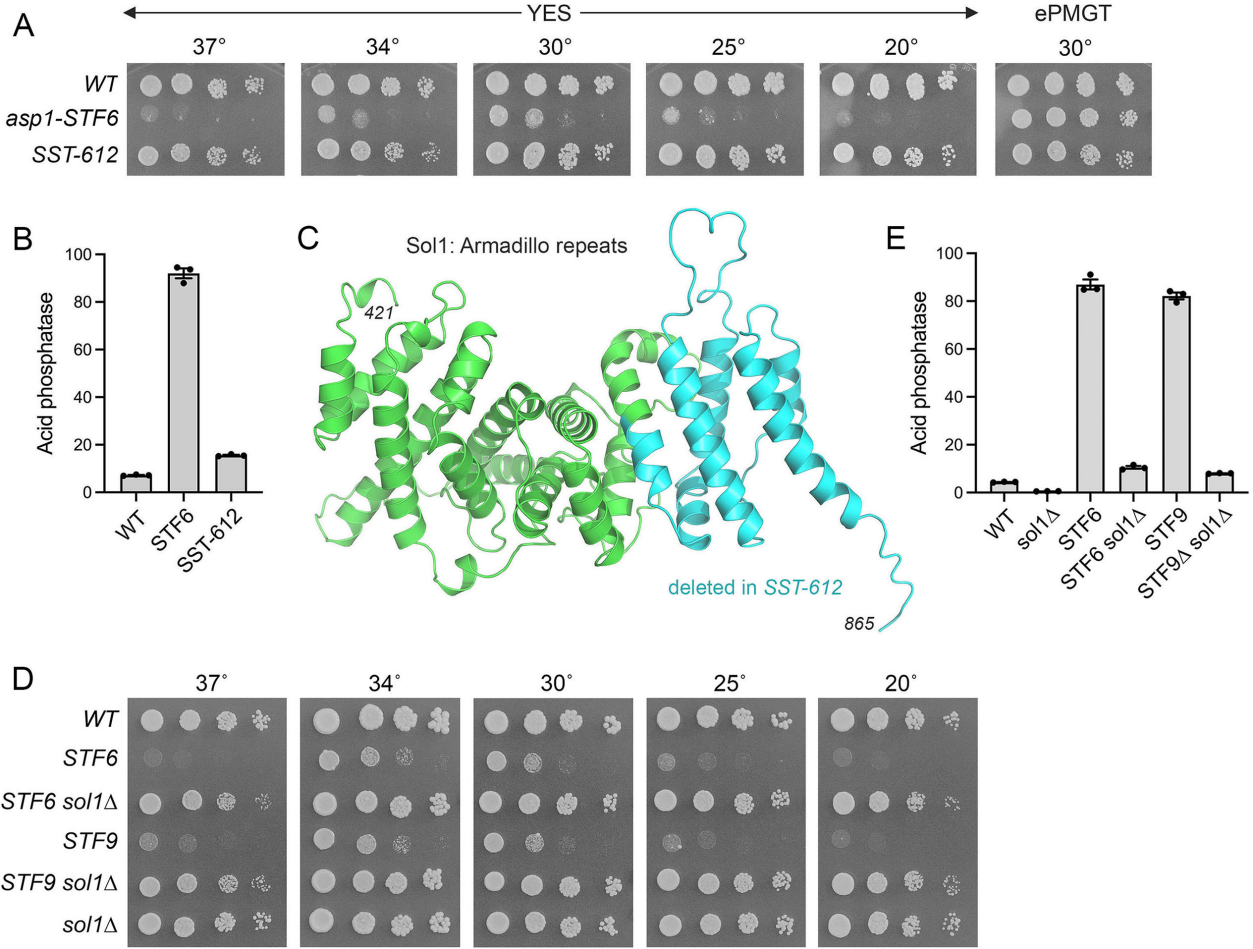
Isolation of a *sol1* mutant as a suppressor of IPP toxicosis. (**A**) Serial fivefold dilutions of wild-type, *asp1-STF6*, and *SST-612* (a spontaneous suppressor of *asp1-STF6*) cells were spot-tested for growth on YES agar at the indicated temperatures and on ePMGT agar at 30°C. (**B**) Wild-type, *asp1-STF6*, and *SST-612* cells were grown to *A*_600_ of 0.5 to 0.8 in liquid culture in ePMGT medium at 30°C, then harvested, washed, and assayed for acid phosphatase activity. (**C**) The AlphaFold model of the Sol1 C-terminal domain, consisting of tandem Armadillo repeats, is shown. A frameshift mutation in the *SST-612* strain results in the deletion of the C-terminal segment (aa 734–865) of the Sol protein (colored cyan). (**D**) Serial fivefold dilutions of fission yeast strains (as specified on the left) were spot-tested for growth on YES agar at the indicated temperatures. (**E**) The indicated strains grown in ePMGT at 30°C were assayed for acid phosphatase activity.

### Deletion of chromatin remodeling ATPase Swr1 does not suppress *asp1-STF* toxicosis

*S. pombe* has three additional multi-subunit chromatin remodeling machines—the SWR, INO80, and RSC complexes—anchored by the Snf2-family ATPases Swr1, Ino80, and Snf21, respectively. Swr1, like Snf22, is nonessential for fission yeast growth, whereas Ino80 and Snf21 are essential. The SWR complex, with its ATPase subunit Swr1 (1288-aa), mediates the incorporation of histone variant H2A.Z(Pht1) into nucleosomes at gene promoters (40, 41). To test whether the genetic suppression of IP_8_ toxicosis by *snf22*∆ was specific to the inactivation of the SWI/SNF complex, we asked whether a loss of SWR complex function could elicit equivalent suppression phenotypes. We found that deleting *swr1^+^* had no effect on fission yeast growth at 30°C on ePMGT or YES medium and that *STF6 swr1*∆ and *STF9 swr1*∆ double mutants grew well on ePMGT medium (Fig. S2A). However, unlike *snf22*∆, which suppressed the *STF6* and *STF9* growth defects on YES medium, *STF6 swr1*∆ and *STF9 swr1*∆ double mutants grew more poorly than the respective *STF6* and *STF9* single mutants when tested for growth on YES or ePMGT plus 250 µM GPC (Fig. S2A). We conclude that *asp1-STF* toxicosis is specifically dependent on the SWI/SNF chromatin remodeling complex. We also found that *swr1*∆ *snf22*∆ and *swr1*∆ *snf22-*(*D996A-E997A*) double mutants grew well on YES agar at 20–37°C (Fig. S2B), signifying that these two chromatin remodelers are not functionally redundant for sustaining vegetative growth.

### RNA-seq profiling of *snf22*∆ and *snf22-*(*D996A-E997A*) cells

Monahan et al. (28) employed microarray analysis to compare the transcriptional profiles of wild-type and *snf22*∆ fission yeast strains and reported that 53 mRNAs were upregulated by twofold or greater and 54 mRNAs were downregulated by twofold or greater. 

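RNA was compared from growing fission yeast of 3 genotypes with 3 biological replicates each, 9 libraries in all. A wild-type strain (WT) was set beside a strain in which most of the snf22 reading frame, from its start, was replaced by a drug resistance marker (snf22∆) and a strain with the D996A and E997A changes in the ATPase domain of Snf22 (snf22-(D996A-E997A)). The labels name the kanMX marker for both mutants and no marker for WT. In snf22-(D996A-E997A) the paper places it downstream of the gene, behind a poly(A) site of nmt1. Effects of the marker or of that added site cannot be told apart here from those of the mutations. Snf22 provides the ATPase activity of SWI/SNF, a complex that remodels chromatin. The snf22 transcript (SPCC1620.14c) had a normalized count of 2784 ± 48.6 in WT, 1357 ± 126 in snf22∆ and 2183 ± 189.7 in snf22-(D996A-E997A) (SD, n = 3). Its log2 fold change relative to WT was −1.04 (standard error 0.09, adjusted p = 3.57e-06 from edgeR's quasi-likelihood test) in snf22∆ and −0.35 (standard error 0.08, adjusted p = 0.00635) in snf22-(D996A-E997A). By the paper's account the last part of the reading frame was kept in snf22∆, so its reads come from what remained of the gene. The counts give no position along a gene, so they do not show which of the remaining parts. The authors made stranded libraries from the poly(A)+ RNA of cultures in YES medium at 30°C, aligned paired reads of 51 bases with HISAT2 2.1.0 to the ASM294v2 genome and counted them per gene with HTSeq 0.10.0. The deposited values are raw counts. The total per library was 21612099, 20205274 and 15696972 for WT replicates 1 to 3, 22196070, 22664218 and 19526308 for snf22∆, and 20386550, 20796833 and 19542805 for snf22-(D996A-E997A). These totals are 84.7% to 90.8% of the mapped reads that the paper lists per library. The 6091 genes with at least 10 counts in at least 3 of the 9 libraries were tested with edgeR after TMM normalization, with all libraries in 1 fit, and 4990 of them are protein-coding. A gene was called at an adjusted p of at most 0.05, a change of at least 2-fold and a mean normalized count of at least 100 in the group with more of the transcript, the thresholds of the paper's methods. The tests of these comparisons, their thresholds and 24 gene lists were fixed before the data were examined, with the paper and its tables already read.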

Here, we performed RNA-seq in parallel on poly(A)^+^ RNA isolated from *snf22*∆, *snf22-*(*D996A-E997A*), and wild-type *snf22*^+^ cells. cDNAs obtained from three biological replicates (using RNA from cells grown to mid-log phase in YES medium at 30°C) were sequenced for each strain. 93% to 97% of the sequence reads (19 to 27 million per replicate) were aligned to genomic loci (Table S1). Read densities for individual genes were highly reproducible between biological replicates (Pearson coefficients of 0.978 to 0.988) (Table S2). 

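Replicates of each genotype gave close to the same level for most genes. The level was steady for ecl3, a gene of chronological lifespan, at 274 ± 4.81 normalized counts in WT, and for the repressor gene scr1, at 2349 ± 83.7 (SD, n = 3). It was less steady for lsd90, at 1102 ± 609.7, and for rtc3, at 3287 ± 1956 (SD, n = 3). The Pearson coefficient of log2 normalized counts (pseudocount 1) across the genes tested was 0.989 to 0.996 between replicates, and Spearman's was 0.991 to 0.999. Genes are not independent replicates, so the coefficients carry no p-value. Of the 5164 genes with a mean normalized count of at least 100, between 0.0968% and 1.12% differed by 2-fold or more between a pair of replicates. Libraries of different genotypes were further apart, with Pearson coefficients of 0.948 to 0.967 between WT and snf22∆ and 0.948 to 0.971 between WT and snf22-(D996A-E997A). The mutants lay closer to each other, at 0.979 to 0.983. Every pair of replicates differed by more than the sampling noise of the counts, with a chi-square per gene of at least 5.26. By this measure WT replicate 2 stood apart, at 71.8 and 60.0 from WT replicates 1 and 3, which were 9.30 from each other. So did snf22-(D996A-E997A) replicate 1, at 33.7 and 35.8 from replicates 2 and 3, which were 5.26 from each other.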

A cutoff of ±2-fold change in normalized transcript read level and an adjusted *P*-value of ≤0.05 were the criteria applied to derive an initial list of differentially expressed annotated loci in the *snf22* mutant versus the wild-type control. We then focused on differentially expressed genes with average normalized read counts ≥100 in either the mutant or wild-type strain to eliminate transcripts that were expressed at very low levels in vegetative cells. 

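In snf22∆ cells, 111 protein-coding genes were higher and 111 were lower than in WT. In snf22-(D996A-E997A) cells, 78 were higher and 87 were lower. Among those that rose in snf22∆ were mug14, which encodes an adducin, with a log2 fold change of 5.88 (standard error 0.30, adjusted p = 6.38e-08 from edgeR's quasi-likelihood test), and the short chain dehydrogenase gene SPCC1739.08c, with 5.72 (standard error 0.20, adjusted p = 2.21e-09). SPAC2E1P3.05c, the gene of a protein with a fungal cellulose-binding domain, fell there, at −3.56 (standard error 0.13, adjusted p = 3.58e-09), and so did the kinase gene ppk1, at −2.14 (standard error 0.12, adjusted p = 9.73e-08). In snf22-(D996A-E997A), the O-methyltransferase gene cmt2 rose, at 2.84 (standard error 0.40, adjusted p = 2.43e-04), and the urea transporter gene SPBC23G7.13c fell, at −4.16 (standard error 0.42, adjusted p = 2.39e-05). Past the adjusted p alone, without the fold and count thresholds, 1671 coding genes were higher and 1230 lower in snf22∆, and 1409 were higher and 979 lower in snf22-(D996A-E997A). With the replicate number as a block, 113 coding genes were higher and 108 lower in snf22∆. Without WT replicate 3, 189 coding genes were higher in snf22∆ and 132 in snf22-(D996A-E997A).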

We thereby identified sets of 94 and 117 annotated protein-coding genes that were, respectively, upregulated and downregulated by these criteria in *snf22*∆ cells (Table S3) and sets of 73 and 87 protein-coding genes that were, respectively, upregulated and downregulated in *snf22-*(*D996A-E997A*) cells (Table S4). The genes dysregulated by the absence of Snf22 and by inactivation of its ATPase were highly correlated: to wit, 42 transcripts were upregulated in both mutants (*P* < 7.3 e^−58^) and 67 transcripts were downregulated in both mutants (*P* < 1.2 e^−101^) (Table S5).

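The mutants shared 44 coding genes that rose and 65 that fell. The phospholipase gene plb1 rose in both, with log2 fold changes of 2.47 (standard error 0.14, adjusted p = 1.89e-07 from edgeR's quasi-likelihood test) in snf22∆ and 1.98 (standard error 0.14, adjusted p = 1.58e-06) in snf22-(D996A-E997A). The quinone reductase gene obr1 fell, at −2.67 and −2.74, and so did the catalase gene ctt1, at −1.65 and −2.55. SPBPB21E7.08, a pseudogene counted with the coding loci, was the only gene called in opposite directions, at −2.69 in snf22∆ and 1.02 in snf22-(D996A-E997A). Lists of these sizes drawn independently would share 1.74 higher and 1.94 lower genes among the 4990 tested (hypergeometric p = 1.03e-55 and 3.79e-98, exact). In 50 simulations, all 9 libraries were drawn as unchanged from the WT means and the fitted dispersions, with the simulated WT libraries shared by both comparisons. No gene was called in both. With no changed gene drawn, few calls could arise at these thresholds. The absence of shared calls therefore does not show how far shared controls add to the overlap of genes that do change. Each gene was drawn on its own, so deviations that many genes of a real WT library share are left out. Part of the excess may come from the shared controls. Across coding genes, the log2 fold changes of the mutants had a Pearson coefficient of 0.741, against a mean of 0.508 in the simulations, and a covariance of 0.295 against 0.0107. Of 67 genes called higher in snf22∆ alone, 14 differed between the mutants when these were tested against each other, and of 34 called higher in snf22-(D996A-E997A) alone, 14 did. Of 46 called lower in snf22∆ alone, 18 differed, and of 22 called lower in snf22-(D996A-E997A) alone, 6 did. Without WT replicate 3, 83 genes were higher in both mutants.

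**Figure D1:**
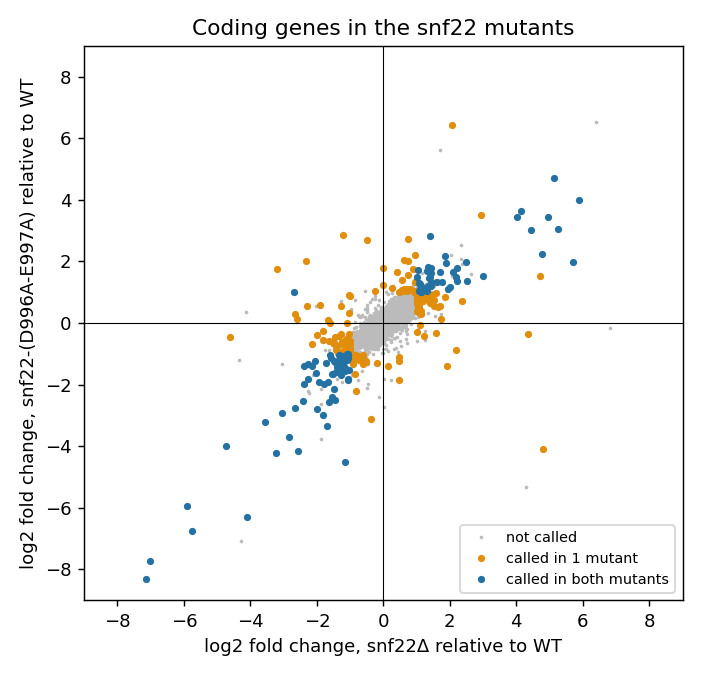
Log2 fold change relative to WT of each coding gene tested in snf22∆ (horizontal axis) and in snf22-(D996A-E997A) (vertical axis), 1 point per gene. Genes called in both mutants lie in the lower left and upper right, except for SPBPB21E7.08 in the upper left.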

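Transcripts of isp4, which encodes an oligopeptide transporter, fell from a normalized count of 4852 ± 1562 in WT to 584 ± 51.5 in snf22∆ and 639.97 ± 29.1 in snf22-(D996A-E997A) (SD, n = 3). SPAPB24D3.07c, the gene of a protein specific to fission yeast, had log2 fold changes of −2.83 (standard error 0.14, adjusted p = 6.80e-08 from edgeR's quasi-likelihood test) and −3.70 (standard error 0.15, adjusted p = 1.66e-08). The gene gut2, for a glycerol-3-phosphate dehydrogenase, had −1.99 and −2.78. Some genes fell in 1 mutant alone. The gene aes1, of the phenazine biosynthesis protein family, had −4.61 in snf22∆ and −0.46 (adjusted p = 0.0789) in snf22-(D996A-E997A), and the mutants differed by direct test (adjusted p = 5.49e-07). The amino acid transporter gene SPCC794.04c had −0.38 (adjusted p = 0.223) in snf22∆ and −3.11 in snf22-(D996A-E997A), and the mutants differed here too (adjusted p = 8.69e-05). In all, 23 coding genes were lower by at least 4-fold in snf22-(D996A-E997A) and 26 in snf22∆. Of the 36 genes in either set, 28 were lower by at least 2-fold in both mutants, and 10 of the 36 were called different between them. Genes under the mean-count threshold in both mutants, such as ecl3, could not be called different.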

Figure 7 shows the coding genes that were downregulated by at least fourfold (log2 change of at least –2.0) in *snf22-*(*D996A-E997A*) cells (*n* = 23) and *snf22*∆ cells (*n* = 26), of which 27 genes were coordinately down by at least twofold (log2 change of at least –1.0) in both strains. Sixteen of the most strongly downregulated transcripts had been detected by microarray analysis of *snf22*∆ (denoted by asterisks in Fig. 7), though the magnitude of the downregulation was typically less for the microarray data compared to RNA-seq. 

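Transcripts of the acid phosphatase gene pho1 (SPBP4G3.02) fell from a normalized count of 36624 ± 2316 in WT to 676 ± 45.6 in snf22∆ and 339 ± 73.3 in snf22-(D996A-E997A) (SD, n = 3). Those of pho84 (SPBC8E4.01c), a phosphate transporter gene, fell from 29444 ± 1676 to 1711 ± 162 and 371 ± 48.9 (SD, n = 3). These are decreases of 54.2-fold and 108-fold for pho1 and of 17.2-fold and 79.4-fold for pho84, in snf22∆ and snf22-(D996A-E997A) respectively. The extracellular 5'-nucleotidase genes SPBPB2B2.06c and SPAC1039.02 fell 129.7-fold and 26.5-fold in snf22∆ and 212-fold and 15.8-fold in snf22-(D996A-E997A). The folds of SPBPB2B2.06c rest on raw counts of 5, 7 and 8 in the snf22∆ libraries and 6, 5 and 0 in those of snf22-(D996A-E997A), with standard errors of 0.43 and 0.46 on the log2 scale. For tgp1, a glycerophosphodiester transporter gene, the decrease in snf22-(D996A-E997A) was 2.43-fold, and its log2 fold change in snf22∆ was −0.53 (standard error 0.16, adjusted p = 0.0167 from edgeR's quasi-likelihood test). Over the alternatives set in advance, the adjusted p of tgp1 in snf22∆ ran from 0.00328 to 0.0738, the highest without WT replicate 1. The log2 fold change of pho1 was −5.76 (standard error 0.15, adjusted p = 1.97e-10) in snf22∆ and −6.76 (standard error 0.16, adjusted p = 8.03e-11) in snf22-(D996A-E997A). For pho84 the values were −4.10 (standard error 0.11, adjusted p = 2.64e-10) and −6.31 (standard error 0.13, adjusted p = 1.89e-11). Between the mutants, pho84 was lower in snf22-(D996A-E997A) (adjusted p = 1.16e-07), and pho1 was lower there by less than the 2-fold threshold (log2 difference −1.00, adjusted p = 4.89e-04). Of 8 phosphate acquisition genes, 7 were lower in snf22∆, and 6 were lower and 1, pho842, was higher in snf22-(D996A-E997A), with the same counts when adjusted over the list alone. The camera test placed the list below other genes in both mutants (adjusted p = 2.29e-19 and 4.07e-27, and 0.00630 and 0.00137 with an estimated correlation). Between the mutants, 2 members were higher and 3 lower in snf22-(D996A-E997A) (3 and 3 when adjusted over the list alone), with a camera adjusted p of 0.0334, 0.296 with an estimated correlation and 0.0793 with the replicate number as a block. The list holds members that the paper names from these libraries and is not independent evidence of its direction. The RNA nc-pho1, transcribed from the pho1 locus, had log2 fold changes of 0.33 (adjusted p = 0.343) and −0.16 (adjusted p = 0.678), and nc-tgp1 had 0.29 (adjusted p = 0.185) and −0.14 (adjusted p = 0.520). The RNA prt2, which represses pho84, fell in both mutants, at −1.18 (adjusted p = 7.52e-05) and −2.05 (adjusted p = 2.04e-06). The paper calls the repressive RNA of pho1 prt or ncpho1, and states that the exosome of the nucleus breaks prt down quickly. Counts of poly(A)+ RNA give the levels of these RNAs and do not measure their transcription.

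**Figure D2:**
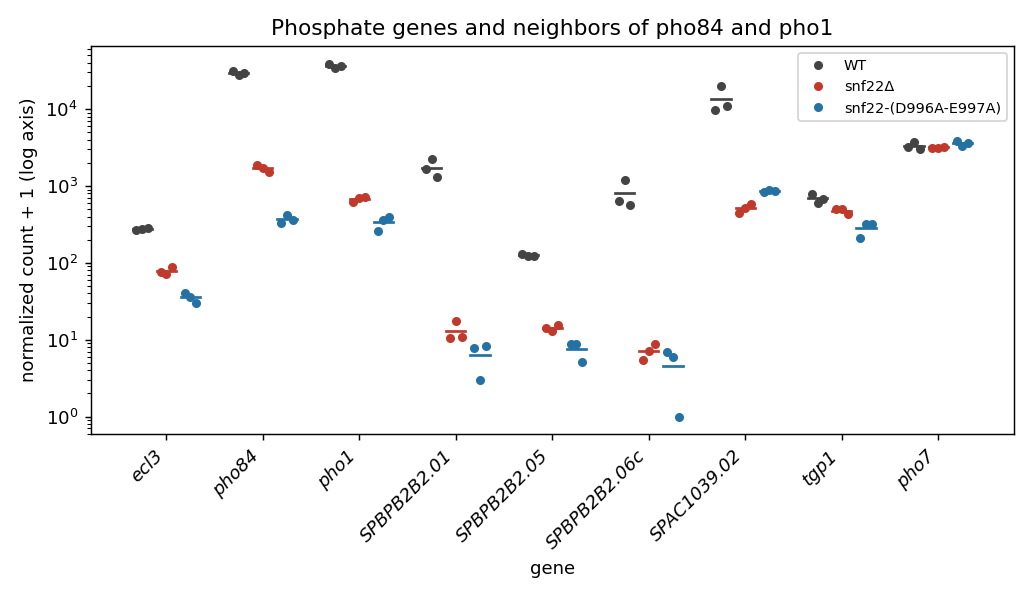
Normalized count plus 1 on a log axis in each of the 3 libraries per genotype (points) with the mean (line), for genes of phosphate acquisition and neighbors of pho84 and pho1. For each gene but pho7, every WT library lies above every library of both mutants.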

Genes involved in phosphate acquisition were strongly hyper-repressed: (i) *pho1* by 109-fold and 56-fold in *snf22-*(*D996A-E997A*) cells and *snf22*∆ cells, respectively; (ii) *pho84* by 80-fold and 18-fold, respectively; (iii) extracellular 5′-nucleotidase *SPBPB2B2.06c* by 220-fold and 134-fold, respectively; and (iv) extracellular 5′-nucleotidase *SPAC1039.02* by 16-fold and 27-fold, respectively (Fig. 7). *tgp1*, the third gene in the fission yeast *PHO* operon, is expressed in wild-type cells at a much lower level (average normalized read count of 669) than either *pho1* (read count of 35,589) or *pho84* (read count of 28,610). *tgp1* expression was downregulated by 2.5-fold in *snf22-*(*D996A-E997A*) cells (Table S4). Expression of the *pho7* gene, encoding the Pho7 transcription factor that drives the *PHO* regulon, was unaffected by the *snf22* mutations.

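The level of pho7 (SPBC27B12.11c), whose product activates the phosphate genes, was 3360.1 ± 366 normalized counts in WT, 3172 ± 33.9 in snf22∆ and 3574 ± 247 in snf22-(D996A-E997A) (SD, n = 3). The log2 fold change of pho7 was −0.08 (standard error 0.08, adjusted p = 0.414 from edgeR's quasi-likelihood test) in snf22∆ and 0.09 (standard error 0.08, adjusted p = 0.390) in snf22-(D996A-E997A). Compared directly, pho7 differed between the mutants by 0.17 (adjusted p = 0.183) on the log2 scale. Over the alternatives set in advance, that adjusted p ran from 0.0266, in a fit of only these groups, to 0.427.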

**Fig 7:**
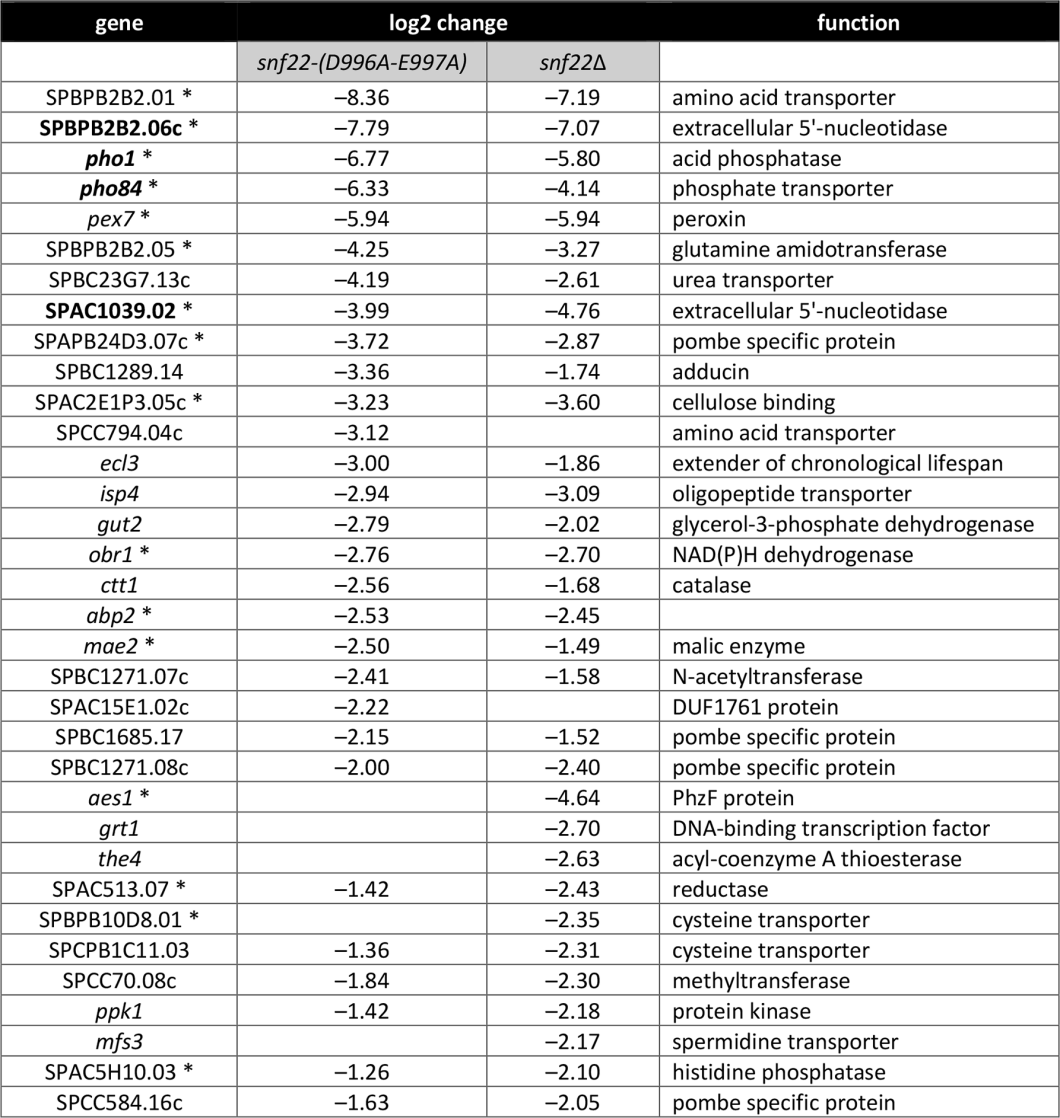
RNA-seq defines a Snf22-dependent gene set. List of the coding genes that were downregulated by at least fourfold (log2 change of at least –2.0) in *snf22-(D996A-E997A*) cells (*n* = 23) and *snf22*∆ cells (*n* = 26), of which 27 genes were coordinately down by at least twofold (log change of at least –1.0) in both strains. Sixteen of the most strongly downregulated transcripts that had been detected by previous microarray analysis of *snf22*∆ are denoted by asterisks.

It is noteworthy that the *ecl3* gene located immediately upstream of the tandem *pho84–pho1* locus was downregulated by 8-fold and 3.6-fold in *snf22-*(*D996A-E997A*) cells and *snf22*∆ cells, respectively. 

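The ecl3 gene (SPBC8E4.12c) fell to a normalized count of 77.7 ± 8.70 in snf22∆ and 34.5 ± 5.37 in snf22-(D996A-E997A) (SD, n = 3). These are decreases of 3.52-fold and 7.90-fold, with log2 fold changes of −1.82 (standard error 0.15, adjusted p = 4.40e-06 from edgeR's quasi-likelihood test) and −2.98 (standard error 0.17, adjusted p = 3.12e-07). The count was lower in snf22-(D996A-E997A) than in snf22∆ (log2 difference −1.17, adjusted p = 0.00107), below the mean-count threshold of a call. Next to ecl3 on the side away from pho84, SPBC8E4.03 had log2 fold changes of −0.85 (adjusted p = 2.11e-04) and −1.05 (adjusted p = 6.49e-05). The gene after it, SPBC8E4.04, had 0.58 (adjusted p = 4.88e-04) and −0.23 (adjusted p = 0.0630). SPBC8E4.03 and SPBC8E4.04 are outside the rule for named genes and were chosen by position, with their values seen.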

Up and down changes in *ecl3* expression mirror those of *pho1* in multiple other mutant backgrounds that affect phosphate homeostasis (12, 15, 31). Moreover, several genes located just downstream of the tandem *pho84–pho1* locus were also downregulated in *snf22-*(*D996A-E997A*) cells and *snf22*∆ cells, including (i) *SPBPB2B2.01*, by 329-fold and 146-fold, respectively; (ii) *SPBPB2B2.05*, by 19-fold and 10-fold, respectively; and (iii) *SPBPB2B2.06c*, as cited above. These downregulated genes are located within a 30-kbp segment of chromosome II that embraces *pho84* and *pho1*.

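Of the 8 coding genes from ecl3 to SPBPB2B2.06c, 6 were lower in both mutants. The amino acid transporter gene SPBPB2B2.01 fell from a normalized count of 1726 ± 466 in WT to 12.0 ± 3.90 in snf22∆ and 5.34 ± 2.92 in snf22-(D996A-E997A) (SD, n = 3), a decrease of 142-fold and 317-fold. SPBPB2B2.05, a gene of the glutamine amidotransferase family, fell from 125 ± 3.44 to 13.3 ± 1.32 and 6.61 ± 2.17 (SD, n = 3), or 9.32-fold and 18.5-fold. Counts of SPBPB2B2.06c fell from 799.7 ± 334 to 6.10 ± 1.75 and 3.60 ± 3.16 (SD, n = 3). Between these genes, say1 had log2 fold changes of −0.22 (adjusted p = 0.481) and 0.34 (adjusted p = 0.275), and fub2 had too few counts to be tested. Next after SPBPB2B2.06c, SPBPB2B2.07c had too few counts to be tested. SPBPB2B2.08 had −1.88 (adjusted p = 0.0125 from edgeR's quasi-likelihood test) and −2.61 (adjusted p = 0.00564). Its mean count of 17.1 in WT is under the minimum of a call. Farther along, pan5 had 0.25 (adjusted p = 0.149) and 0.32 (adjusted p = 0.0827). The galactose gene gal7 beyond pan5 was higher in both mutants, at 2.09 and 1.67. The order of the genes is that of the annotation of another assembly version, ASM294v3.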

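The glucose transporter gene ght1 rose from a normalized count of 169 ± 30.1 in WT to 5927 ± 544 in snf22∆ and 4408 ± 81.6 in snf22-(D996A-E997A) (SD, n = 3). Transcripts of the alanine racemase gene alr2 rose from 57.9 ± 12.1 to 1772 ± 167 and 624 ± 37.6 (SD, n = 3). SPCC1235.18, a locus the authors' annotation describes as dubious, had log2 fold changes of 4.15 (standard error 0.14, adjusted p = 1.89e-09 from edgeR's quasi-likelihood test) and 3.64 (standard error 0.14, adjusted p = 9.29e-09), and rbd3, for a mitochondrial rhomboid family protease, had 2.53 and 1.38. Some genes rose in 1 mutant alone. The Golgi antiporter gene gdt1 had a log2 fold change of 4.79 in snf22∆ and −4.10 in snf22-(D996A-E997A), with mean counts of 35.3 ± 14.2 in WT, 1006 ± 30.8 in snf22∆ and 1.98 ± 0.962 in snf22-(D996A-E997A) (SD, n = 3). The M-factor pheromone gene mfm1 had −1.21 in snf22∆ and 2.85 in snf22-(D996A-E997A). In all, 19 coding genes were higher by at least 4-fold in snf22-(D996A-E997A) and 22 in snf22∆. Of the 33 in either set, 19 were higher by at least 2-fold in both mutants, and 22 of the 33 were called different between them. Each of the 33 reached the mean-count threshold in at least 1 mutant, which some of the lower genes did not. The shares called different are therefore not comparable between higher and lower genes.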

Figure S3 compiles the coding genes that were upregulated by at least fourfold (log2 change of at least 2.0) in *snf22-*(*D996A-E997A*) cells (*n* = 17) or *snf22*∆ cells (*n* = 21), of which 18 genes were coordinately up by at least twofold (log2 change of at least 1.0) in both strains. Fourteen of the most strongly upregulated transcripts observed by RNA-seq had been detected by microarray analysis of *snf22*∆ (denoted by asterisks in Fig. S3). 

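Of 13 iron and heme acquisition genes, 9 were higher and none was lower in snf22-(D996A-E997A), and 5 were higher and none was lower in snf22∆, with the same counts when adjusted over the list alone. The heme transporter gene str3 (SPAC1F8.03c) rose most in snf22-(D996A-E997A), 85.6-fold, from a normalized count of 8.61 ± 5.28 in WT to 775 ± 396 (SD, n = 3). The ferric reductase gene frp1 rose 4.65-fold, and fio1 and fip1, for the iron oxidase and permease, rose 4.56-fold and 3.38-fold. The siderophore transporter gene str1 rose 4.10-fold, the heme exporter gene abc3 3.29-fold and the sulfiredoxin gene srx1 2.05-fold. The log2 fold change of str3 was 6.42 (standard error 0.55, adjusted p = 5.86e-06 from edgeR's quasi-likelihood test) and that of srx1 1.03 (standard error 0.27, adjusted p = 0.0103). Replicate 1 of snf22-(D996A-E997A), the library that stood apart from the others of its genotype, had the highest normalized count of the 3 for each of these 7 genes. Without it, the log2 fold change of str3 was 5.92 and that of srx1 0.63, under the 2-fold threshold of a call, and the adjusted p of srx1 ran from 9.01e-04 to 0.0402 over the alternatives set in advance. In snf22∆, fio1 had 1.86 (adjusted p = 9.99e-06), abc3 1.04 (adjusted p = 2.31e-04), frp1 0.97 (adjusted p = 0.00288) and str1 0.61 (adjusted p = 0.0552, and 0.00947 with the replicate number as a block), and str3 had 2.07 (adjusted p = 0.0232) at a mean count of 37.3 ± 23.0 (SD, n = 3). Without snf22∆ replicate 1, str3 had 1.46 there, and its adjusted p ran from 7.61e-04 to 0.106 over the alternatives set in advance. Between the mutants, 7 of the 13 genes were higher in snf22-(D996A-E997A) and none was lower. The camera adjusted p of the list was 0.187 in snf22∆, 8.41e-05 in snf22-(D996A-E997A) and 1.35e-04 between the mutants, and 0.766, 0.416 and 0.422 with an estimated correlation. The paper names several of these genes from the same libraries, so the list is not independent evidence of its direction. Of 11 genes that use or store iron, 7 were lower in snf22-(D996A-E997A) (9 when adjusted over the list alone), and 2 were higher and 3 lower in snf22∆. The camera adjusted p of that list was 0.473 in snf22∆ and 0.00931 in snf22-(D996A-E997A), where it became 0.416 with an estimated correlation. Between the mutants, 4 of the 11 were lower in snf22-(D996A-E997A) (adjusted p = 0.0183, and 0.445 with an estimated correlation).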

Several genes of the fission yeast iron homeostasis regulon (42, 43) were derepressed in *snf22-*(*D996A-E997A*) cells, including *str3* (up 87-fold;) *frp1* (up 4.6-fold); *fio1* (up 4.5-fold); *str1* (up 4-fold); *fip1* (up 3.3-fold); *abc3* (up 3.2-fold); and *srx1* (up 2-fold) (Fig. S3; Table S4). Expression of the *fep1* gene, encoding the Fep1 transcriptional repressor of the iron regulon, was unaffected by the *snf22* mutations. 

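The fep1 gene (SPAC23E2.01) had a normalized count of 4034 ± 520.3 in WT, 2756 ± 69.8 in snf22∆ and 3078 ± 112 in snf22-(D996A-E997A) (SD, n = 3). The log2 fold change of fep1 was −0.55 (standard error 0.09, adjusted p = 3.80e-04 from edgeR's quasi-likelihood test) in snf22∆ and −0.39 (standard error 0.09, adjusted p = 0.00385) in snf22-(D996A-E997A), both under the 2-fold threshold of a call. Between the mutants, fep1 differed by 0.16 (adjusted p = 0.231) on the log2 scale. Over the alternatives set in advance, that adjusted p ran from 0.0231, in a fit of only these groups, to 0.444.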

Genes for several sugar transporters and sugar metabolizing enzymes were also significantly upregulated in *snf22-*(*D996A-E997A*) and/or *snf22*∆ cells (Fig. S3). 

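Hexose transporter genes rose in both mutants. Of 8 members, 6 were higher and 1 was lower in snf22∆, and 5 were higher and 1 was lower in snf22-(D996A-E997A) (6 and 1, and 5 and 2, when adjusted over the list alone). The high-affinity transporter gene ght5 rose 16.3-fold and 10.9-fold, and ght4 had log2 fold changes of 5.25 (standard error 0.11, adjusted p = 3.94e-11 from edgeR's quasi-likelihood test) and 3.06 (standard error 0.10, adjusted p = 3.10e-09). The gluconate transporter gene ght3 had 4.78 and 2.25, and ght7 had 0.75 and 2.72. All 4 galactose metabolism genes were higher in both mutants, among them the epimerase gene gal10 at 2.99 and 1.52. Of 14 glucose-repressed genes, 11 were higher and 1 was lower in snf22∆, and 7 were higher and 3 lower in snf22-(D996A-E997A). Among them, the transcription repressor gene rsv1 had 4.72 (adjusted p = 8.92e-08) in snf22∆ and 1.52 (adjusted p = 0.00161) in snf22-(D996A-E997A), and gcd1, for glucose dehydrogenase, had 4.35 (adjusted p = 3.07e-09) and −0.36 (adjusted p = 0.0811). The camera adjusted p for hexose transport was 1.17e-17 in snf22∆ and 4.03e-15 in snf22-(D996A-E997A), and 0.00653 and 0.0136 with an estimated correlation. For galactose metabolism it was 3.21e-07 and 1.30e-04, and 0.110 and 0.272 with an estimated correlation. For the glucose-repressed list it was 6.18e-10 in snf22∆, and 0.0900 with an estimated correlation, and 0.487 in snf22-(D996A-E997A). The paper names some of these genes from the same libraries, so the lists are not independent evidence of their direction.

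**Figure D3:**
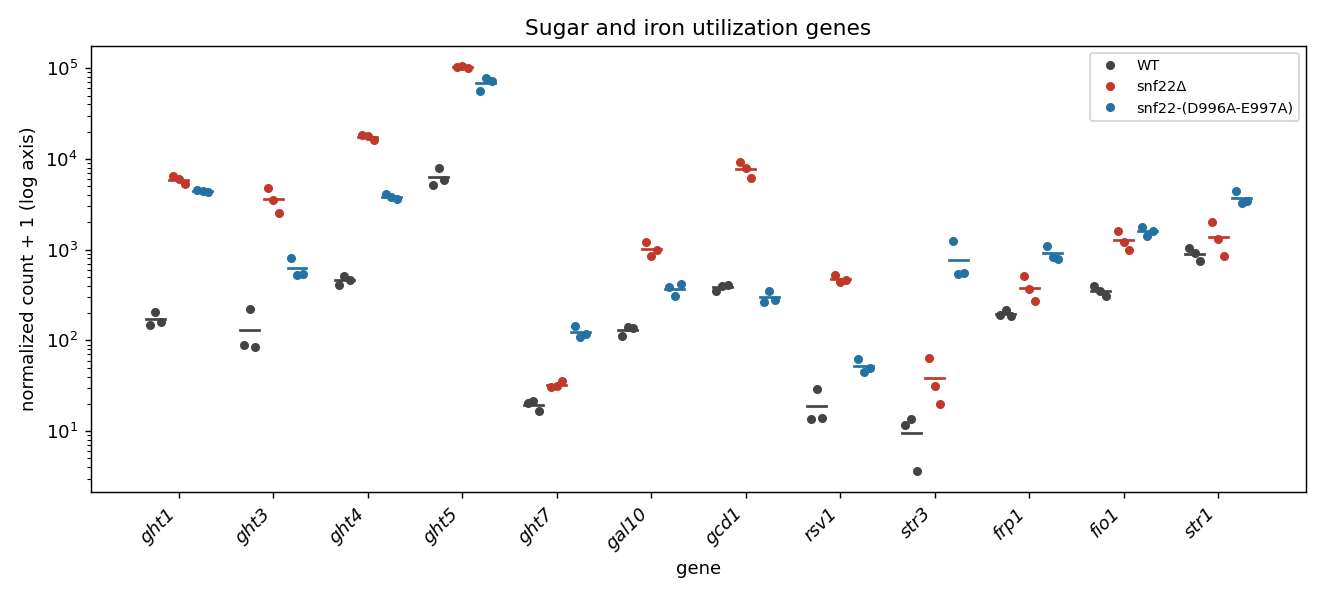
Normalized count plus 1 on a log axis in each of the 3 libraries per genotype (points) with the mean (line), for genes of sugar and iron utilization. The mean of gcd1 lies above WT in snf22∆ and not in snf22-(D996A-E997A), and the mean of str3 is highest in snf22-(D996A-E997A).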

Our findings that iron and sugar utilization genes are subject to repressive control by Snf22 accord with those of Monahan et al. (28).

### *snf22-*(*D996A-E997A*) is not synthetically lethal or sick with *PHO* hyper-repressive 3′-processing and termination mutations

The results presented above show that loss of Snf22 protein or inactivation of its ATPase hyper-represses *pho1* and reverses the *pho1* derepression elicited by a variety of genetic mutations that favor precocious lncRNA 3′-processing/termination in response to RNA signals upstream of the *pho1* mRNA promoter. Because previous studies established that Pho1 derepression in such genetic backgrounds depends on CPF subunits Ssu72, Swd22, and Ppn1, termination factor Rhn1, the Thr4 “letter” of the CTD code, Asp1 kinase, and Spx1 (mutations of which are themselves *pho1* hyper-repressive), our initial suspicions were that Snf22 inactivation overrode the Pho1 derepressive mutations by eliminating or reducing precocious lncRNA termination. A key feature of the genetic landscape of the *pho1* hyper-repressive loss-of-function alleles is that they display a network of pairwise synthetic lethalities (e.g., *rpb1-T4A* is lethal with *ppn1*∆ and *swd22*∆; *ppn1*∆ and *swd22*∆ are lethal with *rhn1*∆ and *ssu72-C13S; asp1*∆ and *asp1-D333A* are lethal with *ppn1*∆, *swd22*∆, and *ssu72-C13S*), indicating that the ostensibly inessential CPF subunits, Rhn1, Asp1 kinase, and CTD-Thr4 function as important, albeit genetically redundant, agonists of 3′-processing/termination. If the same is true of Snf22, then we would expect to observe lethality or an overt growth defect when the *snf22-*(*D996A-E997A*) mutant is mated to CPF/Rhn1, Asp1 kinase, Spx1, and Rpb1-T4A mutants. To the contrary, after crossing differentially marked mutants and analysis of haploid progeny, we readily obtained viable double mutants combining *snf22-*(*D996A-E997A*) with *rpb1-T4A*, *rhn1*∆, *spx1*∆, CPF subunit mutants *ssu72-C13S*, *ppn1*∆ and *swd22*∆, and IPP kinase mutants *asp1*∆ and *asp1-D333A*. The *snf22-*(*D996A-E997A*) double mutants were spot-tested for growth on YES agar in parallel with the respective single mutants (Fig. S4). The *snf22-*(*D996A-E997A*) allele did not cause overt synthetic growth defects relative to the single mutants. In the cases of *swd22*∆, *asp1*∆, and *asp1-D333A*, which display a slow-growth phenotype at 20°C, the cold sensitivity was partially suppressed by *snf22-*(*D996A-E997A*). This absence of synthetic lethality or sickness suggests that the inactivation of Snf22 does not exert its effects via 3′-processing/termination.

### Effect of *snf22*∆ and *snf22-*(*D996A-E997A*) on *tgp1* promoter and *nctgp1* promoter activity

To address these issues, we employed a plasmid-borne *nctgp1–tgp1_pro_·pho1* reporter, in which a *pho1* open-reading frame (ORF) under the control of the *tgp1* promoter replaces the *tgp1* ORF (Fig. 8A). Introduction of this reporter into fission yeast cells in which the chromosomal *pho1* gene is deleted allows for quantification of *tgp1* promoter activity via measurement of Pho1 acid phosphatase expression. This reporter recapitulates known homeostatic controls on the native *nctgp1–tgp1* locus (14). The *nctgp1* lncRNA promoter has a distinctive bipartite architecture, consisting of a TATA-box (TATATATA) situated 22 nucleotides upstream of the *nctgp1* transcription start site and a HomolD-box (CAGTCACA) located 26 nucleotides upstream of the TATA-box (Fig. 8A) (14). A similar bipartite HomolD/TATA promoter structure is characteristic of the *prt2* and *prt* lncRNA genes that interfere with *pho84* and *pho1* mRNA expression (8). The *tgp1* promoter consists of a TATA box (TATTTAA) 28 nucleotides upstream of the *tgp1* transcription start site and a Pho7 binding site (TCGGACATTCAA) located 180 nucleotides upstream of the *tgp1* start site (9, 10). Nucleotide substitutions in either the HomolD box or the TATA-box inactivate the *nctgp1* lncRNA promoter and result in derepression of the otherwise repressed flanking *tgp1* promoter, as gauged by acid phosphatase activity (Fig. 8B) (14). These HomolD/TATA lncRNA promoter mutant *nctgp1-tgp1_pro_-pho1* reporters thereby provide a readout of the strength of the *tgp1* promoter driving the *pho1* ORF in the absence of any lncRNA interference. The instructive finding was that the derepressed expression of the *nctgp1* HomolD/TATA mutant *tgp1*_pro_-*pho1* reporter was greatly reduced in *snf22*∆ and *snf22-*(*D996A-E997A*) cells (Fig. 8B), signifying that Snf22 and its ATPase are needed for *tgp1* promoter function.

**Fig 8:**
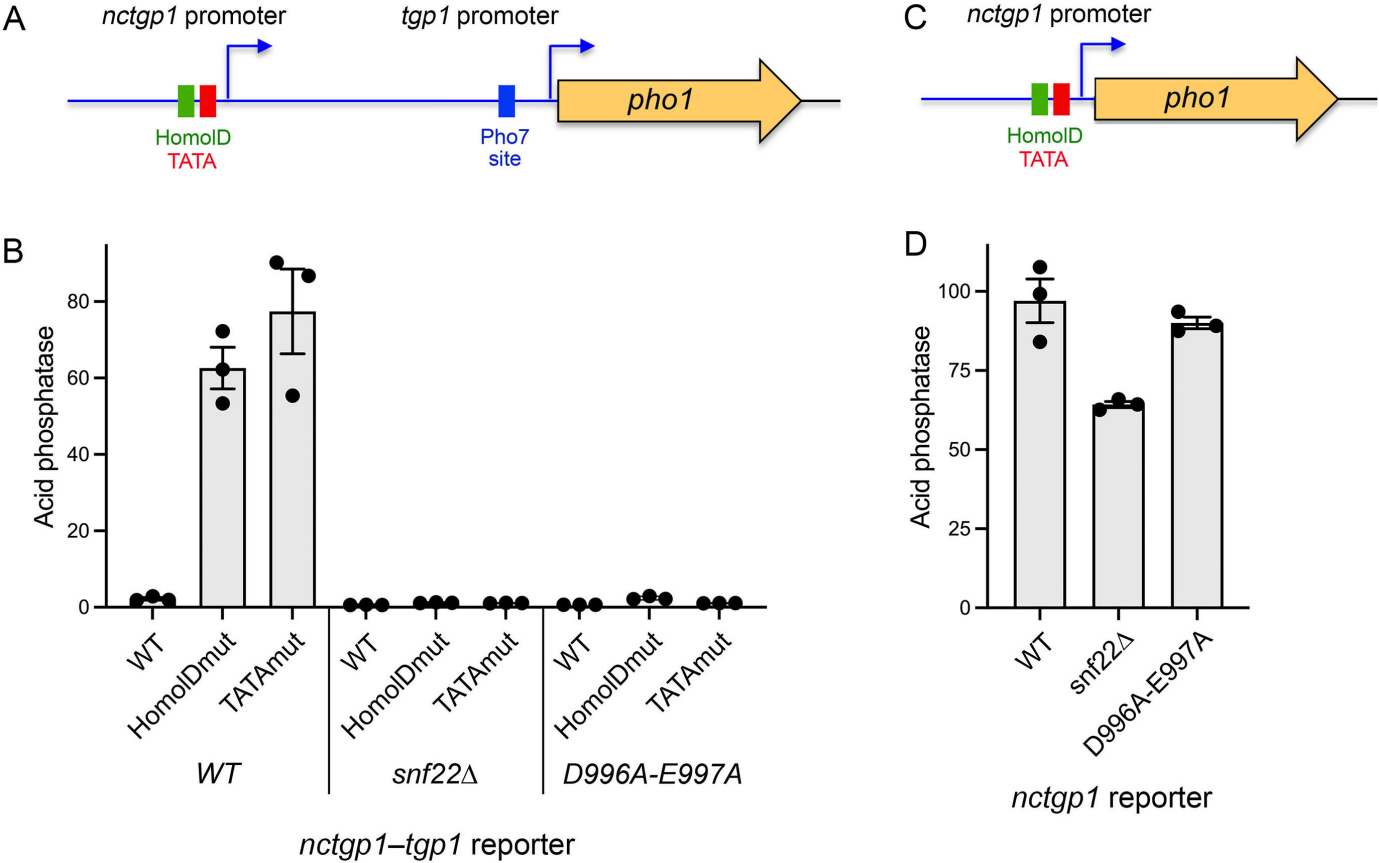
Effect of *snf22*∆ and *snf22-*(*D996A-E997A*) on *tgp1* promoter and *nctgp1* promoter activity. (**A**) Schematic of the plasmid-borne *nctgp1–tgp1_pro_·pho1* reporter in which *pho1* expression driven by the *tgp1* promoter is repressed by *nctgp1* lncRNA transcription. The HomolD and TATA boxes that comprise the *nctgp1* lncRNA promoter are depicted as green and red boxes, respectively. A single binding site for transcription factor Pho7 that drives the *tgp1* promoter is shown as a blue box. (**B**) *nctgp1–tgp1_pro_·pho1* reporter plasmids with a wild-type *nctgp1* promoter or with mutated versions in which the *nctgp1* promoter was inactivated by nucleotide substitutions in either the HomolD box or the TATA box (14) were transfected into wild-type, *snf22∆*, or *snf22-*(*D996A-E997A*) strains in which the chromosomal *pho1* locus was deleted. Transformants were selected and single colonies of individual transformants were pooled (>20) and grown in a plasmid-selective liquid medium to *A*_600_ of 0.5–0.8. Aliquots were harvested for acid phosphatase activity measurements. Each datum in the bar graph is the average of assays using cells from three independent cultures ± SEM. (**C**) A reporter of *nctgp1* promoter activity in which the *nctgp1* promoter directly drives transcription of the *pho1* gene. (**D**) The *nctgp1·pho1* reporter plasmid was transfected into wild-type, *snf22∆*, or *snf22-*(*D996A-E997A*) strains in which the chromosomal *pho1* locus was deleted. Pools of individual transformants were assayed for acid phosphatase activity as in panel B.

To gauge the *nctgp1* promoter *per se*, we deployed a reporter plasmid in which the *nctgp1* promoter directly drives the *pho1* ORF (Fig. 8C) (14). As noted previously (8), the strength of the *nctgp1* promoter, as gauged by Pho1 acid phosphatase expression, is slightly greater than that of the *tgp1* promoter, as might be expected for a mechanism of lncRNA-mediated transcriptional interference with the downstream mRNA gene. The relevant finding here is that the activity of the *nctgp1* promoter was reduced only modestly in *snf22*∆ cells (by one-third; *P* value 0.04) and insignificantly in *snf22-*(*D996A-E997A*) cells (*P* value 0.43) (Fig. 8D). We surmise that interdicting Snf22 function leads to suppression of IP_8_ toxicosis on YES medium by blunting the derepression of the *tgp1* mRNA promoter in the various *asp1-STF* strains and thereby the uptake of GPC in the medium that elicits the *asp1-STF* growth defect.

### Effect of *snf22*∆ and *snf22-*(*D996A-E997A*) on *prt–pho1* expression and *prt* promoter activity

Pho1 expression from a plasmid-borne *prt–pho1* locus faithfully responds to phosphate starvation and various genetic mutations that derepress or hyper-repress the chromosomal *pho1* gene (15, 31, 44). The *prt* lncRNA promoter consists of HomolD and TATA boxes preceding the lncRNA transcription start site (Fig. 9A). The *pho1* promoter consists of a TATA box (TATTTAA) 27 nucleotides upstream of the *pho1* transcription start site as well as two Pho7 binding sites—site 1 (TCGCTGCTTGAA) and site 2 (TCGGAAATTAAA)—located further upstream, in direct repeat orientation and separated by a 20-nt spacer (9, 11) (Fig. 9A). The basal level of Pho1 expression from the *prt–pho1* reporter plasmid in *snf22*^+^ wild-type cells was reduced by 5-fold and 21-fold in *snf22*∆ and *snf22-*(*D996A-E997A*) cells, respectively (Fig. 9C), consistent with the relative impact of these *snf22* alleles on the expression of *pho1* mRNA and Pho1 acid phosphatase activity from the chromosomal *prt–pho1* locus, whereby the ATPase mutation had a stronger effect than the gene deletion. To assess the *prt* promoter, we used a *prt·pho1* reporter plasmid in which the *prt* promoter directly drives the *pho1* ORF (Fig. 9B) (44). The salient findings were that *snf22*∆ had little effect on *prt* promoter activity whereas *snf22-*(*D996A-E997A*) resulted in a slight (16%) increase in activity versus *snf22*^+^ (Fig. 9D). These results indicate that the reduced *pho1* mRNA expression in *snf22* mutants reflects diminished activity of the mRNA promoter rather than the increased activity of the lncRNA promoter.

### ***snf22*****∆ and** ***snf22-*****(*****D996A-E997A*****) block the increase in** ***pho1*** **mRNA in** ***asp1-H397A*****,** ***seb1-G476S*****, and** ***rad24*****∆ cells**

**Fig 9:**
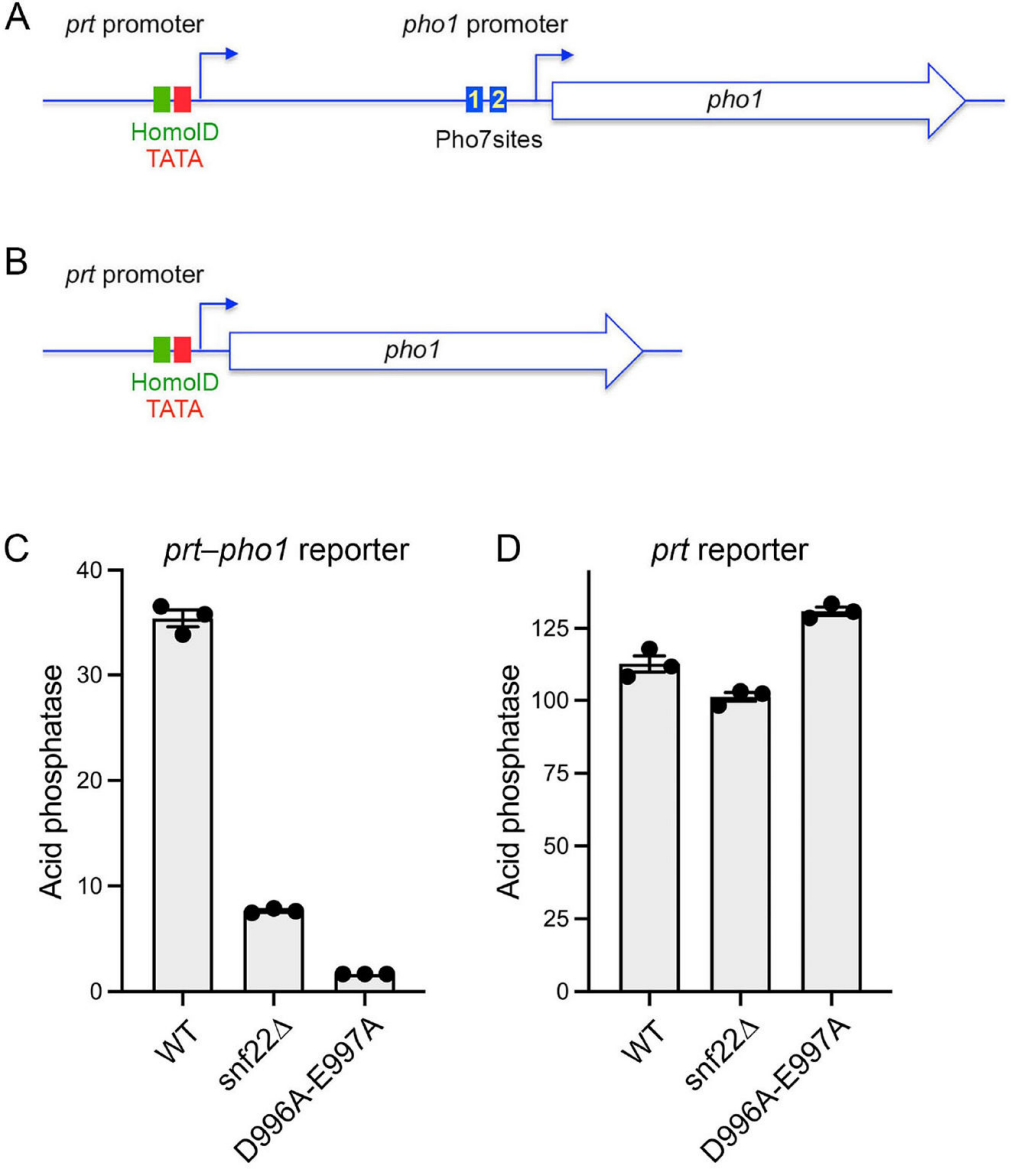
Effect of *snf22*∆ and *snf22-(D996A-E997A*) on *prt–pho1* expression and *prt* promoter activity. (**A**) Schematic of the plasmid-borne *prt–pho1* reporter in which *pho1* expression is repressed by *prt* lncRNA transcription. The HomolD and TATA boxes that comprise the *prt* lncRNA promoter are depicted as green and red boxes, respectively. Two binding sites for transcription factor Pho7 that drives *pho1* mRNA transcription are shown as blue boxes. (**B**) A reporter of *prt* promoter activity in which the *prt* promoter directly drives transcription of the *pho1* gene. (**C and D**) The indicated reporter plasmids were transfected into wild-type, *snf22*∆, or *snf22-*(*D996A-E997A*) strains in which the chromosomal *pho1* locus was deleted. Transformants were selected and single colonies of individual transformants were pooled (>20) and grown in plasmid-selective liquid medium to *A*_600_ of 0.5–0.8. Aliquots were harvested for acid phosphatase activity measurements. Each datum in the bar graph is the average of assays using cells from three independent cultures ± SEM.

Introducing the *prt–pho1* reporter into *pho1*-deleted *asp1-H397A*, *seb1-G476S*, and *rad24*∆ strains led to derepression of Pho1 acid phosphatase activity *vis-à-vis* the wild-type *snf22*^+^ control strain (Fig. 10B). As is the case when Pho1 is expressed from the chromosomal *prt–pho1* locus, the extent of derepression of the plasmid Pho1 reporter acid phosphatase activity was greatest in the *rad24*∆ strain (Fig. 10B) (31). When the *prt–pho1* reporter was introduced into *asp1-H397A*, *seb1-G476S*, and *rad24*∆ strains bearing *snf22*∆ or *snf22-*(*D996A-E997A*) mutations, the derepression of Pho1 was blunted or effaced, with the ATPase mutation again exerting a stronger effect than the gene deletion (Fig. 10B). Having affirmed that the reporter system is responsive to *pho1*-derepressing mutations at the protein levels, we performed Northern analysis on total RNA isolated from reporter plasmid-bearing *asp1-H397A*, *seb1-G476S*, and *rad24*∆ strains with either *snf22*^+^ wild-type or *snf22*∆ alleles. RNAs from three biological replicate cultures were resolved in parallel by agarose gel electrophoresis and transferred to a membrane. A 5’ ^32^P-labeled ssDNA complementary to nucleotides 84–115 downstream of the *pho1* transcription start site annealed to the ~1.6 kb *pho1* mRNA (Fig. 10C) that extends from the transcription start site 51 nucleotides 5′ of the translation start site to a poly(A) site 135 nucleotides 3′ of the stop codon (45, 46) (Fig. 10A). Compared to the *snf22*^+^ control, the abundance of the *pho1* mRNA was increased in *asp1-H397A*, *seb1-G476S*, and *rad24*∆ cells (Fig. 10C), consistent with the derepression of Pho1 acid phosphatase activity. The effect of *snf22*∆ was to decrease the basal level of the *pho1* mRNA in otherwise wild-type cells (consistent with the RT-qPCR and RNA-seq results) and to lessen (in *asp1-H397A* cells) or suppress (in *seb1-G476S* and *rad24*∆ cells) the increase in *pho1* mRNA (Fig. 10C). Figure 10D shows a Northern analysis of *pho1* mRNA derived from the *prt–pho1* reporter plasmid in *snf22*^+^ versus *snf22-*(*D996A-E997A*) cells. The ATPase-defective Snf22 mutant dampened the *pho1* mRNA in otherwise wild-type cells and blocked the increase in *pho1* mRNA in the *asp1-H397A*, *seb1-G476S*, and *rad24*∆ mutants.

**Fig 10:**
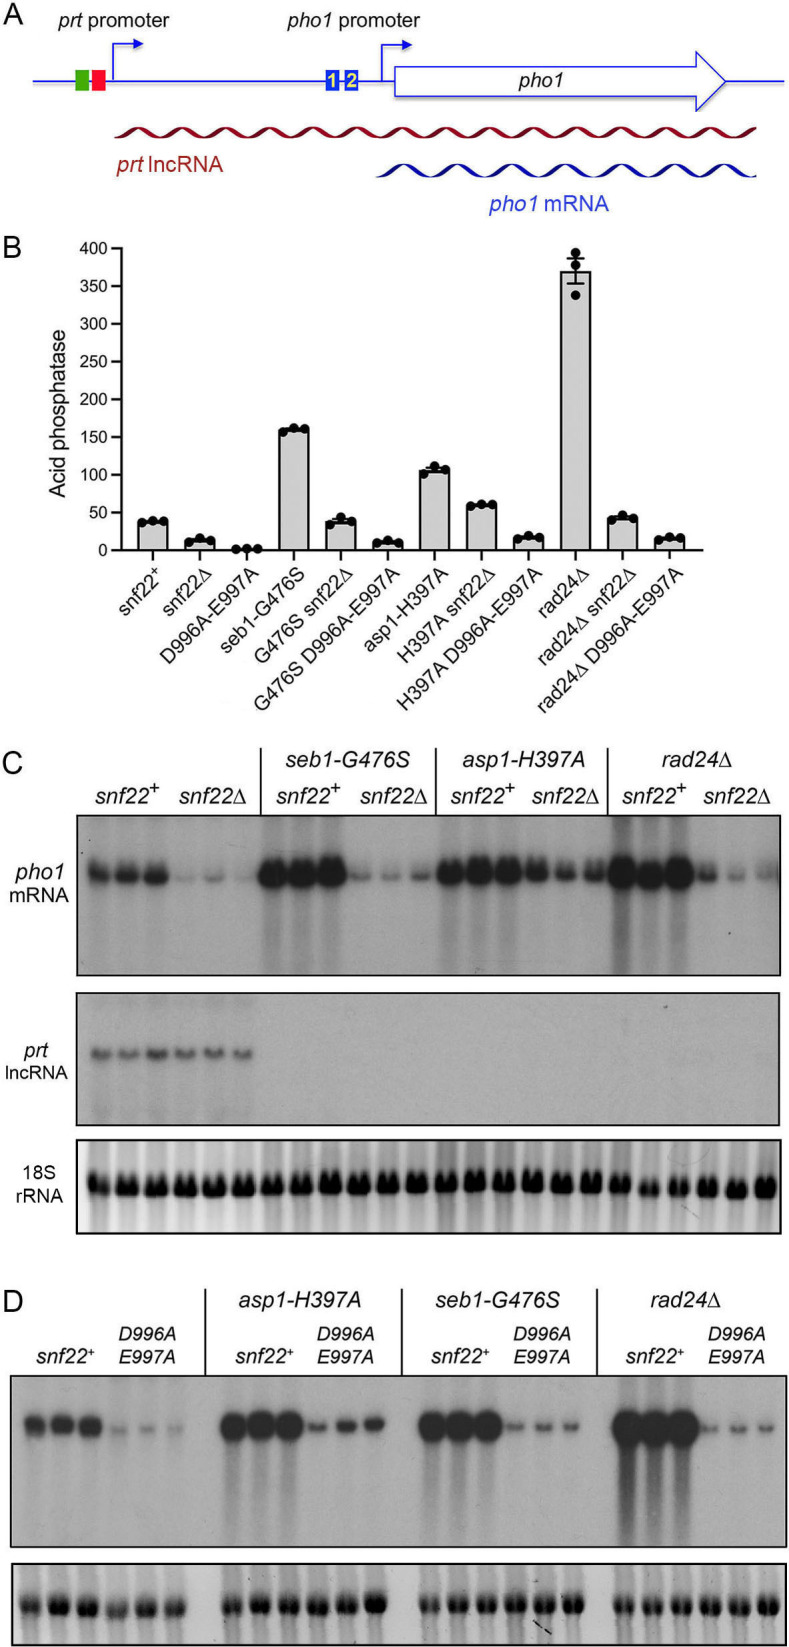
*snf22*∆ and *snf22-(D996A-E997A*) block the increase in *pho1* mRNA in *seb1-G476S*, *asp1-H397A*, and *rad24*∆ cells. (**A**) Schematic of the plasmid-borne *prt–pho1* reporter highlighting the *pho1* mRNA (blue) and the interfering *prt* lncRNA (red) that traverses the *pho1* promoter and terminates at the *pho1* mRNA poly(A) site. (**B**) The *prt–pho1* reporter plasmid was transfected into *pho1∆* cells with the genotypes specified on the *x*-axis. Pools of individual transformants were assayed for acid phosphatase activity. The Pho1-derepression seen in *seb1-G476S*, *asp1-H397A*, and *rad24*∆ mutants was ameliorated or abolished in the *snf22*∆ and *snf22-*(*D996A-E997A*) genetic backgrounds. (**C**) RNA was isolated from three independent cultures of *pho1*∆ cells bearing the *prt-pho1* reporter plasmid; the genotypes are indicated above the panels. The RNAs were resolved by formaldehyde-agarose gel electrophoresis. The gel was photographed under UV light to visualize the ribosomal RNAs (the 18S rRNA is shown in the bottom panel) to establish a sample loading control. The RNAs were then transferred to a membrane and hybridized to a *pho1* probe (top panel) or a *prt* probe (middle panel). (**D**) RNA isolated from three independent cultures of *pho1∆* cells (either *snf22^+^* wild-type or *D996A-E997A* as specified) bearing the *prt-pho1* reporter plasmid was analyzed by Northern blotting using a radiolabeled probe complementary to the *pho1* mRNA (top panel). The 18S rRNA loading controls are shown in the bottom panel.

The use of the multicopy *prt–pho1* reporter plasmid is advantageous for the detection of the *prt* lncRNA, which is rapidly degraded by the nuclear exosome (32, 45). Probing the Northern blot with a ^32^P-labeled ssDNA complementary to the segment of the *prt* RNA from nucleotides +160 to +202 revealed a ~2.5 kb RNA corresponding to a *prt–pho1* read-through transcript, this being the lncRNA that interferes with *pho1* mRNA synthesis (Fig. 10A and C). The steady-state level of the *prt* lncRNA was apparently the same in *snf22*^+^ and *snf22*∆ cells (Fig. 10C). As noted previously, the *prt–pho1* read-through transcript was absent from reporter plasmid-bearing *asp1-H397A*, *seb1-G476S*, and *rad24*∆ strains, in which transcription of the lncRNA is terminated precociously in response to *cis*-acting PAS and DSR elements in the nascent *prt* transcript (15, 24, 31). The derepression of *pho1* in *asp1-H397A*, *seb1-G476S*, and *rad24*∆ cells can be reversed by mutating the PAS and DSR elements, which overrides precocious termination and restores synthesis of the *prt–pho1* read-through lncRNA (15, 24, 31). The key observation here is that the absence of the *prt–pho1* read-through transcript in *asp1-H397A*, *seb1-G476S*, and *rad24*∆ cells persists when *snf22* is ablated (Fig. 10C). Thus, it is not the case that interdiction by *snf22*∆ of the derepression of *pho1* is caused by restitution of full-length interfering *prt* lncRNA production.

### Pho7 binding site mutations enhance the Snf22 dependence of *pho1* promoter activity

The near total blockade of derepressed *tgp1* promoter activity by *snf22*∆ and *snf22-*(*D996A-E997A*) when the *nctgp1* lncRNA was shut off by HomolD/TATA mutations (Fig. 8B) stood in contrast to the partial reductions in de-repressed *pho1* promoter activity in *snf22*∆ and *snf22-*(*D996A-E997A*) cells (to 66% and 31%, respectively, of the *snf22*^+^ wild-type control) when the interfering *prt* promoter was shut off (Fig. 11B). We considered the possibility that the differences in Snf22 dependence might be related to the fact that the *tgp1* promoter contains one Pho7 binding site, whereas the *pho1* promoter contains two Pho7 binding sites. To address this hypothesis, we made dinucleotide deletions of essential bases within sites 1 and 2 of the *pho1* promoter, singly and in combination, in the context of the HomolD/TATA-mutant *prt–pho1* reporter (Fig. 11A). Simultaneous mutations of both Pho7 sites reduced Pho1 reporter activity in *snf22*^+^ cells to 6% of the unmutated control reporter (Fig. 11E), an effect consistent with the impact of mutating essential amino acids of the Pho7 DNA-binding domain (9). Whereas singly mutating Pho7 binding site 1 had only a mild effect on reporter expression in *snf22*^+^ cells (79% of the unmutated control reporter), the site 1 mutant was now acutely dependent on Snf22 for Pho1 expression. To wit, site 1 mutant reporter activities in *snf22*∆ and *snf22-*(*D996A-E997A*) cells were 5% and 3%, respectively, of the *snf22*^+^ wild-type control (Fig. 11C). Singly mutating Pho7 site 2 reduced reporter expression to 44% of the unmutated control in *snf22*^+^ cells and also enhanced its Snf22-dependence, insofar as site 2 reporter activity in *snf22*∆ and *snf22-*(*D996A-E997A*) cells was 14% and 7%, respectively, of the *snf22*^+^ wild-type control (Fig. 11D). The more modest contribution of site 1 versus site 2 to *pho1* expression from the reporter plasmid resonates with prior findings that the affinity of the Pho7 DNA binding domain is threefold greater *in vitro* for site 2 than for site 1 (11).

### ***snf22*** **∆ delays the onset of the phosphate starvation response**

**Fig 11:**
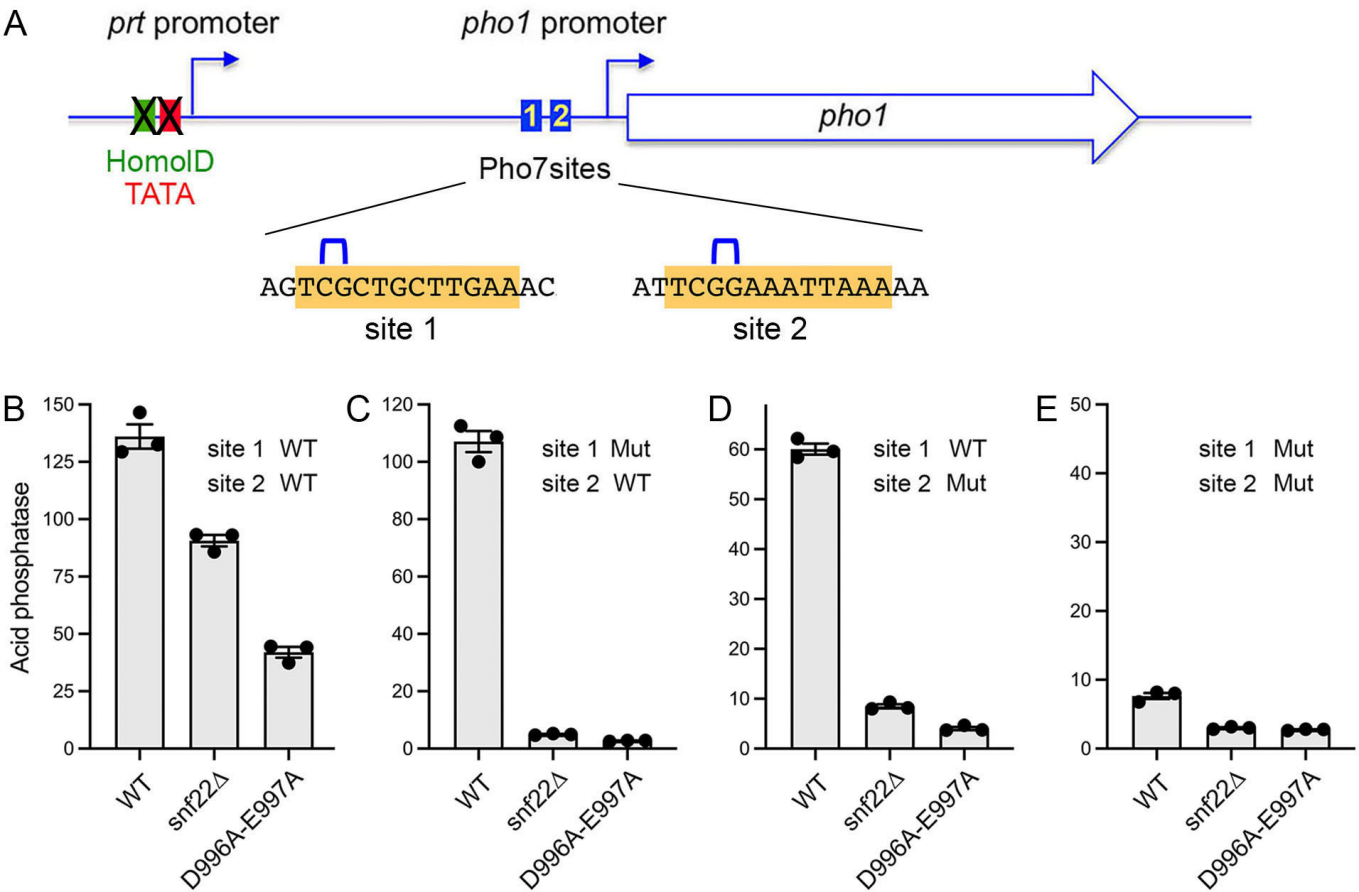
Pho7 binding site mutations enhance the Snf22 dependence of Pho1 expression. (**A**) Schematic of the plasmid-borne reporter of *pho1* promoter activity in which *prt* lncRNA transcription is abolished by mutations (indicated by X) in the HomolD and TATA box elements in the *prt* promoter. Pho7 binding sites 1 and 2 in the *pho1* promoter are depicted as blue boxes and the nucleotide sequence of each site is highlighted in gold. Mutations in each Pho7 binding site are indicated by blue brackets above the sequences. (**B–E**) The indicated reporter plasmids were transfected into *snf22^+^* (WT), *snf22*∆, or *snf22-*(*D996A-E997A*) strains in which the chromosomal *pho1* locus was deleted. Pools of individual transformants were assayed for acid phosphatase activity. Each datum in the bar graph is the average of assays using cells from three independent cultures ± SEM.

Wild-type and *snf22*∆ cells were grown in liquid culture in YES medium, washed with water, and then incubated in synthetic ePMGT medium lacking exogenous phosphate. Aliquots of the cultures were assayed for Pho1 acid phosphatase activity prior to and at hourly intervals after the transfer to a phosphate-free medium. Wild-type cells respond to phosphate starvation by derepressing *pho1* transcription and thereby steadily accumulating Pho1 enzyme during the interval from 1 to 7 h post-starvation. *snf22*∆ cells, which have a lower basal level of Pho1 expression, experienced a prolonged lag phase prior to the onset of Pho1 accumulation, after which activity increased with virtually the same slope as seen in wild-type cells (Fig. 12). Comparison of the two kinetic profiles indicates that *snf22*∆ elicited a 3-h delay in the phosphate starvation response.

**Fig 12:**
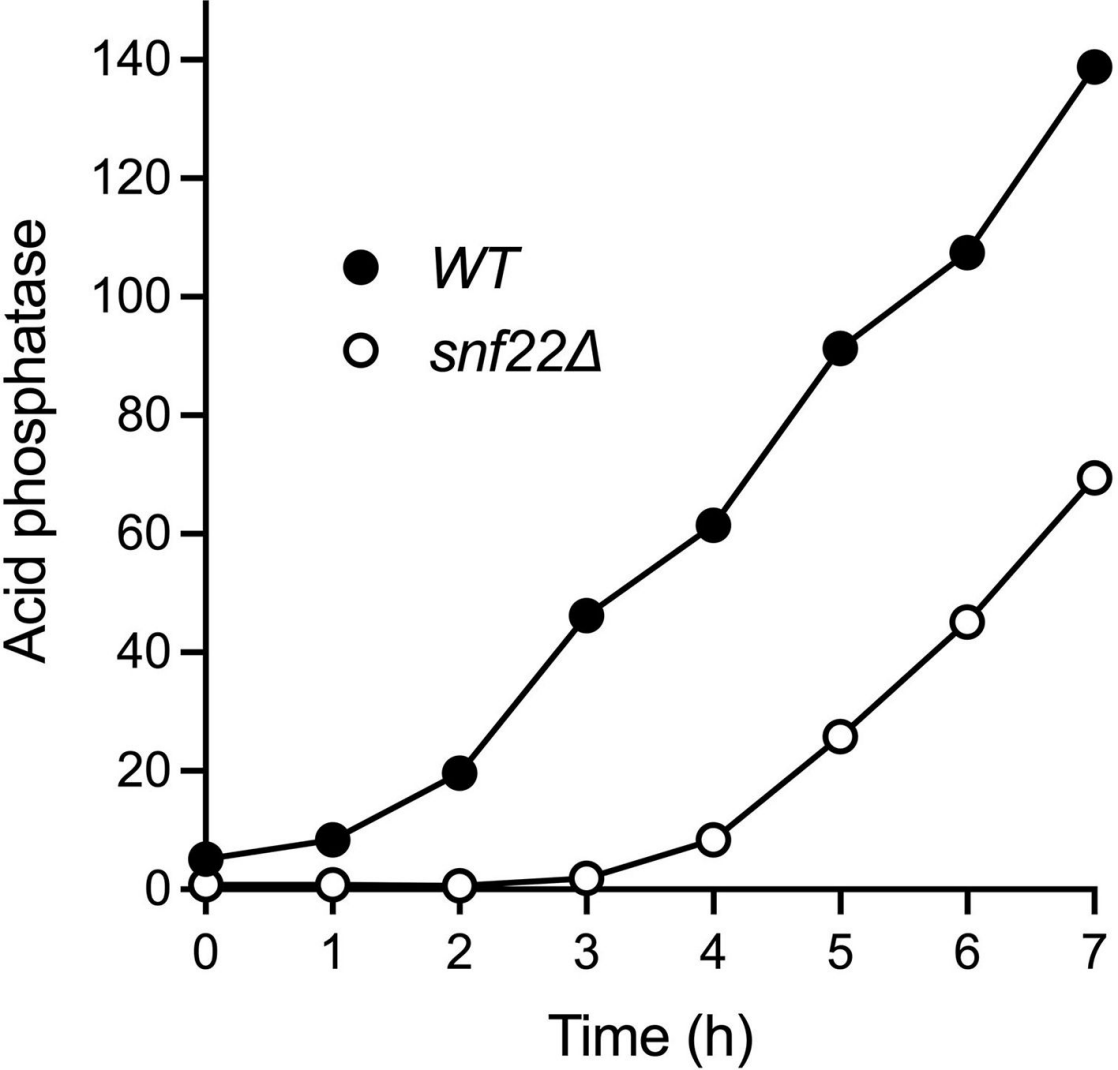
*snf22*∆ delays the onset of the phosphate starvation response. Wild-type and *snf22*∆ cells were assayed for Pho1 acid phosphatase activity prior to (time 0) and at hourly intervals after transfer to a ePMGT medium lacking phosphate. Data are the average of three independent experiments ± SEM. The error values are small such that the error bars do not extend beyond the symbols.

## DISCUSSION

Repression of the fission yeast *PHO* regulon by lncRNA-mediated transcriptional interference is sensitive to genetic manipulations of inositol pyrophosphate dynamics. Pyrophosphatase mutations leading to increased intracellular IP_8_ derepress the *PHO* genes via the action of IP_8_ as an agonist of precocious lncRNA 3′-processing/termination. *asp1-STF* mutations resulting in too much IP_8_ are cytotoxic in YES medium owing to overexpression of the Tgp1 glycerophosphodiester transporter (27). Previous epistasis tests and genetic screens for suppression of *asp1-STF* growth defects had highlighted three means by which IP_8_ toxicosis can be circumvented: (i) by mutations of components of transcription and the 3′-processing/termination machinery that dampen the impact of toxic IP_8_ levels on Pol2 termination; (ii) by mutations of proteins Spx1, Gde1, and Vtc4, each of which contains an SPX domain that acts as an inositol pyrophosphate sensor; and (iii) by mutations in two upstream enzymes of inositol polyphosphate metabolism: the phospholipase C enzyme Plc1 that generates IP_3_; and the essential Kcs1 kinase that converts IP_6_ to 5-IP_7_, the immediate precursor of IP_8_.

Here we identified the Snf22 ATPase subunit and the Sol1 subunit of the fission yeast SWI/SNF chromatin remodeling complex as critical abettors of IP_8_ toxicosis. The *snf22* allele isolated in the screen for suppression of *asp1-STF7* toxicity has a frameshift mutation which eliminates a C-terminal Bromo domain that binds acetyllysine-modified histones (29). Subsequent analyses employing *snf22*∆ null and ATPase-defective *snf22-*(*D996A-E997A*) alleles established that the evasion of IP_8_ toxicosis is via a novel route *vis-à-vis* previously characterized transcription-related suppressors that counteract precocious lncRNA termination. We find that Snf22 is required for the derepressed transcription of the *tgp1* mRNA in *asp1-STF* cells (Fig. 5) and the activity of the derepressed *tgp1* promoter in the plasmid reporter system (Fig. 8B).

Derepression of *tgp1* above a threshold level appears to be the determinant of IP_8_ toxicity on YES medium, insofar as RNA-seq analyses show that *tgp1* mRNA levels are increased by 43-fold and 47-fold in *asp1-STF6* and *asp1-STF9* mutants that manifest toxicity versus only 21-fold and 7-fold *tgp1* mRNA increases in *asp1-H397A* cells and *aps1*∆ cells that grow normally on YES medium. Sub-threshold levels of *tgp1* derepression that do not result in toxicity on YES medium are observed in *rad24*∆ (25-fold increase), *CTD-S5-S5A* and *CTD-P6-P6A* (23-fold increase), and *seb1-G476S* (9-fold increase) mutant strains (22, 24, 31). (Note that the present RT-qPCR-based assay returned a 17-fold increase in *tgp1* mRNA in *asp1-STF6* cells; we regard RNA-seq as a more accurate gauge of *tgp1* mRNA levels.)

Snf22 is also required for the derepression of *pho1* in nontoxic genetic backgrounds entailing precocious lncRNA termination: *asp1-H397A*, *seb1-G476S*, *rad24*∆, *aps1*∆, *duf89*∆, and CTD mutants *S7A*, *S5-S5A*, and *P6-P6A*. Our findings that *snf22*∆ and *snf22-*(*D996A-E997A*) block *pho1* mRNA production in the *pho1*-derepressive *asp1-H397A*, *seb1-G476S*, and *rad24*∆ mutants without reversing the absence of the *PHO*-interfering *prt* lncRNA point to the *PHO* mRNA promoters as the sites of Snf22 action. The observations that *snf22-*(*D996A-E997A*) is not synthetically lethal or sick with *PHO* hyper-repressive 3′-processing/termination mutations support our inference that Snf22 is not acting at that step of the transcription cycle.

The present results highlighting Snf22 and Sol1, and by extension the SWI/SNF complex, in expression of the *PHO* mRNAs resonates with the foundational studies of fission yeast phosphate homeostasis by the Wykoff laboratory, in which they identified a null allele of the SWI/SNF subunit Snf5 in a screen of a *S. pombe* gene deletion collection for strains defective in inducing Pho1 acid phosphatase in response to phosphate starvation (47). They found that *snf5*∆ blocked the induction of *pho1* and *pho84* mRNAs during 4 h of phosphate starvation and prevented the constitutive derepression of Pho1 in phosphate-replete *aps1*∆ cells (47). Here we see that *snf22*∆ delays the induction of Pho1 expression during phosphate starvation and erases the Pho1 derepression by *aps1*∆. A microarray analysis of gene expression conducted by the Winston lab revealed nearly identical transcriptome profiles for the *snf22*∆ and *snf5*∆ mutants, in which *pho1* and *pho84* were both downregulated (28). 

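Of 8 arginine biosynthesis genes, 7 were lower in snf22∆, and 7 were lower and 1 was higher in snf22-(D996A-E997A), with the same counts when adjusted over the list alone. The argininosuccinate synthase gene arg12 had a normalized count of 25951 ± 4265 in WT, 11014 ± 615 in snf22∆ and 11843 ± 1544 in snf22-(D996A-E997A) (SD, n = 3). The malic enzyme gene mae2 had log2 fold changes of −1.45 (standard error 0.10, adjusted p = 1.04e-06 from edgeR's quasi-likelihood test) and −2.49 (standard error 0.11, adjusted p = 2.22e-08), and the alcohol dehydrogenase gene adh4 had −1.66 and −1.92. A cysteine transporter gene, SPCPB1C11.03, had −2.28 and −1.34, and abp2, whose product may bind replication origins, had −2.41 and −2.52. The camera adjusted p of the arginine list was 3.37e-04 in snf22∆ and 1.87e-04 in snf22-(D996A-E997A), and 0.364 and 0.416 with an estimated correlation. The paper's tables hold some of these genes from the same libraries, so the list is not independent evidence of its direction. Of the genes lower in both mutants, 2 were called lower in snf22-(D996A-E997A) than in snf22∆ and none was called the other way. Of those higher in both, 1 was called higher in snf22-(D996A-E997A) than in snf22∆ and 8 were called higher in snf22∆. A call between the mutants needs a mean count at the threshold in at least 1 of them. Genes that fell below it in both, ecl3 among them, could not be called, while every gene higher in both could. These counts therefore do not show whether lower genes differ less between the mutants than higher ones.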

Our RNA-seq analysis of *snf22*∆ and *snf22-*(*D996A-E997A*) revealed 65 other protein-coding genes that were downregulated in both strains.

We hypothesize that the ATP-dependent nucleosome remodeling activity of SWI/SNF is necessary to ensure full access of transcription factor Pho7 to its binding sites in the *PHO* mRNA promoters. In this regard, it is important to note that ChIP experiments had demonstrated the specific and strong physical association of Snf22 at the promoters of the *pho1*^+^ and *pex7*^+^ genes that stringently require Snf22 for their expression (28) (Fig. 7). 

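The pex7 gene (SPAC17D4.01), which encodes the peroxisomal import receptor peroxin-7, fell from a normalized count of 16879 ± 782 in WT to 282.04 ± 14.0 in snf22∆ and 278 ± 20.2 in snf22-(D996A-E997A) (SD, n = 3). The decrease was 59.8-fold and 60.8-fold, with log2 fold changes of −5.90 (standard error 0.09, adjusted p = 1.71e-12 from edgeR's quasi-likelihood test) and −5.93 (standard error 0.09, adjusted p = 1.72e-12). Between the mutants, pex7 had a log2 difference of −0.02 (adjusted p = 0.886). Of 11 peroxisome biogenesis genes, 5 were higher and 3 lower in snf22∆ (6 and 3 when adjusted over the list alone), and 4 were higher and 1, pex7, was lower in snf22-(D996A-E997A) (5 and 1). The median log2 fold change of the list was 0.28 in snf22∆ and 0.25 in snf22-(D996A-E997A), while the camera test, on which pex7 weighs, gave the direction down (adjusted p = 0.0364 and 0.0512). In snf22∆ this became 0.468 with an estimated correlation and 0.0996 with the replicate number as a block. The paper names pex7 from the same libraries, so the list is not independent evidence of its direction. The paper proposes that ATP-driven remodeling by SWI/SNF gives Pho7 full access to the promoters of the phosphate genes, and sets beside this the earlier finding of Snf22 at the promoters of pho1 and pex7.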

The Allshire lab proposed that lncRNA transcription increases nucleosome density over the *pho1* and *tgp1* mRNA promoters and that nucleosome density is diminished during phosphate starvation, which allows access of Pho7 to the mRNA promoters (48). Our findings here that Snf22 is important to drive the *tgp1* and *pho1* promoters even when lncRNA synthesis is turned off suggests a slightly revised model whereby (i) the nucleosome distribution over the *PHO* mRNA promoters in the absence of SWI/SNF is not permissive for Pho7 binding; (ii) SWI/SNF rearranges the nucleosomes to allow Pho7 access, but lncRNA transcription across the mRNA promoter prompts ejection of Pho7 from the DNA; and (iii) when SWI/SNF is active, turning off the lncRNA promoter or precocious termination of lncRNA synthesis well upstream of the mRNA promoter relieves Pho7 ejection and allows Pho7 promoter occupancy to drive *PHO* mRNA transcription.

This mRNA promoter/Pho7-centric view of Snf22’s role in *PHO* gene regulation is fortified by our observations that (i) the fully derepressed *tgp1* promoter reporter, which contains a single Pho7 binding site, is more sensitive to loss of Snf22 than is the fully derepressed *pho1* promoter reporter that has two Pho7 binding sites in tandem and (ii) mutating one of the two Pho7 recognition sites in the *pho1* promoter makes mRNA synthesis more reliant on Snf22.

It is noteworthy that, in certain respects but not all parameters assayed, the ATPase mutant *snf22-*(*D996A-E997A*) exerted a stronger phenotype than did *snf22*∆. This was the case with respect to the completeness of suppression of the *asp1-STF6/9* growth defects, the degree of reversal of the *pho1* and *tgp1* depression phenotypes by *snf22-*(*D996A-E997A*) versus *snf22*∆, and in the *prt–pho1* plasmid reporter assays. One can speculate that the presence of an Snf22 ATPase-defective SWI/SNF complex at the *pho1* promoter might have a greater impact than the absence of SWI/SNF because it impedes another chromatin modeler (e.g., the essential INO80 or RSC complexes) from partially compensating for that absence. We note that Khavari et al. (49) had reported a dominant negative effect of an ATPase-defective Snf2 ortholog on transcription in *S. cerevisiae*.

## MATERIALS AND METHODS

### Spot tests of fission yeast growth

Cultures of *S. pombe* strains were grown in liquid yeast extract with supplements (YES) or enhanced pombe minimal glutamate with thiamine (ePMGT; prepared as described in Garg et al. [12]) medium until *A*_600_ reached 0.3–0.8. The cultures were adjusted to an *A*_600_ of 0.1 and aliquots (3 µL) of serial fivefold dilutions were spotted to YES or ePMGT agar. The plates were photographed after incubation for 2–2.5 days at 30°C, 34°C, and 37°C, 4 days at 25°C, and 6 days at 20°C.

### Acid phosphatase activity

Cells were grown at 30°C in YES or ePMGT medium. Aliquots of exponentially growing cultures were harvested, washed with water, and resuspended in water. To quantify acid phosphatase activity, reaction mixtures (200 µL) containing 100 mM sodium acetate (pH 4.2), 10 mM *p*-nitrophenylphosphate, and cells (ranging from 0.01 to 0.1 *A*_600_ units) were incubated for 5 min at 30°C. The reactions were quenched by the addition of 1 mL of 1 M sodium carbonate, the cells were removed by centrifugation, and the absorbance of the supernatant at 410 nm was measured. Acid phosphatase activity is expressed as the ratio of *A*_410_ (*p*-nitrophenol production) to *A*_600_ (cells). The data are averages (±SEM) of at least three assays using cells from three independent cultures.

### Whole-genome sequencing

After PicoGreen quantification and quality control by Agilent BioAnalyzer, 500 ng aliquots of genomic DNA were sheared using a LE220-plus Focused-ultrasonicator (Covaris catalog # 500569), and sequencing libraries were prepared using the KAPA Hyper Prep Kit (Kapa Biosystems KK8504) with modifications. DNA libraries were subjected to size selection by mixture with 0.5 vol of AMPure XP beads (Beckman Coulter catalog # A63882) after post-ligation cleanup. Libraries were not amplified by PCR and were pooled equivolume for sequencing. Samples were run on a NovaSeq 6000 in a 150 bp/150 bp paired-end run using the NovaSeq 6000 SBS v1 Kit and an S1 flow cell (Illumina). The average number of read pairs per sample was 10 million.

### Mapping suppressor mutations

The FASTA file for the *S. pombe* genome was accessed from Pombase. The whole-genome sequencing data from the parental *STF6* and *STF9* cells and the suppressor mutants were aligned to the genome using Bowtie2 (50). The resulting SAM files were converted to BAM files using Samtools (51). Variants were identified by BCFtools (52) using the criteria of adjusted mapping quality = 40, minimum base quality = 20, and disabled probabilistic realignment for the computation of base alignment quality (BAQ) for considering variations or insertion-deletion events. The multi-allelic caller protocol was used for variant calling in BCFtools. Variants were annotated using SnpEff, with its in-built genome version for *S. pombe* (53). Variants were further filtered by removing all variations with an average mapping quality ≤25 (Phred scale). All variants present in the parental strain were excluded as non-causal mutations.

### *snf22* gene deletion and allelic replacement

To generate *snf22*∆, and strains harboring marked *snf22-WT* and *snf22-D996A-E997A* alleles, we first constructed pKS-based plasmids carrying *snf22* integration cassettes using standard PCR and cloning methods. For deletion of *snf22*, the cassette consisted of the following elements: (i) a 735 bp segment of genomic DNA 5′ of the *snf22*^+^ start codon (position +1) of the 5043 bp *snf22* ORF; (ii) a *kanMX* marker gene conferring resistance to G418; and (iii) a 870 bp *snf22* DNA fragment downstream of position +3640 of the *snf22* ORF. The integration cassette for allelic replacement of *snf22*^+^ by marked *snf22-WT* and the *snf22-D996A-E997A* alleles consisted of the following elements: (i) a *snf22* DNA segment (+2116 to +5125, extending 82 bp downstream of the stop codon); (ii) a 258 bp segment of genomic DNA containing the *nmt1*^+^ poly(A) site; (iii) a *kanMX* marker; and (iv) 720 bp of *snf22* genomic DNA downstream of position +5125. The *D996A-E997A* mutations were introduced into the *snf22-WT* integration cassette by two-stage overlap PCR and cloning. The integration cassettes, which were sequenced to exclude the presence of unwanted mutations, were then excised from plasmids and transfected into diploid *S. pombe* cells. G418-resistant transformants were selected and analyzed by Southern blotting to verify correct integrations at the *snf22* locus. The presence of the D996A-E997A mutation was verified by PCR-amplifying and sequencing a segment of *snf22* DNA. Confirmed heterozygous diploids were sporulated and subjected to random spore analysis (54), whereby spores were plated on YES agar and incubated at 30°C. Upon replica plating to G418-containing medium, resistant haploid *snf22*∆, *snf22-WT*, and *snf22-D996A-E997A* progeny were recovered and comprised approximately half of the total progeny that grew on YES agar. Using the marker switching methodology (55), we also generated strains in which the *kanMX* module (marking *snf22* alleles) was replaced by the antibiotic resistance modules *hygMX* or *natMX*, or by *ura4MX* for selection on medium lacking uracil.

### *sol1* and *swr1* deletions

We generated *sol1*∆ and *swr1*∆ strains, in which the entire *sol1* ORF, or the coding sequence for amino acids 1–777 of the 1288-aa Swr1 protein, were replaced by *kanMX* and *natMX* marker genes, respectively. We first constructed integration cassettes in bacterial plasmids. In the *sol1*∆ gene disruption cassette, the *kanMX* resistance module is flanked by 521 bp and 584 bp DNA segments corresponding to genomic sequences upstream and downstream of the *sol1* ORF. The *swr1*∆ integration cassette consisted of a 715 bp segment of genomic DNA upstream of the *swr1*^+^ start codon, followed by the *natMX* module and a 530 bp DNA segment 3′ of nucleotide 2331 in the *swr1* ORF. The cassettes were excised from the plasmids and transfected into diploid *S. pombe* cells. Geneticin-resistant or nourseothricin-resistant transformants were selected and analyzed by Southern blotting to confirm correct integration at the *sol1* or *swr1* locus. Confirmed heterozygous diploids were sporulated and *sol1*∆*::kanMX* or *swr1*∆::*natMX* haploid progeny were selected.

### Construction of double mutants

Standard genetic methods were employed to generate haploid strains harboring mutations/deletions in two differently marked genes. In brief, pairs of haploids with null or missense mutations were mixed on malt agar to allow mating and sporulation, and the mixture was then subjected to random spore analysis (54). Spores (~1,500) were plated on YES agar and media selective for marked mutant alleles; the plates were incubated at 30°C for up to 5 days to allow slow-growing progeny to germinate and form colonies. At least 500 viable progeny were screened by replica-plating for the presence of the second marker gene, or by sequentially replica-plating from YES to selective media. Growth phenotypes of viable double mutant strains were assessed in parallel with the parental single-mutant and wild-type cells at different temperatures (20°C to 37°C) by spotting as described above.

### Reverse transcriptase quantitative PCR analysis

Total RNA was isolated from *S. pombe* wild-type, *STF6*, *snf22*∆, *snf22-*(*D996A-E997A*), *STF6 snf22*∆, and *STF6 snf22-*(*D996A-E997A*) cells grown in liquid ePMGT medium at 30°C to an *A*_600_ of 0.5 to 0.8 (three independent cultures for each strain). Cells were harvested by centrifugation and total RNA was extracted via the hot phenol method. The RNAs were treated with DNase I, extracted serially with phenol:chloroform and chloroform, and then precipitated with ethanol. The RNAs were resuspended in 10 mM Tris HCl (pH 6.8), 1 mM EDTA and adjusted to a concentration of 500 ng/µL. Reverse transcription was performed with 2 µg of this RNA template plus oligo(dT)_18_ and random hexamer primers by using the Maxima First Strand cDNA synthesis kit (Thermo Scientific). After cDNA synthesis for 30 min at 55°C, the reverse transcription reaction mixtures were diluted 10-fold with water. Aliquots (2 µL) were used as templates for gene-specific quantitative PCRs (qPCRs) directed by the sense and antisense primers listed in Table S6. The qPCRs were constituted with the Maxima SYBR Green/ROX master mix (Thermo Scientific) and monitored with an Applied Biosystems QuantStudio 6 Flex Real-Time PCR system. The qPCRs were performed in triplicate for each cDNA population. The level of individual cDNAs was calculated relative to that of act1 cDNA by the comparative Ct method (56). The actin-normalized levels of the *PHO* transcripts in wild-type cells were assigned a value of 1.0 and the mRNA levels in each mutant were then normalized to the wild-type control value.

### Transcriptome profiling by RNA-seq

RNA was isolated from *S. pombe* wild-type, *snf22*∆*,* and *snf22-*(*D996A-E997A*) cells that were grown in liquid YES medium at 30°C to an *A*_600_ of 0.5 to 0.6. Cells were harvested by centrifugation and total RNA was extracted via the hot phenol method. The integrity of total RNA was gauged with an Agilent Technologies 2100 Bioanalyzer. The Illumina TruSeq stranded mRNA sample preparation kit was used to purify poly(A)^+^ RNA from 500 ng of total RNA and to carry out the subsequent steps of poly(A)^+^ RNA fragmentation, strand-specific cDNA synthesis, indexing, and amplification. Indexed libraries were normalized using Qubit and Bioanalyzer and pooled in equimolar amounts for paired-end sequencing performed using a NovaSeq 6000 system. FASTQ files bearing paired-end reads of length 51 bases were mapped to the *S. pombe* genome (ASM294v2.28) using HISAT2-2.1.0 with default parameters (57). The resulting SAM files were converted to BAM files using Samtools (51). Count files for individual replicates were generated with HTSeq-0.10.0 (58) using exon annotations from Pombase (GFF annotations, genome-version ASM294v2; source “ensembl”). RPKM analysis and pairwise correlations (Tables S1 and S2) were performed as described previously (46). Differential gene expression and fold change analysis were performed in DESeq2 (59). Cut-off for further evaluation was set for genes that had an adjusted *P*-value (Benjamini-Hochberg corrected) of ≤0.05 and were up or down by at least twofold in *snf22∆* or *snf22-*(*D996A-E997A*) versus wild type. Genes were further filtered on the following criteria: (i) genes that were ≥2-fold up and the average normalized read count for the mutant strain was ≥100 and (ii) genes that were ≥2-fold down and the average normalized read count for the wild-type strain was ≥100.

### Northern blot analyses

Total RNA was extracted via the hot phenol method from 6 *A*_600_ units of yeast cells that had been grown exponentially in YES +G418 (for selection of *kanMX* plasmids) to *A*_600_ of 0.5 to 0.8 at 30°C. Aliquots (10 µg) of total RNA were resolved by electrophoresis through a 1.2% agarose/formaldehyde gel. After visualization of ethidium bromide-stained rRNAs under UV light, the gel contents were transferred to a Hybond-XL membrane (GE Healthcare). Hybridization was performed with a 5′ ^32^P-labeled ssDNA complementary to nucleotides 160–202 or 84–115 downstream of the *prt* or *pho1* transcription start sites, respectively, using a commercial hybridization buffer (Invitrogen ULTRAhyb-Oligo). Hybridized probes were visualized by autoradiography and quantified in ImageQuant after scanning the blot with a phosphorimager.

### Phosphate starvation response

Wild-type and *snf22*∆ cells were grown at 30°C in YES medium to *A*_600_ of 0.5 to 0.8. The cells were harvested, washed with water, and adjusted to *A*_600_ of ∼0.3 in ePMGT medium without phosphate (12) after withdrawing an aliquot to measure Pho1 activity (time 0). Acid phosphatase Pho1 activity was assayed every hour during a 7-h period of phosphate starvation.

### Fission yeast strains used in this study

See Table S7 for fission yeast strains.

## Data Availability

The RNA-seq data in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE245138.

## SUPPLEMENTAL MATERIAL

Supplemental tables and figures mbio.01252-24-s0001.pdf Tables S1, S2, S6, and S7 and Figures S1 to S4.

Table S3 mbio.01252-24-s0002.pdf Coding genes that are down- and upregulated in *snf22*∆.

Table S4 mbio.01252-24-s0003.pdf Coding genes dysregulated in *snf22* ATPase mutant.

Table S5 mbio.01252-24-s0004.pdf Overlap of dysregulated coding genes between *snf22*∆ and *snf22* ATPase mutants.

ASM does not own the copyrights to Supplemental Material that may be linked to, or accessed through, an article. The authors have granted ASM a non-exclusive, world-wide license to publish the Supplemental Material files. Please contact the corresponding author directly for reuse.

# Supplementary material for: Suppression of inositol pyrophosphate toxicosis and hyper-repression of the fission yeast PHO regulon by loss-of-function mutations in chromatin remodelers Snf22 and Sol1
**Source:** mBio. 2024 Jun 20;15(7):e01252-24. doi: 10.1128/mbio.01252-24
**Supplement:** Supplemental tables and figures — Tables S1, S2, S6, and S7 and Figures S1 to S4.

Supplemental Material

Suppression of inositol pyrophosphate toxicosis and hyper-repression of the fission yeast *PHO* regulon by loss-of-function mutations in chromatin remodeler Snf22

Beate Schwer, Aleksei Innokentev, Ana M. Sanchez, Angad Garg, and Stewart Shuman

Supplemental Tables S1, S2, S6, S7.

Supplemental Figures S1, S2, S3, S4.

Supplemental Table S3, S4, and S5 are separate pdf files

Sample	Total Paired Reads	Mapped Reads
<i>WT</i> (1)	27492840	25516105 (93%)
<i>WT</i> (2)	23412725	22508994 (96%)
<i>WT</i> (3)	19131272	18207232 (95%)
<i>snf22Δ</i> (1)	25160600	24476232 (97%)
<i>snf22Δ</i> (2)	25844234	24973283 (97%)
<i>snf22Δ</i> (3)	23014100	22114249 (96%)
<i>snf22-(D996A-E997A)</i> (1)	24221518	23087951 (95%)
<i>snf22-(D996A-E997A)</i> (2)	25524803	23990762 (94%)
<i>snf22-(D996A-E997A)</i> (3)	24052523	22671908 (94%)

Table S1. RNA-seq read counts for triplicate biological replicates.

Sample pairs	Pearson Coefficient
<i>WT</i> (1) vs (2)	0.980
<i>WT</i> (2) vs (3)	0.978
<i>WT</i> (1) vs (3)	0.980
<i>snf22Δ</i> (1) vs (2)	0.988
<i>snf22Δ</i> (2) vs (3)	0.985
<i>snf22Δ</i> (1) vs (3)	0.987
<i>snf22-(D996A-E997A)</i> (1)	0.986
<i>snf22-(D996A-E997A)</i> (2)	0.986
<i>snf22-(D996A-E997A)</i> (3)	0.984

Table S2. RNA-seq data reproducibility between biological replicates.

Gene	Strand	Primer Sequence
<i>act1</i>	sense	5' –AAGTACCCCATTTGAGCACGG
	antisense	5' –CAGTCAACAAGCAAGGGTGC
<i>tgp1</i>	sense	5' –CCTGGTGCCTTACTTGGAGG
	antisense	5' –AGCAAACCAATGTTGCCACC
<i>pho1</i>	sense	5' –GCAGCGCGTTGTAGATTCTG
	antisense	5' –TCGAGAGCAGGGGTAGTGAA
<i>pho84</i>	sense	5' –ATTGCAACCGCATTCGGACT
	antisense	5' –GCACCCTCTTCGACTTGGTC

Table S6. Oligonucleotide primers used for qPCR analyses.

Table S7. List of *S. pombe* strains used in this study.

Strain	Genotype	Source
JS77	<i>h- leu1-32 ura4-D18 his3-D1 ade6-m216</i>	1
JS78	<i>h+ leu1-32 ura4-D18 his3-D1 ade6-m210</i>	1
BS204	<i>h- STF7 [asp1-H686Y] rpb1::kanMX</i>	2
AS2185	<i>h+ asp1-H397A::natMX</i>	3
AS1917	<i>h- aps1Δ::natMX</i>	3
AS2548	<i>h- duf89Δ::natMX</i>	4
BS272	<i>h- seb1-G476S::hygMX</i>	5
AGP141	<i>h+ rad24Δ::natMX</i>	6
BS255	<i>h+ SST-710 [asp1-H686Y] rpb1-WT::kanMX snf22-(+1fs aa 1563)</i>	this study
BS520	<i>h+ snf22Δ::kanMX</i>	this study
BS649	<i>h+ snf22Δ::natMX</i>	this study
BS650	<i>h+ snf22Δ::ura4MX</i>	this study
BS534	<i>h- snf22Δ::kanMX STF6::hygMX [asp1-W386*]</i>	this study
BS536	<i>h- snf22Δ::kanMX STF9::hygMX [asp1-W493*]</i>	this study
BS597	<i>h+ snf22Δ::kanMX asp1-H397A::hygMX</i>	this study
BS614	<i>h+ snf22Δ::kanMX aps1Δ::natMX</i>	this study
BS572	<i>h- snf22Δ::kanMX rpb1-WT::natR</i>	this study
BS575	<i>h- snf22Δ::kanMX rpb1-S5•S5A::natMX</i>	this study
BS576	<i>h- snf22Δ::kanMX rpb1-P6•P6A::natMX</i>	this study
BS584	<i>h- snf22Δ::kanMX rpb1-S7A::natMX</i>	this study
BS599	<i>h+ snf22Δ::kanMX seb1-G476S::hygMX</i>	this study
BS609	<i>h- snf22Δ::kanMX duf89Δ::natMX</i>	this study
BS600	<i>h- snf22Δ::kanMX rad24::natMX</i>	this study
BS631	<i>h- snf22-WT::kanMX</i>	this study
BS633	<i>h- snf22-D996A-E997A::kanMX</i>	this study
BS654	<i>h- snf22-D996A-E997A::hygMX</i>	this study
BS655	<i>h- snf22-D996A-E997A::natMX</i>	this study
BS635	<i>h+ snf22-WT::kanMX rpb1-S5•S5A::natMX</i>	this study
BS637	<i>h+ snf22-WT::kanMX asp1-H397A::natMX</i>	this study
BS638	<i>h- snf22-WT::kanMX erh1Δ::natMX</i>	this study
BS645	<i>h+ snf22-WT::kanMX seb1-G476S::hygMX</i>	this study
BS647	<i>h+ snf22-D996A-E997A::kanMX STF6::hygMX [asp1-W386*]</i>	this study
BS648	<i>h- snf22-D996A-E997A::kanMX STF9::hygMX [asp1-W493*]</i>	this study
BS639	<i>h+ snf22-D996A-E997A::kanMX rpb1-S5•S5A::natMX</i>	this study
BS641	<i>h- snf22-D996A-E997A::kanMX asp1-H397A::natMX</i>	this study
BS642	<i>h- snf22-D996A-E997A::kanMX erh1Δ::natMX</i>	this study
BS646	<i>h? snf22-D996A-E997A::kanMX seb1-G476S::hygMX</i>	this study
BS629	<i>h+ snf22Δ::natMX [prt2-pho84-prt-pho1]Δ::hygMX</i>	this study
BS687	<i>h+ snf22-D996A-E997A::natMX [prt2-pho84-prt-pho1]Δ::ura4MX</i>	this study

BS657	<i>h- seb1-G476S::hygMX Δsnf22::natMX [prt2-pho84-prt-pho1]Δ::ura4MX</i>	this study
BS658	<i>h+ asp1-H397A::natR snf22Δ::ura4MX [prt2-pho84-prt-pho1]Δ::hygMX</i>	this study
BS659	<i>h+ snf22Δ::ura4MX rad24Δ::natMX [prt2-pho84-prt-pho1]Δ::hygMX</i>	this study
BS688	<i>h- snf22-D996A-E997A::natMX seb1-G476S::hygMX [prt2-pho84-prt-pho1]Δ::ura4MX</i>	this study
BS689	<i>h+ snf22-D996A-E997A::hygMX rad24::natMX [prt2-pho84-prt-pho1]Δ::ura4MX</i>	this study
BS690	<i>h+ snf22-D996A-E997A::hygMX asp1-H397A::natMX [prt2-pho84-prt-pho1]Δ::ura4MX</i>	this study
BS647	<i>h+ snf22-D996A-E997A::kanMX STF6::hygMX [asp1-W386*]</i>	this study
BS648	<i>h+ snf22-D996A-E997A::kanMX STF9::hygMX [asp1-W493*]</i>	this study
BS662	<i>h+ snf22-WT::kanMX ppn1Δ::natMX</i>	this study
BS663	<i>h+ snf22-WT::kanMX swd22Δ::natMX</i>	this study
BS664	<i>h- snf22-WT::kanMX asp1Δ::natMX</i>	this study
BS665	<i>h- snf22-WT::kanMX asp1-D333A::natMX</i>	this study
BS666	<i>h- snf22-WT::kanMX ssu72-C13S::hygMX</i>	this study
BS667	<i>h+ snf22-WT::kanMX rhn1Δ::hygMX</i>	this study
BS668	<i>h+ snf22-WT::kanMX spx1Δ::ura4MX</i>	this study
BS669	<i>h+ snf22-D996A-E997A::kanMX rpb1-T4A::natMX</i>	this study
BS671	<i>h+ snf22-D996A-E997A::kanMX ppn1Δ::natMX</i>	this study
BS672	<i>h- snf22-D996A-E997A::kanMX swd22Δ::natMX</i>	this study
BS673	<i>h- snf22-D996A-E997A::kanMX asp1Δ::natMX</i>	this study
BS674	<i>h- snf22-D996A-E997A::kanMX asp1-D333A::natMX</i>	this study
BS675	<i>h- snf22-D996A-E997A::kanMX ssu72-C13S::hygMX</i>	this study
BS676	<i>h+ snf22-D996A-E997A::kanMX rhn1Δ::hygMX</i>	this study
BS681	<i>h+ snf22-D996A-E997A::kanMX spx1Δ::ura4MX</i>	this study
BS660	<i>h- snf22-WT::kanMX rpb1-T4A::natMX</i>	this study
BS1211	<i>h+ swr1Δ::natMX</i>	this study
BS1212	<i>h- swr1Δ::natMX STF6::hygMX [asp1-W386*]</i>	this study
BS1213	<i>h+ swr1Δ::natMX STF9::hygMX [asp1-W493*]</i>	this study
BS1214	<i>h? swr1Δ::natMX snf22Δ::kanMX</i>	this study
BS1234	<i>h- swr1Δ::natMX snf22-D996A-E997A::kanMX</i>	this study
IAP99	<i>h- sol1Δ::kanMX</i>	this study
IAP103	<i>h- sol1Δ::kanMX STF6::hygMX [asp1-W386*]</i>	this study
IAP104	<i>h- sol1Δ::kanMX STF9::hygMX [asp1-W493*]</i>	this study

All strains are derived from the parental strains (JS77 and JS78). The strains are *leu1-32 ura4-D18 his3-D1* and either *ade6-m216* or *ade6-m210*. The *asp1* alleles in the STF mutants are specified in brackets. Mating types were determined by mixing cells with each of the parental *h+* and *h-* strains on malt agar and observing tetrads after 24-48 h of incubation. *h?* indicates that no tetrads were observed.

1. Pei Y, Du H, Singer J, St Amour C, Granitto S, Shuman S, Fisher RP. (2006) Cyclin-dependent kinase 9 (Cdk9) of fission yeast is activated by the CDK-activating kinase Csk1, overlaps functionally with the TFIIH-associated kinase Mcs6, and associates with the mRNA cap methyltransferase Pcm1 in vivo. *Mol Cell Biol* 26:777-788.

2. Garg A, Shuman S, Schwer B. (2020) A genetic screen for suppressors of hyper-repression of the fission yeast *PHO* regulon by Pol2 CTD mutation T4A implicates inositol 1-pyrophosphates as agonists of precocious lncRNA transcription termination. *Nucleic Acids Res* 48:10739-10752.
3. Sanchez AM, Garg A, Shuman S, Schwer B. (2019) Inositol pyrophosphates impact phosphate homeostasis via modulation of RNA 3' processing and transcription termination. *Nucleic Acids Res* 47: 8452-8469.
4. Sanchez AM, Garg A, Schwer B, Shuman S. (2023) Duf89 abets lncRNA control of fission yeast phosphate homeostasis via its antagonism of precocious lncRNA transcription termination. *RNA* 29: 808-825.
5. Schwer B, Garg A, Jacewicz A, Shuman S. (2021) Genetic screen for suppression of transcriptional interference identifies a gain-of-function mutation in Pol2 termination factor Seb1. *Proc Natl Acad Sci USA* 118: e2108105118.
6. Garg A, Shuman S, Schwer B. (2022) Genetic screen for suppression of transcriptional interference reveals fission yeast 14-3-3 protein Rad24 as an antagonist of precocious Pol2 transcription termination. *Nucleic Acids Res* 50: 803-819

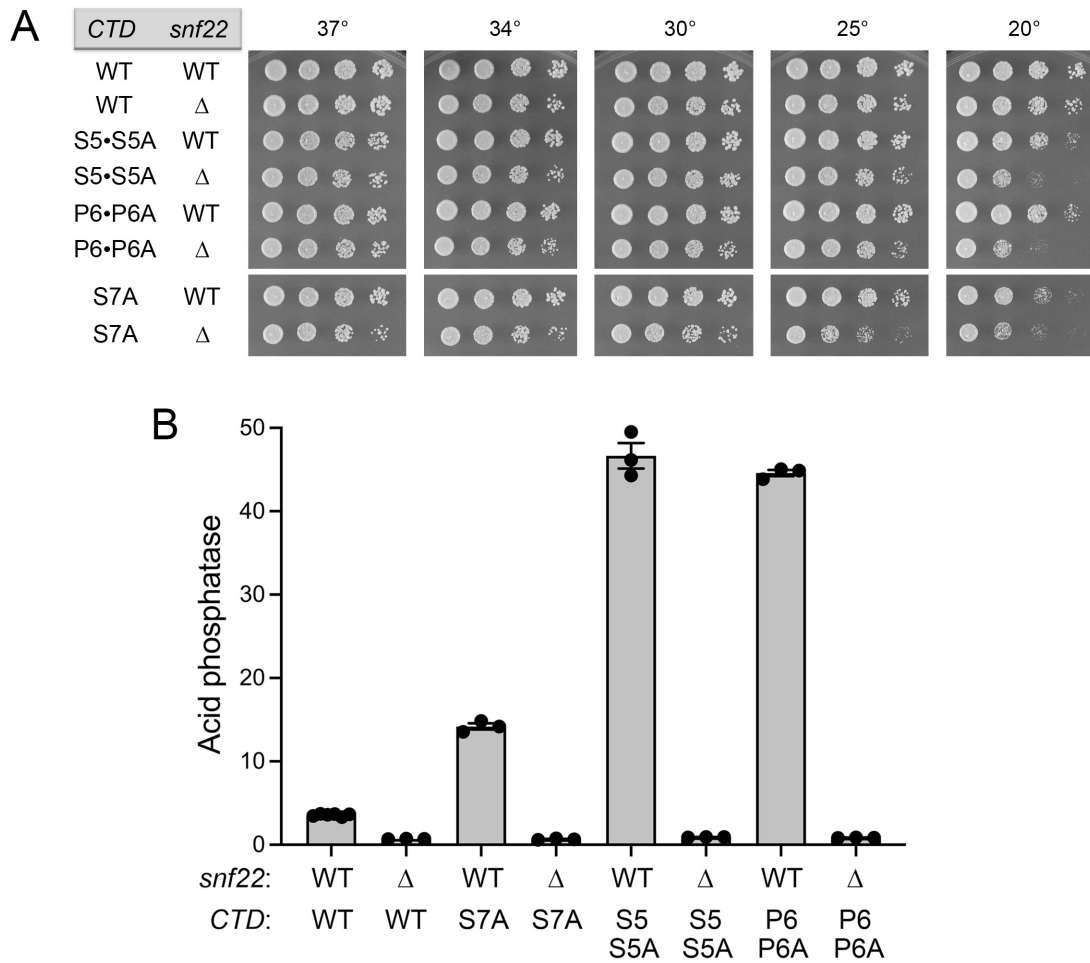

Figure S1. *snf22Δ* interdicts Pho1 derepression by Pol2 CTD mutations. (A) Serial 5-fold dilutions of fission yeast strains (as specified on the left) were spot tested for growth on YES agar at the indicated temperatures. (B) The indicated strains were assayed for Pho1 acid phosphatase activity.

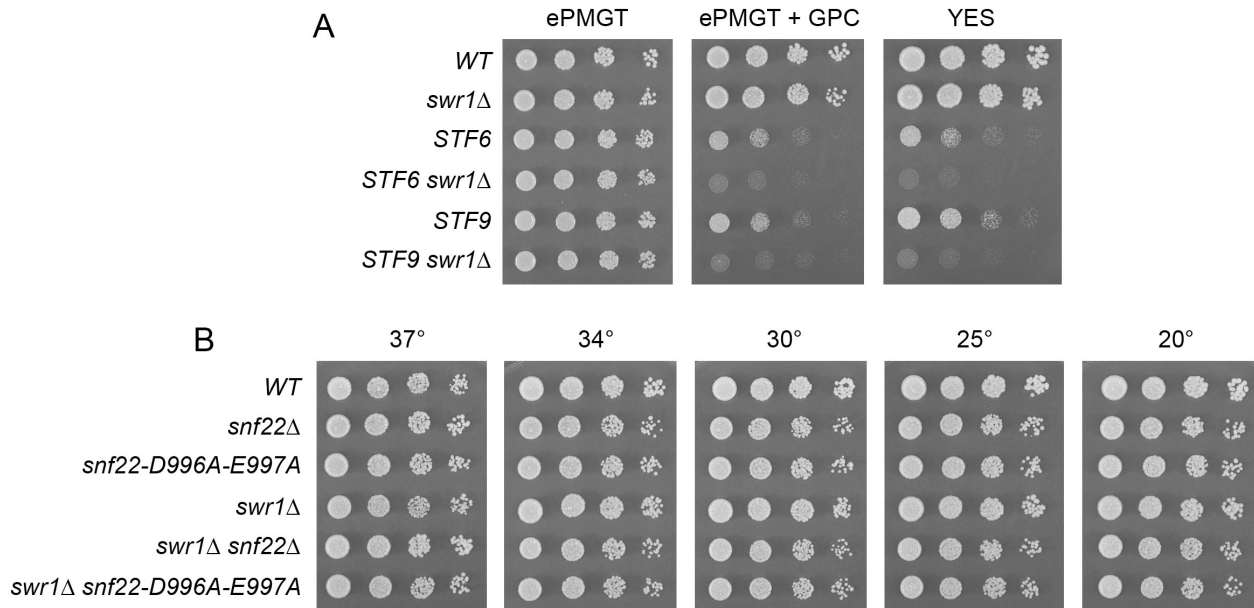

Figure S2. Deletion of chromatin remodeling ATPase Swr1 does not suppress *asp1-STF* toxicosis.

(A) Serial 5-fold dilutions of fission yeast strains (as specified on the left) were spot-tested for growth on ePMGT agar, ePMGT agar plus 250 μ M GPC, and YES agar at 30°C. (B) Serial 5-fold dilutions of fission yeast strains with the indicated *snf22* and *swr1* alleles were spot-tested for growth on YES agar at the indicated temperatures.

gene	log2 change		function
	<i>snf22-(D996A-E997A)</i>	<i>snf22Δ</i>	
<i>str3</i> *	6.45		heme transporter
<i>ght1</i> *	4.69	5.10	glucose transporter
<i>mug14</i>	3.97	5.85	adducin family
SPCC1235.18	3.63	4.11	
SPBPB21E7.11	3.51		pombe specific protein
<i>alr2</i> *	3.43	3.92	alanine racemase
<i>ght5</i> *	3.43	4.00	hexose transporter
<i>ght4</i> *	3.05	5.22	hexose transporter
SPCC1235.17	3.02	4.40	
<i>mfm1</i>	2.84		M-factor precursor
<i>cmt2</i>	2.83	1.37	O-methyltransferase
<i>ght7</i>	2.71		hexose transporter
<i>mam2</i>	2.67		pheromone receptor
<i>ght3</i> *	2.24	4.76	gluconate transporter
<i>frp1</i> *	2.20		ferric-chelate reductase
<i>fio1</i> *	2.18	1.82	iron transport oxidase
<i>str1</i> *	2.02		siderophore-iron transporter
SPCC1739.08c *	1.98	5.69	short chain dehydrogenase
<i>gdt1</i>		4.75	Golgi calcium and manganese antiporter
<i>rsv1</i> *		4.69	DNA-binding transcription repressor
<i>gcd1</i>		4.32	glucose dehydrogenase
<i>gal10</i>	1.51	2.95	UDP-glucose 4-epimerase
<i>rbd3</i>	1.36	2.50	rhomboid family protease
<i>plb1</i> *	1.97	2.44	phospholipase B
SPAC11D3.19		2.33	pombe specific protein
<i>mug147</i>	1.79	2.19	pombe specific protein
SPAC4H3.03c *	1.36	2.17	glucan 1,4-alpha-glucosidase
SPAC27D7.11c *		2.16	But2 family protein
SPAC17A2.11	1.47	2.15	
<i>gal7</i>	1.66	2.05	galactose-1-phosphate uridylyltransferase

Figure S3. List of the coding genes that were upregulated by at least 4-fold (log2 change of ≥ 2.0) in *snf22-(D996A-E997A)* cells (n=17) or *snf22Δ* cells (n=21), of which 18 genes were coordinately up by at least 2-fold (log2 change of ≥ 1.0) in both strains. Fourteen of the most strongly upregulated transcripts observed by RNA-seq had been detected by microarray analysis of *snf22Δ* are denoted by asterisks.

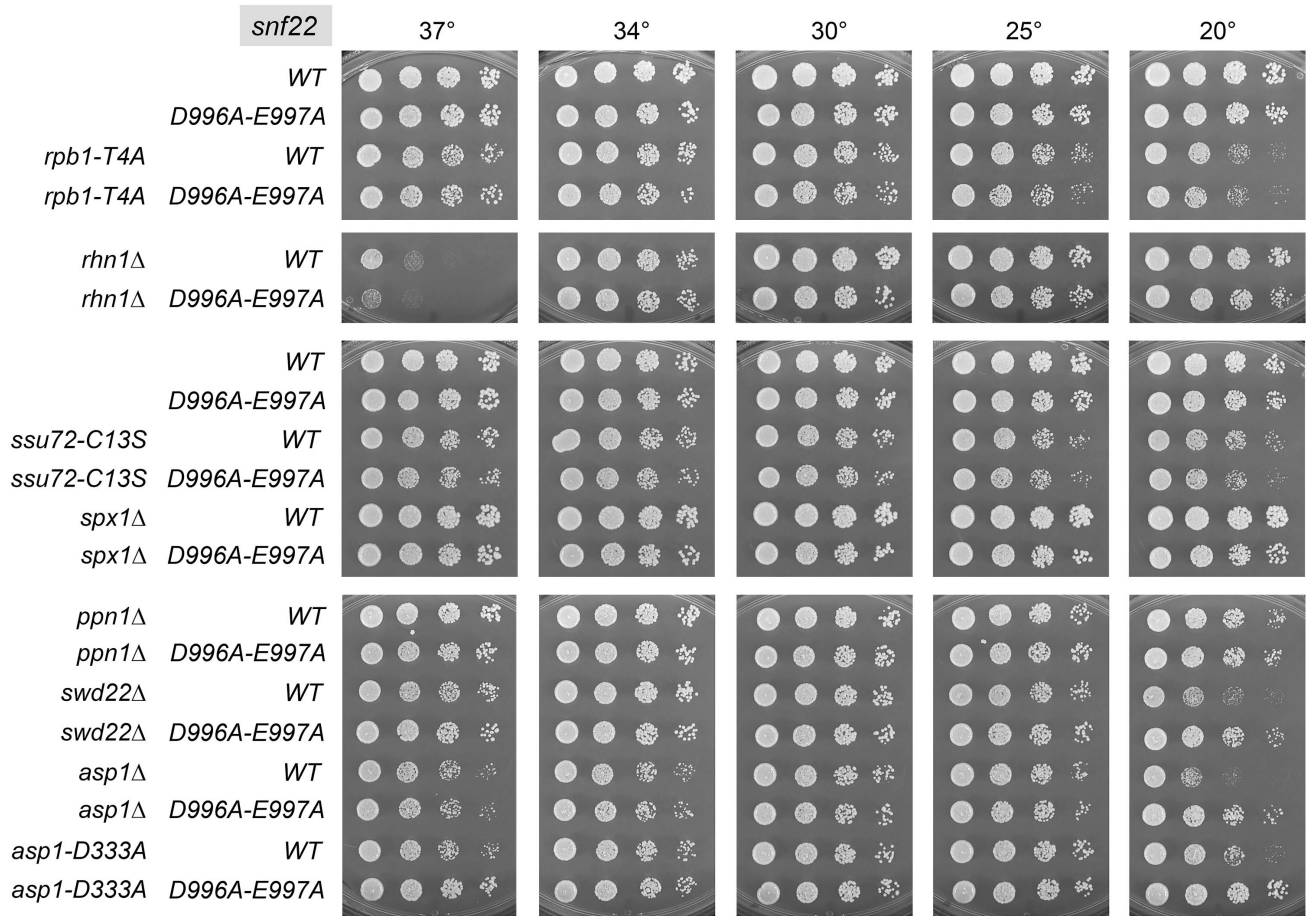

Figure S4. Lack of synthetic growth defects in *snf22-(D996A-R997A)* *CPF/rhn1/spx1/asp1* double mutants. Serial 5-fold dilutions of fission yeast strains (as specified on the left) were spot-tested for growth on YES agar at the indicated temperatures.

# Supplementary material for: Suppression of inositol pyrophosphate toxicosis and hyper-repression of the fission yeast PHO regulon by loss-of-function mutations in chromatin remodelers Snf22 and Sol1
**Source:** mBio. 2024 Jun 20;15(7):e01252-24. doi: 10.1128/mbio.01252-24
**Supplement:** Table S3 — Coding genes that are down- and upregulated in snf22∆.

Table S3 legend.

Lists of the protein coding genes that were downregulated by at least 2-fold (log2 change of -1.0 or greater) in *snf22Δ* cells and the protein-coding genes that were upregulated by at least 2-fold (log2 change of 1.0 or greater) in *snf22Δ* cells. Genes that were downregulated or upregulated by at least 4-fold (log2 changes of at least -2.0 or 2.0 , respectively) are shaded.

Systematic ID	Gene name	Product description	log2FoldChange	pvalue
SPBPB282.01		amino acid transmembrane transporter	-7.194690502	7.259E-139
SPBPB282.06c		extracellular 5'-nucleotidase, human NTSE family	-7.074623586	2.0053E-50
SPAC17D4.01	pex7	peroxin-7	-5.938387246	0
SPBP4G3.02	pho1	extracellular acid phosphatase Pho1	-5.796493386	0
SPAC1039.02		extracellular 5'-nucleotidase, human NTSE family	-4.756527895	1.2381E-76
SPBPB21E7.07	aes1	phenazine biosynthesis PhzF protein family	-4.644251876	8.8148E-79
SPBC8E4.01c	pho84	plasma membrane inorganic phosphate transmembrane transporter	-4.140356559	0
SPAC2E1P3.05c		fungus cellulose binding domain protein	-3.59764038	3.765E-188
SPBPB282.05		class I glutamine amidotransferase family protein	-3.26809023	8.3042E-28
SPBC29B5.02c	isp4	plasma membrane OPT oligopeptide transmembrane transporter family Isp4	-3.093839506	4.5445E-65
SPAPB24D3.07c		Schizosaccharomyces pombe specific protein	-2.865718039	1.6497E-81
SPBPB21E7.08		pseudogene	-2.72375098	1.19E-115
SPBPB886.04c	grt1	DNA-binding transcription factor Grt1	-2.708344011	1.947E-37
SPAC3C7.14c	obr1	NAD(P)H dehydrogenase (quinone)	-2.702607195	1.463E-149
SPBC26H8.11c	the4	acyl-coenzyme A thioesterase The4	-2.638488508	1.3367E-85
SPBC23G7.13c		plasma membrane urea transmembrane transporter	-2.605692425	3.5526E-16
SPBC1861.02	abp2	unknown protein, may bind replication origins Abp2	-2.445120993	2.122E-102
SPAC513.07		flavonol reductase/cinnamoyl-CoA reductase family	-2.426811196	5.369E-146
SPBC1271.08c		Schizosaccharomyces pombe specific protein	-2.404183554	2.6296E-51
SPBPB10D8.01		cysteine transmembrane transporter	-2.34632991	3.3566E-75
SPCPB1C11.03		cysteine transmembrane transporter	-2.311872298	1.814E-100
SPCC70.08c		methyltransferase	-2.303954339	6.4934E-15
SPAC110.01	ppk1	serine/threonine protein kinase Ppk1	-2.178712157	2.1463E-86
SPBC36.03c	mfs3	plasma membrane spermidine transmembrane transporter Mfs3	-2.17183271	2.5345E-95
SPAC5H10.03		phosphoglycerate mutase/6-phosphofructo-2-kinase family	-2.096779793	1.6248E-63
SPCC584.16c		Schizosaccharomyces specific protein	-2.051905468	2.8696E-76
SPCC1223.03c	gut2	glycerol-3-phosphate dehydrogenase Gut2	-2.018482423	9.0118E-33
SPCC18B5.01c	bfr1	plasma membrane brefeldin A efflux transporter Bfr1	-2.015237441	1.0467E-17
SPAC1002.16c		carboxylic acid transmembrane transporter	-1.974612731	4.0429E-34
SPAC513.03	mfm2	M-factor precursor Mfm2	-1.951286122	1.1969E-31
SPCC569.05c		plasma membrane spermidine family transmembrane transporter	-1.857010778	3.4303E-25
SPBC8E4.12c	ec13	extender of chronological lifespan protein Ecl3	-1.855322143	1.8423E-31
SPBC1347.11	sro1	stress responsive orphan 1	-1.838401819	4.7044E-09
SPBC1861.01c	cnp3	CENP-C ortholog Cnp3	-1.816415095	1.4022E-33
SPAC29B12.10c	pgt1	plasma membrane glutathione transmembrane transporter Pgt1	-1.754059162	1.3836E-49
SPBC1289.14		adducin	-1.743281859	3.5134E-11
SPAC27D7.03c	mei2	RNA-binding protein involved in meiosis Mei2	-1.69579543	5.5272E-64
SPAC5H10.06c	adh4	alcohol dehydrogenase Adh4	-1.692115871	2.4288E-44
SPCC757.07c	ctt1	catalase	-1.679160684	8.4931E-23
SPCC965.14c		cytosine deaminase	-1.653490604	2.2541E-22
SPAC8E11.10		sorbose reductase	-1.63639658	2.9768E-72
SPAC1F8.06	pfl8	cell surface glycoprotein, flocculin Pfl8	-1.629479707	5.5024E-48
SPAC7D4.08		Schizosaccharomyces pombe specific protein	-1.598536712	3.0184E-15
SPBPB87.05c	nce103	carbonic anhydrase	-1.590294667	8.1699E-45
SPBC1271.07c		N-acetyltransferase	-1.580140845	2.381E-35
SPAC1039.01		amino acid transmembrane transporter	-1.555512958	7.7052E-45
SPBC713.11c	pmp3	plasma membrane proteolipid Pmp3	-1.534704716	2.898E-24
SPBC428.02c	eca39	branched chain amino acid aminotransferase Eca39	-1.533146195	1.0556E-33
SPBC1685.17		Schizosaccharomyces pombe specific protein	-1.518920313	1.189E-19
SPBC1685.13	fhm1	eisosome assembly protein Fhm1	-1.501662425	3.9899E-06
SPBC36.01c		spermidine family transmembrane transporter	-1.498346378	3.3755E-57
SPAC21E11.04	aca1	L-aetidine-2-carboxylic acid acetyltransferase Aca1	-1.489329396	1.0623E-19
SPCC794.12c	mae2	malic enzyme, malate dehydrogenase (oxaloacetate decarboxylating), Mae2	-1.485456465	6.3502E-52
SPBC11C11.05		conserved fungal cell wall protein, Kre9/Knh1 family	-1.478646777	3.8112E-09
SPBC24C6.09c		phosphoketolase family protein	-1.459861738	2.1522E-08
SPAC17C9.16c	mfs1	plasma membrane spermidine transmembrane transporter Mfs1	-1.450881815	7.4879E-67
SPAC26H5.09c		oxidoreductase involved in NADPH regeneration	-1.443767592	2.7962E-45
SPBP14664.02		crazy cell surface glycoprotein	-1.434120161	1.2719E-25
SPBC25B2.08		Schizosaccharomyces pombe specific protein	-1.423193845	7.1428E-29
SPAC922.04		Schizosaccharomyces specific protein	-1.422096947	1.2082E-28
SPCC70.12c	ec11	extender of chronological lifespan protein Ecl1	-1.410643163	2.7926E-07
SPAC1002.17c	urg2	uracil phosphoribosyltransferase	-1.393594584	4.1417E-06
SPAC1687.16c	erg31	C-5 sterol desaturase Erg31	-1.39056278	6.1925E-44
SPAC3H1.11	hsr1	DNA-binding transcription factor Hsr1	-1.384936436	6.0811E-53
SPAC31G5.11	pac2	cAMP-independent regulatory protein Pac2	-1.37452297	5.8386E-45
SPAC821.09	eng1	cell septum surface endo-1,3-beta-glucanase Eng1	-1.356482208	2.5767E-24
SPBC12C2.04		NAD binding dehydrogenase family protein	-1.354121813	9.8094E-20
SPAC9.10	thi9	plasma membrane thiamine/proton high affinity transmembrane transporter Thi9	-1.342345947	3.5386E-26
SPBC336.08	spc24	NMS complex subunit Spc24	-1.341121357	0.00129116
SPAC23H3.13c	gpa2	heterotrimeric G protein alpha-2 subunit Gpa2	-1.337601116	7.7135E-30
SPAC1B3.16c	vht1	plasma membrane vitamin H transmembrane transporter Vht1	-1.321050538	5.045E-104
SPAC10F6.16	igo1	serine/threonine protein phosphatase inhibitor, endosulfine Igo1	-1.303569284	1.0647E-25
SPBC32C12.02	ste11	DNA-binding transcription factor Ste11	-1.30289644	3.0392E-28
SPAPB24D3.09c	pdr1	ABC transmembrane transporter Pdr1	-1.289567863	5.3417E-07
SPAC31G5.02	rot1	ER chaperone Rot1	-1.282067645	1.51E-18
SPAC19G12.05	mce1	mitochondrial carrier, citrate	-1.278141251	1.1495E-31
SPBP428.05c	arg12	argininosuccinate synthase Arg12	-1.269622456	4.7332E-29
SPBC1711.15c		Schizosaccharomyces pombe specific protein	-1.26603827	2.8368E-12
SPAC1103.17		DNA-binding transcription factor, x-fungal binuclear cluster type	-1.243736275	2.0582E-14
SPAC3G6.05		mitochondrial Mpv17/PM22 family protein 1	-1.243074836	5.1381E-24
SPBC21C3.19	rtc3	SBD5 family protein Rtc3	-1.219176765	0.00052929
SPAC1093.01	ppr5	mitochondrial PPR repeat protein Ppr5	-1.214927692	9.4528E-25
SPBC1198.02	dea2	adenine deaminase Dea2	-1.202816304	6.8783E-40
SPCC1223.13	cbf12	DNA-binding transcription factor, CBF1/Su(H)/LAG-1 family Cbf12	-1.193057654	5.1569E-27
SPAC19E9.03	pas1	cyclin Pas1	-1.181134165	1.261E-14
SPBC1271.10c		transmembrane transporter	-1.177286501	1.5821E-12
SPAC57A7.05		transmembrane transporter	-1.169034947	3.4017E-05
SPAP7G5.06	per1	plasma membrane amino acid transmembrane transporter Per1	-1.145806249	1.7144E-14
SPCC965.13		plasma membrane pyridoxal family transmembrane transporter	-1.128798935	4.8944E-55
SPBC1683.01	pho841	plasma membrane inorganic phosphate transmembrane transporter	-1.122874638	5.7434E-37
SPBPB7E8.01		Schizosaccharomyces specific protein, predicted GPI anchor	-1.119196537	1.6125E-25
SPAC1002.18	urg3	DUF1688 family fungal conserved protein, implicated in uracil or riboflavin metabolism	-1.105767395	6.2148E-12
SPBC215.08c	arg4	arginine specific carbamoyl-phosphate synthase Arg4	-1.104601932	3.9641E-21
SPBC651.04		Schizosaccharomyces specific protein	-1.103046056	4.6751E-24
SPAC6F6.11c		pyridoxine-pyridoxal-pyridoxamine kinase	-1.097560366	1.8861E-30
SPBC56F2.09c	arg5	arginine specific carbamoyl-phosphate synthase subunit Arg5	-1.097350462	3.5085E-14
SPBC16E9.16c	lsd90	Lsd90 protein	-1.095140656	0.0010679
SPBC19C7.04c		DUF2406 family conserved fungal protein	-1.09455559	8.2398E-05
SPAC22A12.06c	fh2	serine hydrolase-like, human TSTD2 and OVCA2 ortholog	-1.083136522	4.3289E-66
SPBPB21E7.09		L-asparaginase	-1.073240029	1.09E-25
SPAC521.03		short chain dehydrogenase, human DHR57 family	-1.066403032	5.224E-14
SPCC1827.06c		aspartate-semialdehyde dehydrogenase	-1.058037837	3.5848E-15
SPBC186.01	pfl9	cell surface glycoprotein, flocculin Pfl9, DIPSV family	-1.05550235	8.4801E-09
SPBC359.04c	pfl7	cell surface glycoprotein, flocculin Pfl7, DIPSV family	-1.052116794	1.3547E-10
SPAC23A1.03	apt1	adenine phosphoribosyltransferase (APRT) Apt1	-1.050602841	9.4949E-22
SPAC31G5.09c	spk1	MAP kinase Spk1	-1.047260817	1.2745E-16
SPCC1672.03c	gud1	guanine deaminase Gud1	-1.043677612	4.3767E-35
SPCC550.05	nse1	Smc5-6 complex ubiquitin-protein ligase E3 subunit Nse1	-1.040118196	6.8127E-06
SPBC16D10.06	zrt1	plasma membrane ZIP zinc transmembrane transporter Zrt1	-1.035410316	1.0216E-29
SPAC1F3.09	mug161	Cwf1 family protein, splicing factor	-1.031651726	1.156E-33
SPAC222.08c	sno1	glutamine aminotransferase subunit Sno1	-1.031637883	1.4767E-16
SPAPB1E7.07	glt1	glutamate synthase Glt1	-1.022042204	6.8819E-22
SPCC11E10.01	cb1	cystathionine beta-lyase Cbl1	-1.017528406	1.2681E-29
SPAC26F1.10c	pyp1	protein tyrosine phosphatase Pyp1	-1.015573832	5.4813E-05
SPBC365.16		mitochondrial membrane protein, conserved in yeast and apicomplexa	-1.007625473	9.5724E-40
SPBC887.17		plasma membrane guanine and adenine transmembrane transporter	-1.005466935	1.2907E-40
SPAC1399.04c	uck2	uracil phosphoribosyltransferase Uck2	-1.002445874	1.8547E-08

Systematic ID	Gene name	Product description	log2FoldChange	pvalue
SPBC359.06	mug14	adducin, involved in actin cytoskeleton organization	5.845140283	3.4696E-77
SPCC1739.08c		short chain dehydrogenase	5.688935216	2.072E-153
SPBC1683.08	ght4	plasma membrane hexose:proton symporter, unknown specificity Ght4	5.217563544	0
SPCC548.07c	ght1	plasma membrane high-affinity glucose:proton symporter Ght1	5.098431656	0
SPBC359.02	alr2	alanine racemase Alr2	4.919821835	1.295E-191
SPAC1F8.01	ght3	plasma membrane gluconate:proton symporter Ght3	4.758052367	4.4601E-29
SPAC186.05c	gdt1	Golgi calcium and manganese antiporter Gdt1	4.751684277	3.311E-159
SPBP4H10.09	rsv1	DNA-binding transcription repressor Rsv1	4.693362336	2.8256E-56
SPCC1235.17		dubious	4.399533214	7.096E-226
SPCC794.01c	gcd1	glucose dehydrogenase Gcd1	4.317992634	4.359E-186
SPCC1235.18		dubious	4.112958153	4.988E-153
SPCC1235.14	ght5	plasma membrane high-affinity glucose/fructose:proton symporter Ght5	3.996080451	4.523E-182
SPBPB2B2.12c	gal10	UDP-glucose 4-epimerase/aldose 1-epimerase Gal10	2.953863355	4.6534E-70
SPBP4H10.10	rbd3	mitochondrial rhomboid family protease	2.495921243	1.0094E-58
SPAC1A6.04c	plb1	phospholipase B homolog Plb1	2.44163559	8.244E-90
SPAC11D3.19		Schizosaccharomyces pombe specific protein	2.334045904	1.7184E-57
SPBC56F2.06	mug147	Schizosaccharomyces specific protein Mug147	2.189273124	1.6895E-18
SPAC4H3.03c		glucan 1,4-alpha-glucosidase	2.174071608	2.5757E-25
SPAC27D7.11c		But2 family protein, similar to cell surface molecules	2.156732628	5.0542E-13
SPAC17A2.11		dubious	2.149264058	2.5512E-24
SPBPB2B2.10c	gal7	galactose-1-phosphate uridylyltransferase Gal7	2.054184062	5.8485E-46
SPBPB2B2.13	gal1	galactokinase Gal1	1.97773818	1.9979E-52
SPBC32H8.02c	nep2	NEDD8 protease Nep2	1.922660976	6.6103E-70
SPBCPT2R1.08c	tlh2	RecQ type DNA helicase Tlh1	1.864231693	2.8688E-05
SPCC1840.12	opt3	OPT oligopeptide transmembrane transporter family protein Opt3	1.863590083	1.0733E-14
SPAC1F7.08	fio1	plasma membrane iron transport multicopper oxidase Fio1	1.823577771	5.9097E-27
SPAC29A4.12c	mug108	Schizosaccharomyces specific protein Mug108	1.822838232	1.0135E-07
SPCC4F11.05		dubious	1.728322498	7.8656E-15
SPCC737.04		UPF0300 family protein 6	1.691634488	1.6097E-10
SPBC215.10	odr1	HAD superfamily hydrolase, unknown role	1.671134265	5.5494E-81
SPCC1235.01		Schizosaccharomyces specific protein	1.660897923	2.219E-31
SPBPB7E8.02		PS1 family protein	1.613058545	5.0914E-44
SPCC794.02	wtf5	wtf antidote-like meiotic drive suppressor Wtf5	1.592667017	6.877E-32
SPCC576.16c	wtf22	wtf element Wtf22 (frameshifted)	1.550488495	8.4524E-10
SPAC1039.09	isp5	amino acid transmembrane transporter Isp5	1.550233872	9.2314E-40
SPBC1289.16c	cao2	copper amine oxidase-like protein Cao2	1.546601392	1.8064E-16
SPBC1D7.02c	scr1	DNA-binding transcription repressor Scr1	1.500508629	5.0163E-88
SPAC1751.01c	gti1	gluconate transmembrane transporter inducer Gti1	1.482640993	3.4737E-49
SPAPB1A10.14	pof15	F-box protein	1.448421837	3.4012E-63
SPAC1A6.06c	meu31	Schizosaccharomyces specific protein Meu31	1.410605518	4.8655E-13
SPCC330.04c	mug135	DUF1773 family protein, with repeat expansion	1.408782069	7.6581E-08
SPBC660.16	gnd1	phosphogluconate dehydrogenase, decarboxylating	1.406291301	2.6134E-45
SPBC1198.14c	fbp1	fructose-1,6-bisphosphatase Fbp1	1.394427695	9.7583E-12
SPCC1906.04	wtf20	wtf antidote-like meiotic drive suppressor Wtf20	1.391602597	4.6137E-08
SPBPB21E7.04c	cmt2	O-methyltransferase, human COMT catechol homolog 2	1.37351221	0.00171955
SPAPB15E9.02c		dubious	1.363871364	7.3609E-08
SPAC20G4.03c	hri1	elF2 alpha kinase Hri1	1.361998082	1.4157E-34
SPAPB15E9.06		dubious	1.352561285	4.3254E-18
SPBC23G7.10c		NADH-dependent flavin oxidoreductase	1.334726787	2.4343E-16
SPAC56F8.14c	mug115	Schizosaccharomyces pombe specific protein Mug115	1.311844458	3.5719E-31
SPCC794.03		amino acid transmembrane transporter	1.304561729	2.2683E-18
SPAPB24D3.04c	mag1	DNA-3-methyladenine glycosylase Mag1	1.301357499	1.7819E-14
SPBC19C2.06c	mug124	Schizosaccharomyces pombe specific protein	1.280945195	6.6366E-25
SPAC11D3.09		agmatinase	1.280397855	5.156E-15
SPAC17A2.10c		dubious	1.269108956	1.2591E-11
SPAC664.13		Schizosaccharomyces pombe specific protein	1.242273488	1.2046E-15
SPBC660.06	wrm2	WW domain containing conserved fungal protein Wrm2	1.236228657	8.0674E-23
SPBP26C9.02c	car1	arginase Car1	1.22635914	6.877E-29
SPBC19F8.06c	meu22	amino acid transmembrane transporter Meu22	1.215362286	2.9763E-13
SPAC23D3.17		protease inhibitor 178 family	1.214623801	5.2642E-09
SPAC13F5.03c	gld1	mitochondrial glycerol dehydrogenase Gld1	1.17638241	3.4255E-20
SPAC1F8.08		Schizosaccharomyces pombe specific protein	1.166636035	1.3878E-36
SPCC10H11.02	cwf23	DNAI domain protein Cwf23	1.163241578	8.2034E-09
SPBC13E7.02	cwf24	ubiquitin-protein ligase E3/GCN5-related N acetyltransferase fusion protei	1.159251061	4.6744E-14
SPAC1399.06		dubious	1.150769498	8.8312E-33
SPAC3G9.11c	pdh201	pyruvate decarboxylase	1.119990762	5.3717E-14
SPAC27F1.03c	uch1	ubiquitin C-terminal hydrolase Uch1	1.105984803	2.7913E-12
SPCC320.14	sry1	serine racemase Sry1	1.101744138	3.0373E-27
SPAC3A12.02		mitochondrial inorganic diphosphatase	1.098679608	4.2512E-09
SPAC2E1P3.02c	amt3	plasma membrane ammonium transmembrane transporter Amt3	1.095155948	1.0686E-05
SPCC191.01		Schizosaccharomyces specific protein	1.092041664	3.9926E-15
SPBC32F12.15	tfb5	transcription factor TFIIF complex subunit Tfb5	1.08664044	3.7629E-09
SPBC713.09		Schizosaccharomyces specific protein	1.083294543	1.3486E-07
SPBC428.07	meu6	pleckstrin homology domain protein Meu6	1.07683007	9.9954E-07
SPAPB2B4.06		acyl-coenzyme A thioesterase	1.072453977	4.7142E-12
SPAC6C3.08	nas6	proteasome assembly chaperone, gankyrin	1.06350406	8.1734E-14
SPBC1348.12		DNA-binding transcription factor	1.0568035	3.7155E-05
SPBC1289.02c	uap2	U2 snRNP-associated protein Uap2	1.055221097	1.0748E-12
SPAC6B12.08	epr1	Atg8-interacting ER-phagy receptor Epr1	1.053636349	1.1111E-11
SPAC27D7.08c	mtl16	23S rRNA/U6 snRNA (adenine-N(6))-methyltransferase Mtl16	1.050295941	1.8223E-09
SPAC227.14	yfh7	uridine kinase Yfh7	1.047951579	5.8748E-29
SPAPB1A10.13		Schizosaccharomyces specific protein	1.047362222	8.7365E-19
SPAC1002.12c		succinate-semialdehyde dehydrogenase [NAD(P)+]	1.047252938	9.3617E-13
SPAC3H1.07	aru1	arginase Aru1	1.046869299	1.6148E-10
SPBC1A4.06c	tam41	mitochondrial phosphatidate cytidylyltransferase Tam41	1.034104164	3.4123E-11
SPAC9.13c	cwf16	splicing factor Cwf16	1.034064261	1.0668E-06
SPAC4A8.09c	cwf21	complexed with Cdc5 protein Cwf21	1.024268393	1.0684E-06
SPBC1778.02	rap1	shelterin complex telomere binding subunit Rap1	1.023018621	2.3978E-07
SPCC1739.09c	cox13	cytochrome c oxidase subunit Vla	1.018810234	1.56E-14
SPBC1683.11c	icl1	isocitrate lyase Icl1	1.016646531	1.7176E-13
SPBC83.09c	lin1	U5 snRNP subunit Snu40	1.013317715	5.1521E-06
SPAC1B3.06c		UBIE family methyltransferase	1.01138584	1.8637E-08
SPBC359.05	abc3	vacuolar heme ABC transmembrane exporter Abc3	1.006487101	4.0067E-12
SPCC191.11	inv1	external invertase, beta-fructofuranosidase Inv1	1.004688243	7.7111E-08

# Supplementary material for: Suppression of inositol pyrophosphate toxicosis and hyper-repression of the fission yeast PHO regulon by loss-of-function mutations in chromatin remodelers Snf22 and Sol1
**Source:** mBio. 2024 Jun 20;15(7):e01252-24. doi: 10.1128/mbio.01252-24
**Supplement:** Table S4 — Coding genes dysregulated in snf22 ATPase mutant.

Table S4 legend.

Lists of the protein coding genes that were downregulated by at least 2-fold (log₂ change of -1.0 or greater) in *snf22-(D996A-E997A)* cells and the protein-coding genes that were upregulated by at least 2-fold (log₂ change of 1.0 or greater) in *snf22-(D996A-E997A)* cells. Genes that were downregulated or upregulated by at least 4-fold (log₂ changes of at least -2.0 or 2.0 , respectively) are shaded.

Systematic ID	Gene name	Product description	log2FoldChange	pvalue
SPBPB2B2.01		amino acid transmembrane transporter	-8.356126503	8.13087E-97
SPBPB2B2.06c		extracellular 5'-nucleotidase, human NT5E family	-7.788758116	2.08196E-44
SPBP4G3.02	pho1	extracellular acid phosphatase Pho1	-6.772538132	0
SPBC8E4.01c	pho84	plasma membrane inorganic phosphate transmembrane transporter	-6.326600083	0
SPAC17D4.01	pex7	peroxin-7	-5.94098249	0
SPBPB2B2.05		class I glutamine amidotransferase family protein	-4.250142913	1.07808E-28
SPBC23G7.13c		plasma membrane urea transmembrane transporter	-4.190298107	7.04058E-30
SPAC1039.02		extracellular 5'-nucleotidase, human NT5E family	-3.994929537	6.13186E-55
SPAPB24D3.07c		Schizosaccharomyces pombe specific protein	-3.719690511	1.8547E-128
SPBC1289.14		adducin	-3.356776162	1.06271E-24
SPAC2E1P3.05c		fungal cellulose binding domain protein	-3.228658614	1.7239E-153
SPCC794.04c		amino acid transmembrane transporter	-3.118162755	3.20543E-35
SPBC8E4.12c	ec13	extender of chronological lifespan protein Ecl3	-3.000827606	1.31507E-54
SPBC29B5.02c	isp4	plasma membrane OPT oligopeptide transmembrane transporter family Isp4	-2.943313412	4.6392E-59
SPCC1223.03c	gut2	glycerol-3-phosphate dehydrogenase Gut2	-2.787249519	4.63473E-58
SPAC3C7.14c	obr1	NAD(P)H dehydrogenase (quinone)	-2.755263341	5.6447E-155
SPCC757.07c	ctt1	catalase	-2.562013835	2.39233E-50
SPBC1861.02	abp2	unknown protein, may bind replication origins Abp2	-2.529190937	7.4394E-108
SPCC794.12c	mae2	malic enzyme, malate dehydrogenase (oxaloacetate decarboxylating), Mae2	-2.502075859	2.4303E-143
SPBC1271.07c		N-acetyltransferase	-2.411494344	9.1491E-76
SPAC15E1.02c		DUF1761 family protein	-2.221722834	5.5835E-29
SPBC1685.17		Schizosaccharomyces pombe specific protein	-2.147293715	6.0686E-33
SPBC1271.08c		Schizosaccharomyces pombe specific protein	-2.005463584	1.6022E-36
SPBC1861.01c	cnp3	CENP-C ortholog Cnp3	-1.985182779	1.12738E-38
SPAC5H10.06c	adh4	alcohol dehydrogenase Adh4	-1.937942313	2.1553E-57
SPAC1002.16c		carboxylic acid transmembrane transporter	-1.933520394	2.39923E-32
SPBC16E9.16c	lsd90	Lsd90 protein	-1.860603027	3.15352E-08
SPCC622.12c	gdh1	NADP-specific glutamate dehydrogenase Gdh1	-1.858249815	8.7298E-102
SPBC19C7.04c		DUF2406 family conserved fungal protein	-1.842826057	3.96773E-11
SPCC70.08c		methyltransferase	-1.838678286	4.77918E-10
SPAC1B3.16c	vht1	plasma membrane vitamin H transmembrane transporter Vht1	-1.716457298	2.762E-172
SPACUNK4.17		NAD binding dehydrogenase family protein	-1.671540118	2.39598E-23
SPBP8B7.05c	nce103	carbonic anhydrase	-1.66829778	4.98708E-49
SPAC1039.01		amino acid transmembrane transporter	-1.66679612	1.01133E-50
SPCC584.16c		Schizosaccharomyces specific protein	-1.632516883	1.09816E-50
SPBC24C6.09c		phosphoketolase family protein	-1.587719857	1.93471E-09
SPAC57A7.05		transmembrane transporter	-1.558210435	3.50346E-08
SPAC521.03		short chain dehydrogenase, human DHRS7 family	-1.532314492	3.43514E-27
SPAC9.10	thi9	plasma membrane thiamine/proton high affinity transmembrane transporter Thi9	-1.482758396	4.44894E-31
SPCC1223.13	cbf12	DNA-binding transcription factor, CBF1/Su(H)/LAG-1 family Cbf12	-1.480756602	1.62754E-39
SPBPJ4664.02		crazy cell surface glycoprotein	-1.448702904	5.2755E-26
SPAC1002.17c	urg2	uracil phosphoribosyltransferase	-1.441403856	1.92077E-06
SPBC16A3.13	meu7	alpha-amylase homolog Aah4	-1.424995102	1.65277E-13
SPAC110.01	ppk1	serine/threonine protein kinase Ppk1	-1.421494609	2.29815E-38
SPBC336.08	spc24	NMS complex subunit Spc24	-1.420442235	0.000661205
SPAC513.07		flavonol reductase/cinnamoyl-CoA reductase family	-1.416225921	2.10692E-53
SPBC1711.15c		Schizosaccharomyces pombe specific protein	-1.397153953	4.60766E-14
SPCC70.12c	ec13	extender of chronological lifespan protein Ecl1	-1.383665006	4.75904E-07
SPCPB1C11.03		cysteine transmembrane transporter	-1.355151657	1.51554E-37
SPAC1786.02		phospholipase	-1.339780975	1.49699E-38
SPAC1002.19	urg1	GTP cyclohydrolase II Urg1	-1.338357971	3.64838E-06
SPAC23H3.13c	gpa2	heterotrimeric G protein alpha-2 subunit Gpa2	-1.331225318	1.93021E-29
SPAC29B12.10c	pgt1	plasma membrane glutathione transmembrane transporter Pgt1	-1.311487559	1.26708E-28
SPBC1773.12		DNA-binding transcription factor, zf-fungal binuclear cluster type	-1.309494418	6.13706E-09
SPBC1271.09	tgp1	plasma membrane glycerophosphodiester transmembrane transporter	-1.296183353	1.00912E-15
SPAC1093.01	ppr5	mitochondrial PPR repeat protein Ppr5	-1.286948589	1.67016E-27
SPCC1795.06	map2	P-factor pheromone Map2	-1.275849281	9.7237E-12
SPAC1687.16c	erg31	C-5 sterol desaturase Erg31	-1.27535402	3.32607E-37
SPAC21E11.04	aca1	L-azetidine-2-carboxylic acid acetyltransferase Aca1	-1.265877251	1.1349E-14
SPAC5H10.03		phosphoglycerate mutase/6-phosphofructo-2-kinase family	-1.258420853	4.78067E-24
SPBC409.08		spermine family transmembrane transporter	-1.240904572	1.76625E-35
SPBC1685.13	fhf1	eisosome assembly protein Fhf1	-1.236261609	0.000146457
SPAC2H10.01		DNA-binding transcription factor, zf-fungal binuclear cluster type	-1.234543755	5.26091E-11
SPBC530.11c		DNA-binding transcription factor, zf-fungal binuclear cluster type	-1.217915618	2.98282E-49
SPAC31G5.11	pac2	cAMP-independent regulatory protein Pac2	-1.214303995	1.79528E-35
SPAC1399.04c	uck2	uracil phosphoribosyltransferase Uck2	-1.208067358	1.42571E-11
SPBC839.08c	its8	pig-N	-1.201432431	3.69628E-23
SPBC1683.01	pho841	plasma membrane inorganic phosphate transmembrane transporter Pho841	-1.198677426	1.2708E-41
SPCC1223.08c	dfr1	dihydrofolate reductase/ lysophospholipase fusion protein Dfr1	-1.182784786	1.26802E-31
SPBC887.17		plasma membrane guanine and adenine transmembrane transporter	-1.162654045	3.4292E-53
SPBC428.05c	arg12	argininosuccinate synthase Arg12	-1.144694042	6.39989E-24
SPBC215.08c	arg4	arginine specific carbamoyl-phosphate synthase Arg4	-1.144102674	1.52922E-22
SPAC7D4.08		Schizosaccharomyces pombe specific protein	-1.141640088	7.65482E-09
SPBC354.12	gpd3	glyceraldehyde 3-phosphate dehydrogenase Gpd3	-1.131616546	3.8969E-13
SPBC1198.02	dea2	adenine deaminase Dea2	-1.087720886	6.92668E-33
SPAC11D3.17		DNA-binding transcription factor, zf-fungal binuclear cluster type	-1.085973472	2.43327E-11
SPAC1703.08c	fau1	5-formyltetrahydrofolate cyclo-ligase Fau1	-1.082352692	7.64287E-05
SPAPB24D3.09c	pdr1	ABC transmembrane transporter Pdr1	-1.070709227	3.13457E-05
SPBC8E4.03		agmatinase 2	-1.065271564	1.3035E-19
SPAC2E1P5.02c	mug109	Rab GTPase binding protein upregulated in meiosis II	-1.056958958	1.00269E-24
SPBC56F2.09c	arg5	arginine specific carbamoyl-phosphate synthase subunit Arg5	-1.054689122	3.27916E-13
SPAC8E11.10		sorbose reductase	-1.053646238	3.72882E-31
SPAC821.09	eng1	cell septum surface endo-1,3-beta-glucanase Eng1	-1.049571833	3.41218E-15
SPAC23.07c		MatE family transmembrane transporter	-1.037086778	2.20936E-24
SPAC22A12.06c	fsh2	serine hydrolase-like, human TSTD2 and OVCA2 ortholog	-1.033690061	5.4063E-60
SPCC965.13		plasma membrane pyridoxal family transmembrane transporter	-1.033271403	2.58116E-46
SPAC1002.18	urg3	DUF1688 family fungal conserved protein, implicated in uracil or riboflavin metabolism	-1.010326124	3.37796E-10

Systematic ID	Gene name	Product description	log2FoldChange	pvalue
SPAC1F8.03c	str3	plasma membrane heme transmembrane transporter Str3	6.453067184	1.85546E-24
SPCC548.07c	ght1	plasma membrane high-affinity glucose:proton symporter Ght1	4.690540162	0
SPBC359.06	mug14	adducin, involved in actin cytoskeleton organization	3.972384015	1.81289E-36
SPCC1235.18		dubious	3.631882829	1.3303E-118
SPBPB21E7.11		Schizosaccharomyces pombe specific protein	3.517671991	1.00602E-22
SPBC359.02	alr2	alanine racemase Alr2	3.432960082	7.03991E-92
SPCC1235.14	ght5	plasma membrane high-affinity glucose/fructose:proton symporter Ght5	3.428104344	1.6768E-134
SPBC1683.08	ght4	plasma membrane hexose:proton symporter, unknown specificity Ght4	3.051460496	6.7285E-223
SPCC1235.17		dubious	3.020996933	5.8683E-105
SPAPB8E5.05	mfm1	M-factor precursor Mfm1	2.837086434	1.25217E-33
SPBPB21E7.04c	cmt2	O-methyltransferase, human COMT catechol homolog 2	2.827812656	8.833E-11
SPBC1348.14c	ght7	plasma membrane hexose transmembrane transporter Ght7	2.709886088	1.23745E-17
SPAC11H11.04	mam2	pheromone p-factor receptor Mam2	2.673000551	6.62392E-52
SPAC1F8.01	ght3	plasma membrane gluconate:proton symporter Ght3	2.240794698	1.46228E-07
SPBC1683.09c	frp1	plasma membrane ferric-chelate reductase Frp1	2.203041581	1.59713E-26
SPAC1F7.08	fio1	plasma membrane iron transport multicopper oxidase Fio1	2.175251617	1.01042E-37
SPBC4F6.09	str1	plasma membrane siderophore-iron transmembrane transporter Str1	2.023464653	5.32595E-12
SPBPB10D8.03		pseudogene transporter	2.017690751	4.36603E-16
SPAC4F8.08	mug114	Schizosaccharomyces pombe specific protein Mug114	1.989119681	3.26962E-13
SPCC1739.08c		short chain dehydrogenase	1.979907813	2.6235E-18
SPAC1A6.04c	plb1	phospholipase B homolog Plb1	1.972146806	3.096E-59
SPCC1840.12	opt3	OPT oligopeptide transmembrane transporter family protein Opt3	1.951925029	5.9855E-16
SPAC5F8.14c	mug115	Schizosaccharomyces pombe specific protein Mug115	1.816525398	2.28718E-58
SPBC56F2.06	mug147	Schizosaccharomyces specific protein Mug147	1.786222351	9.26609E-13
SPBC660.16	gnd1	phosphogluconate dehydrogenase, decarboxylating	1.77533545	3.83583E-71
SPAC11E3.06	map1	DNA-binding transcription factor, MADS-box Map1	1.763535619	4.04636E-16
SPBPB10D8.02c		arylsulfatase	1.760588625	7.09142E-18
SPAC1F7.07c	fip1	plasma membrane iron transmembrane transporter Fip1	1.738970725	3.1157E-11
SPBC359.05	abc3	vacuolar heme ABC transmembrane exporter Abc3	1.703697209	6.02988E-32
SPBC19C2.06c	mug124	Schizosaccharomyces pombe specific protein	1.678991332	7.79636E-42
SPBPB2B2.10c	gal7	galactose-1-phosphate uridylyltransferase Gal7	1.656124461	1.19626E-29
SPBPB21E7.01c	eno102	enolase	1.651597267	1.2937E-10
SPBC215.10	odr1	HAD superfamily hydrolase, unknown role	1.645438275	2.79247E-78
SPCC1906.04	wtf20	wtf antidote-like meiotic drive suppressor Wtf20	1.613888037	2.18209E-10
SPAC22F8.04	pet1	Golgi phosphoenolpyruvate transmembrane transporter Pet1	1.558133835	6.91043E-61
SPBPB2B2.12c	gal10	UDP-glucose 4-epimerase/aldose 1-epimerase Gal10	1.50924712	9.18924E-19
SPAC56F8.13		dubious	1.486093409	1.80427E-12
SPAC20G4.03c	hri1	elF2 alpha kinase Hri1	1.47307458	4.04297E-40
SPAC17A2.11		dubious	1.471635353	1.1454E-11
SPBC23G7.10c		NADH-dependent flavin oxidoreductase	1.462046818	2.84778E-19
SPAC9E9.09c	atd1	aldehyde dehydrogenase	1.378846263	4.9604E-16
SPBP4H10.10	rbd3	mitochondrial rhomboid family protease	1.363796708	6.33738E-18
SPAC4H3.03c		glucan 1,4-alpha-glucosidase	1.363476412	1.16691E-10
SPCC794.02	wtf5	wtf antidote-like meiotic drive suppressor Wtf5	1.329608111	3.42477E-22
SPAC1A6.06c	meu31	Schizosaccharomyces specific protein Meu31	1.321256422	1.90325E-11
SPCC4F11.05		dubious	1.318079957	6.57077E-09
SPAC110.05	SPAC110.06	dubious	1.315603942	3.64752E-19
SPBC1A4.06c	tam41	mitochondrial phosphatidate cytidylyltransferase Tam41	1.29427054	8.34848E-17
SPBC1348.12		DNA-binding transcription factor	1.244907137	1.15806E-06
SPAC1565.04c	ste4	MAPK cascade adaptor protein Ste4	1.226814054	8.70873E-07
SPCC330.04c	mug135	DUF1773 family protein, with repeat expansion	1.200120791	5.33977E-06
SPCC794.03		amino acid transmembrane transporter	1.176513446	4.76177E-15
SPBPB2B2.13	gal1	galactokinase Gal1	1.171223039	5.82966E-19
SPAC3G9.11c	pdC201	pyruvate decarboxylase	1.167485598	5.39052E-15
SPAC23D3.12	pho842	plasma membrane inorganic phosphate transmembrane transporter Pho842	1.136553554	1.21261E-17
SPBC32H8.02c	nep2	NEDD8 protease Nep2	1.096014627	1.26618E-23
SPCC4F11.04c	imt2	mannosyltransferase Imt2	1.091946847	4.45038E-13
SPAC26H5.08c	bgl2	glucan beta-glucosidase Bgl2	1.08810474	2.17583E-19
SPBC359.03c	aat1	plasma membrane amino acid transmembrane transporter Aat1	1.083941121	2.20165E-21
SPAC6C3.08	nas6	proteasome assembly chaperone, gankyrin	1.083245655	3.76528E-14
SPCC1020.03	mmt1	mitochondrial iron ion transmembrane transporter Mmt1	1.078334135	3.25592E-14
SPAC688.06c	slx4	structure-specific endonuclease subunit Slx4	1.072337522	1.22112E-05
SPAC57A10.06	mug15	Schizosaccharomyces specific protein Mug15	1.058510042	4.09128E-07
SPCC320.14	sry1	serine racemase Sry1	1.051806856	8.58343E-25
SPAC11D3.09		agmatinase	1.041975961	2.61955E-10
SPCC790.03	rbd2	Golgi rhomboid protease Rbd2	1.039302518	9.3399E-26
SPBC18A7.01	xpa1	X-Pro dipeptidase	1.031224744	2.10825E-21
SPAC27D7.08c	mtl16	23S rRNA/U6 snRNA (adenine-N(6))-methyltransferase Mtl16	1.026028615	5.25717E-09
SPBC106.02c	srx1	sulfiredoxin	1.022399887	4.12753E-05
SPAC26F1.05	mug106	Schizosaccharomyces pombe specific protein Mug106	1.01777641	3.06381E-20
SPAC3A12.02		mitochondrial inorganic diphosphatase	1.004338934	9.29547E-08
SPBC8D2.05c	sfi1	spindle pole body half bridge protein Sfi1	1.00277775	1.08271E-08
SPBPB21E7.08		pseudogene	1.001311862	1.71128E-22

# Supplementary material for: Suppression of inositol pyrophosphate toxicosis and hyper-repression of the fission yeast PHO regulon by loss-of-function mutations in chromatin remodelers Snf22 and Sol1
**Source:** mBio. 2024 Jun 20;15(7):e01252-24. doi: 10.1128/mbio.01252-24
**Supplement:** Table S5 — Overlap of dysregulated coding genes between snf22∆ and snf22 ATPase mutants.

Table S5 legend.

Lists of the protein coding genes that were downregulated by at least 2-fold (log₂ change of –1.0 or greater) in *snf22Δ* cells and *snf22-(D996A-E997A)* cells and the protein-coding genes that were upregulated by at least 2-fold (log₂ change of 1.0 or greater) in *snf22Δ* cells and *snf22-(D996A-E997A)* cells.

Systematic ID	Gene name	Product description	snf22Δ	snf22-D996A-E997A
SPBPB2B2.01		amino acid transmembrane transporter	-7.19	-8.36
SPBPB2B2.06c		extracellular 5'-nucleotidase, human NT5E family	-7.07	-7.79
SPAC17D4.01	pex7	peroxin-7	-5.94	-5.94
SPBP4G3.02	pho1	extracellular acid phosphatase Pho1	-5.80	-6.77
SPAC1039.02		extracellular 5'-nucleotidase, human NT5E family	-4.76	-3.99
SPBC8E4.01c	pho84	plasma membrane inorganic phosphate transmembrane transporter	-4.14	-6.33
SPAC2E1P3.05c		fungal cellulose binding domain protein	-3.60	-3.23
SPBPB2B2.05		class I glutamine amidotransferase family protein	-3.27	-4.25
SPBC29B5.02c	isp4	plasma membrane OPT oligopeptide transmembrane transporter family Isp4	-3.09	-2.94
SPAPB24D3.07c		Schizosaccharomyces pombe specific protein	-2.87	-3.72
SPAC3C7.14c	obr1	NAD(P)H dehydrogenase (quinone)	-2.70	-2.76
SPBC23G7.13c		plasma membrane urea transmembrane transporter	-2.61	-4.19
SPBC1861.02	abp2	unknown protein, may bind replication origins Abp2	-2.45	-2.53
SPAC513.07		flavonol reductase/cinnamoyl-CoA reductase family	-2.43	-1.42
SPBC1271.08c		Schizosaccharomyces pombe specific protein	-2.40	-2.01
SPCPB1C11.03		cysteine transmembrane transporter	-2.31	-1.36
SPCC70.08c		methyltransferase	-2.30	-1.84
SPAC110.01	ppk1	serine/threonine protein kinase Ppk1	-2.18	-1.42
SPAC5H10.03		phosphoglycerate mutase/6-phosphofructo-2-kinase family	-2.10	-1.26
SPCC584.16c		Schizosaccharomyces specific protein	-2.05	-1.63
SPCC1223.03c	gut2	glycerol-3-phosphate dehydrogenase Gut2	-2.02	-2.79
SPAC1002.16c		carboxylic acid transmembrane transporter	-1.97	-1.93
SPBC8E4.12c	ec13	extender of chronological lifespan protein Ecl3	-1.86	-3.00
SPBC1861.01c	cnp3	CENP-C ortholog Cnp3	-1.82	-1.99
SPAC29B12.10c	pgt1	plasma membrane glutathione transmembrane transporter Pgt1	-1.75	-1.31
SPBC1289.14		adducin	-1.74	-3.36
SPAC5H10.06c	adh4	alcohol dehydrogenase Adh4	-1.69	-1.94
SPCC757.07c	ctt1	catalase	-1.68	-2.56
SPAC8E11.10		sorbose reductase	-1.64	-1.05
SPAC7D4.08		Schizosaccharomyces pombe specific protein	-1.60	-1.14
SPBPB8B7.05c	nce103	carbonic anhydrase	-1.59	-1.67
SPBC1271.07c		N-acetyltransferase	-1.58	-2.41
SPAC1039.01		amino acid transmembrane transporter	-1.56	-1.67
SPBC1685.17		Schizosaccharomyces pombe specific protein	-1.52	-2.15
SPBC1685.13	fhn1	eisosome assembly protein Fhn1	-1.50	-1.24
SPAC21E11.04	aca1	L-azetidine-2-carboxylic acid acetyltransferase Aca1	-1.49	-1.27
SPCC794.12c	mae2	malic enzyme, malate dehydrogenase (oxaloacetate decarboxylating), Mae2	-1.49	-2.50
SPBC24C6.09c		phosphoketolase family protein	-1.46	-1.59
SPBPJ4664.02		crazy cell surface glycoprotein	-1.43	-1.45
SPCC70.12c	ec1	extender of chronological lifespan protein Ecl1	-1.41	-1.38
SPAC1002.17c	urg2	uracil phosphoribosyltransferase	-1.39	-1.44
SPAC1687.16c	erg31	C-5 sterol desaturase Erg31	-1.39	-1.28
SPAC31G5.11	pac2	cAMP-independent regulatory protein Pac2	-1.37	-1.21
SPAC821.09	eng1	cell septum surface endo-1,3-beta-glucanase Eng1	-1.36	-1.05
SPAC9.10	thi9	plasma membrane thiamine/proton high affinity transmembrane transporter	-1.34	-1.48
SPBC336.08	spc24	NMS complex subunit Spc24	-1.34	-1.42
SPAC23H3.13c	gpa2	heterotrimeric G protein alpha-2 subunit Gpa2	-1.34	-1.33
SPAC1B3.16c	vht1	plasma membrane vitamin H transmembrane transporter Vht1	-1.32	-1.72
SPAPB24D3.09c	pdr1	ABC transmembrane transporter Pdr1	-1.29	-1.07
SPBC428.05c	arg12	argininosuccinate synthase Arg12	-1.27	-1.14
SPBC1711.15c		Schizosaccharomyces pombe specific protein	-1.27	-1.40
SPAC11D3.17		DNA-binding transcription factor, zf-fungal binuclear cluster type	-1.24	-1.09
SPAC1093.01	ppr5	mitochondrial PPR repeat protein Ppr5	-1.21	-1.29
SPBC1198.02	dea2	adenine deaminase Dea2	-1.20	-1.09
SPCC1223.13	cbf12	DNA-binding transcription factor, CBF1/Su(H)/LAG-1 family Cbf12	-1.19	-1.48
SPAC57A7.05		transmembrane transporter	-1.17	-1.56
SPCC965.13		plasma membrane pyridoxal family transmembrane transporter	-1.13	-1.03
SPBC1683.01	pho841	plasma membrane inorganic phosphate transmembrane transporter Pho841	-1.12	-1.20
SPAC1002.18	urg3	DUF1688 family fungal protein, implicated in uracil or riboflavin metabolism	-1.11	-1.01
SPBC215.08c	arg4	arginine specific carbamoyl-phosphate synthase Arg4	-1.10	-1.14
SPBC56F2.09c	arg5	arginine specific carbamoyl-phosphate synthase subunit Arg5	-1.10	-1.05
SPBC16E9.16c	lsd90	Lsd90 protein	-1.10	-1.86
SPBC19C7.04c		DUF2406 family conserved fungal protein	-1.09	-1.84
SPAC22A12.06c	fsh2	serine hydrolase-like, human TSTD2 and OVCA2 ortholog	-1.08	-1.03
SPAC521.03		short chain dehydrogenase, human DHR57 family	-1.07	-1.53
SPBC887.17		plasma membrane guanine and adenine transmembrane transporter	-1.01	-1.16
SPAC1399.04c	uck2	uracil phosphoribosyltransferase Uck2	-1.00	-1.21

Systematic ID	Gene name	Product description	snf22Δ	snf22-D996A-E997A
SPBC359.06	mug14	adducin, involved in actin cytoskeleton organization	5.845140283	3.972384015
SPCC1739.08c		short chain dehydrogenase	5.688935216	1.979907813
SPBC1683.08	ght4	plasma membrane hexose:proton symporter, unknown specificity	5.217563544	3.051460496
SPCC548.07c	ght1	plasma membrane high-affinity glucose:proton symporter Ght1	5.098431656	4.690540162
SPBC359.02	alr2	alanine racemase Alr2	4.919821835	3.432960082
SPAC1F8.01	ght3	plasma membrane gluconate:proton symporter Ght3	4.758052367	2.240794698
SPCC1235.17		dubious	4.399533214	3.020996933
SPCC1235.18		dubious	4.112958153	3.631882829
SPCC1235.14	ght5	plasma membrane high-affinity glucose/fructose:proton symporter Ght5	3.996080451	3.428104344
SPBPB2B2.12c	gal10	UDP-glucose 4-epimerase/aldose 1-epimerase Gal10	2.953863355	1.50924712
SPBP4H10.10	rbd3	mitochondrial rhomboid family protease	2.495921243	1.363796708
SPAC1A6.04c	plb1	phospholipase B homolog Plb1	2.44163559	1.972146806
SPBC56F2.06	mug147	Schizosaccharomyces specific protein Mug147	2.189273124	1.786222351
SPAC4H3.03c		glucan 1,4- α -glucosidase	2.174071608	1.363476412
SPAC17A2.11		dubious	2.149264058	1.471635353
SPBPB2B2.10c	gal7	galactose-1-phosphate uridylyltransferase Gal7	2.054184062	1.656124461
SPBPB2B2.13	gal1	galactokinase Gal1	1.97773818	1.171223039
SPBC32H8.02c	nep2	NEDD8 protease Nep2	1.922660976	1.096014627
SPCC1840.12	opt3	OPT oligopeptide transmembrane transporter family protein Opt3	1.863590083	1.951925029
SPAC1F7.08	fio1	plasma membrane iron transport multicopper oxidase Fio1	1.823577771	2.175251617
SPCC4F11.05		dubious	1.728322498	1.318079957
SPBC215.10	odr1	HAD superfamily hydrolase, unknown role	1.671134265	1.645438275
SPCC794.02	wtf5	wtf antidote-like meiotic drive suppressor Wtf5	1.592667017	1.329608111
SPAC1A6.06c	meu31	Schizosaccharomyces specific protein Meu31	1.410605518	1.321256422
SPCC330.04c	mug135	DUF1773 family protein, with repeat expansion	1.408782069	1.200120791
SPBC660.16	gnd1	phosphogluconate dehydrogenase, decarboxylating	1.406291301	1.77533545
SPCC1906.04	wtf20	wtf antidote-like meiotic drive suppressor Wtf20	1.391602597	1.613888037
SPBPB21E7.04c	cmt2	O-methyltransferase, human COMT catechol homolog 2	1.37351221	2.827812656
SPAC20G4.03c	hri1	eIF2 α kinase Hri1	1.361998082	1.47307458
SPBC23G7.10c		NADH-dependent flavin oxidoreductase	1.334726787	1.462046818
SPAC56F8.14c	mug115	Schizosaccharomyces pombe specific protein Mug115	1.311844458	1.816525398
SPCC794.03		amino acid transmembrane transporter	1.304561729	1.176513446
SPBC19C2.06c	mug124	Schizosaccharomyces pombe specific protein	1.280945195	1.678991332
SPAC11D3.09		agmatinase	1.280397855	1.041975961
SPAC3G9.11c	pdh201	pyruvate decarboxylase	1.119990762	1.167485598
SPCC320.14	sry1	serine racemase Sry1	1.101744138	1.051806856
SPAC3A12.02		mitochondrial inorganic diphosphatase	1.098679608	1.004338934
SPAC6C3.08	nas6	proteasome assembly chaperone, gankyrin	1.06350406	1.083245655
SPBC1348.12		DNA-binding transcription factor	1.0568035	1.244907137
SPAC27D7.08c	mtl16	23S rRNA/U6 snRNA (adenine-N(6))-methyltransferase Mtl16	1.050295941	1.026028615
SPBC1A4.06c	tam41	mitochondrial phosphatidate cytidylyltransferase Tam41	1.034104164	1.29427054
SPBC359.05	abc3	vacuolar heme ABC transmembrane exporter Abc3	1.006487101	1.703697209

How the deposited data were processed for this re-analysis (not part of the article)

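The samples were 9 RNA libraries of Schizosaccharomyces pombe, 3 biological replicates each of WT, snf22∆ and snf22-(D996A-E997A), from cultures grown in YES medium at 30°C to an A600 of 0.5 to 0.6. The labels give mating type h- for all 9. The authors extracted RNA with hot phenol, made stranded libraries from the poly(A)+ part of 500 ng of total RNA and sequenced paired reads of 51 bases on a NovaSeq. They aligned these with HISAT2 2.1.0 to ASM294v2 and counted reads over exons of each gene with HTSeq 0.10.0, and the deposited count matrix holds these raw counts with no scaling. The paper does not state the strand setting of the counting. It was checked on 501 coding genes of which at least 90% is covered by another counted gene on the other strand: their median normalized count in WT was 595, against 1316 for all coding genes tested, as strand-aware counting leaves them. The authors' deposited tables of log2 fold changes were made by the authors with DESeq2, of a version that the paper does not give, for each mutant relative to WT. Their p-value columns hold the Wald p-value and the Benjamini-Hochberg adjusted one, as the authors deposited them. The signal columns of the deposited tables hold the authors' means over a group of counts divided by size factors. A further mean over libraries in them is the same in both tables and is not that of these 9 libraries, so the authors' fit appears to have held further libraries. These tables were used only to compare with the values here.

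The count matrix holds 6988 gene IDs, 1 of them on more than 1 line, and 384 genes have no count in any library. Names, gene classes, neighbors and the sorting of genes by their place on a chromosome were taken from a reference copy of the genome of version ASM294v3, a later version than the authors' ASM294v2, so no coordinates are printed. Of the IDs, 6836 matched by locus tag and 12 by synonym, and 140 had no match. The authors' annotation gives 5156 coding and 1832 non-coding loci, and of the coding ones the reference calls 5109 protein-coding and 32 pseudogenes, while the authors describe 67 as dubious. Coding genes hold 98.7% to 98.9% of the counts of a library, and the 10 most abundant genes 6.43% to 9.17%. IDs misread in the text version of the supplementary tables were corrected by hand.

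Counts were normalized by TMM and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, with group as the only factor and Benjamini-Hochberg adjustment over the 6091 genes tested, 4990 coding and 1101 non-coding. The biological coefficient of variation was 0.104. Folds are 2 to the power of the fitted log2 fold change, whose standard error comes from the fit. Normalized counts are on the scale of the mean effective library size, with the SD of 3 replicates. The comparisons were each mutant with WT and the mutants with each other. Overlaps were tested with the hypergeometric distribution. In 50 simulations, all 9 libraries, WT included, were drawn as unchanged from the WT means and the fitted dispersions, each gene on its own. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 between genes, with adjustment over the lists. The share of called genes near chromosome ends was tested with Fisher's exact test within 100 kb of an end of chromosome I or II. The principal components of the libraries held 58.0%, 23.2% and 6.84% of the variance.

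The genes named were chosen by a rule: every gene the paper names in its RNA-seq text, Fig. 7 or Fig. S3; snf22; for each mutant the 10 largest rises and 10 largest falls among called coding genes without overlap between the libraries; for the mutants against each other the 6 largest each way; up to 4 called members of each list; and among non-coding genes the 5 largest each way for each mutant with prt, prt2 and nc-tgp1. It takes 131 genes, and the values of the paper's tables had been seen when it was written. The 24 gene lists cover phosphate acquisition, inositol pyrophosphate and polyphosphate metabolism, iron acquisition, iron use, hexose transport, galactose metabolism, glucose-repressed genes, glycolysis, arginine synthesis, nitrogen response, M-cell and P-cell genes, mating and meiosis, core stress response, peroxisome biogenesis, SWI/SNF, other remodelers, histones, termination, flocculins, wtf elements, cwf splicing factors, ribosomal proteins and genes of mitochondrial DNA. The last list had no member among the genes tested, so 23 were tested.

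The labels number the replicates. The deviations of snf22∆ and WT libraries from their group means correlated within each number (0.29, 0.23 and 0.47), higher than with any other number, so these libraries were taken as paired and the blocked counts are given beside that comparison. That block covered all 3 groups. With only these 2 groups, 115 coding genes were higher and 108 lower in snf22∆. Unless the block is named, p-values come from the fit without it. With 3 replicates such a match of numbers can also arise by chance. The scripts were tested on simulated data with 200 changed genes, 50 of each size. At a log2 change of 1, 38%, 54% and 60% were called in the 3 comparisons, at 1.5 98%, 100% and 100%, and at 2 and 3 all were. Of unchanged genes, 2 of 5849, 3 of 5852 and 2 of 5847 were called. The alternatives tried were DESeq2 1.42.0, RLE normalization, no filter on counts, a minimum of 50 counts, no minimum on the mean count, a fit of only the 2 groups compared, the replicate number as a block, leaving out each library in turn, a test against a 2-fold change (glmTreat), camera with an estimated correlation, fry, 50 and 200 kb from an end, and log2 RPKM or untransformed counts for the correlations. Added after the data were seen were the block with only the 2 groups compared, only loci the reference calls protein-coding, non-coding genes without antisense RNAs, and a background of genes that reach the mean-count minimum. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 read the files and drew the figures. The ChIP, growth, genetic and reporter experiments of the paper were not analysed here.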

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

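The tests of the antisense RNAs, of noisy counts near chromosome ends and of the loss of a chromosome end were chosen after the result was seen, and the last had its bound set with those counts already seen. Antisense RNAs of abundant mRNAs were lower in both mutants: for the 33 whose partner had at least 10000 counts in WT, the median log2 fold change was −2.04 in snf22∆ and −2.64 in snf22-(D996A-E997A), against −0.18 and −0.19 for the 232 with a partner under 500. The genotype as the sole cause goes against the spread among WT libraries, which had 28.6, 72.7 and 155 antisense counts per 10000 partner counts, 5.43 times from lowest to highest; snf22∆ had 13.1, 16.7 and 32.5, rising in the same order and below the WT library of the same number each time, and snf22-(D996A-E997A) 16.0, 17.4 and 9.57. Reads of the sense mRNA counted on the other strand remain open: across antisense RNAs the log2 ratio of WT replicate 3 to WT replicate 1 rose with the partner's level (Spearman rho 0.656), which such reads would give. They are not a likely source of the coding genes lower in both mutants, of which 1.54% lie opposite a gene with at least 50 times their count. An effect of snf22 on antisense transcription on top of such reads stays open, as untested.

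Mating and pheromone genes differed between the mutants. Of 6 M-cell genes tested, from a list of 12, 1 was higher and 5 lower in snf22∆ (camera adjusted p = 0.0716, 0.0348 with the replicate number as a block and 0.484 with an estimated correlation). All 6 were higher in snf22-(D996A-E997A) (2.20e-06, and 0.150 with an estimated correlation). The median log2 difference between the mutants was 2.23 (camera adjusted p = 2.54e-24, and 0.00665 with an estimated correlation). The paper's tables hold some of these genes from the same libraries, so the list is not independent evidence of its direction. Cells of the other mating type in a culture would raise map2, map3 and sxa1, and the highest log2 fold change of these in snf22-(D996A-E997A) was 0.0592, of map3. That test was set for snf22-(D996A-E997A) alone. In snf22∆, of 3 P-cell genes tested from a list of 9, none was higher and 1 was lower. The labels give the same mating type for all strains, and a change elsewhere in the genome of a strain was not tested. That the altered Snf22 protein and the deletion act differently on these genes stays open, as untested.

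Called coding genes lay near chromosome ends more often than others: 29 of 276 called in either mutant, above all 10000 random sets matched on mean count (percentile 100, highest set 15), which argues against low expression alone. The sets count neighbors that change together as separate genes, so they do not show how many separate places near ends change. At the left end of chromosome II the mutants went apart, with 5 called lower and 2 higher in snf22∆ and 8 higher and none lower in snf22-(D996A-E997A). These are mostly different genes: only SPBPB21E7.08 was called in opposite directions, and the 2 higher in snf22∆ are among the 8. SPBPB10D8.01, at −2.31 and 0.57, was called in snf22∆ alone. Loss of that end in snf22∆ goes against a median count of 157 there for the 7 genes that were called higher in snf22-(D996A-E997A) than in snf22∆ and had a log2 fold change below 0 in snf22∆, beside 844 in WT, and a median of 167 for all 10 genes there called higher in snf22-(D996A-E997A) than in snf22∆. Of 17 genes near ends called between the mutants, 0% had overlapping libraries, but these were chosen by the call, so whether noise shares in the pattern cannot be told apart. The right end of chromosome II holds pho84, pho1 and their neighbors, which the paper names. All 6 genes near ends called lower in snf22-(D996A-E997A) lie there, and so do 6 of the 14 called lower in snf22∆. Other changes of chromosome structure in a strain were not tested.

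A direct test of the mutants flagged 41 coding genes higher and 36 lower in snf22-(D996A-E997A) than in snf22∆. Flagged by this difference, gdt1 had a log2 difference of −8.89, gcd1 −4.71, SPCC1739.08c −3.73, gdh1 −2.31 and pho84 −2.21. The other way, str3 had 4.36, aes1 4.15, mfm1 4.06 and mam2 3.191. Of the lists, the median log2 difference was 0.96 for mating and meiosis (camera adjusted p = 1.01e-19, and 0.0122 with an estimated correlation) and −0.56 for glucose-repressed genes (6.38e-21, and 0.0171). Non-coding genes, for which the paper gives no RNA-seq calls, were called 45 higher and 77 lower in snf22∆ and 38 higher and 100 lower in snf22-(D996A-E997A). Of those lower, 60 and 83 are antisense RNAs, and without antisense RNAs, a setting chosen after the data were seen, 28 were higher and 17 lower in snf22∆ and 23 and 17 in snf22-(D996A-E997A). In snf22∆, SPNCRNA.1120 had a log2 fold change of 6.53, SPNCRNA.1318 4.07, SPNCRNA.989 3.05, the meiotic RNA omt3 −5.34 and prt2, the RNA that represses pho84, −1.18. In snf22-(D996A-E997A), SPNCRNA.1318 had 2.39, SPNCRNA.1390 2.56 and prt2 −2.05.

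The 6 libraries of each comparison were also split in all 10 ways. The real split alone, 1 of 10 in each comparison, called as many coding genes: 222 in snf22∆, 162 in snf22-(D996A-E997A) and 83 between the mutants, in fits of only the groups compared. The highest other split called 0, also among the 4 that part all 3 pairs. The splits are too few for a share under 0.05.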

How the results depend on the processing

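Non-coding counts without antisense RNAs were chosen after the data were seen, as were the other added settings. The counts of coding genes stayed within 1.5 times under DESeq2, RLE normalization, no filter, the stricter filter, the fit of only the groups compared and the replicate block, and no named gene turned its direction. DESeq2 kept 206 of 222, 158 of 165 and 77 of 77 calls in snf22∆, in snf22-(D996A-E997A) and between the mutants. Tested against a 2-fold change, coding genes higher and lower were 39 and 57 in snf22∆, 36 and 45 in snf22-(D996A-E997A) and 22 and 17 between the mutants, fewer by construction. Without the mean-count minimum, more by construction, 59 coding genes were lower between the mutants, and at 4-fold 35 were higher in snf22∆, 35 lower in snf22-(D996A-E997A) and 17 lower between the mutants. Non-coding genes were then 77 higher and 181 lower, 62 and 271, and 32 and 78. Without antisense RNAs they were 28 and 17, 23 and 17, and 6 and 9, fewer by construction. Lists past the test fell from 11, 16 and 12 to 2, 2 and 3 with an estimated correlation. The 2 runs differ only in the correlation between genes of a list, preset at 0.01 or estimated. In snf22∆ the estimate was 0.486 for ribosomal proteins, which no longer passed, and 0.0908 for phosphate acquisition, which did. Where the estimate lies above 0.01, the preset gives the smaller p. With fry, which tests a list against no change and not against other genes, 17 passed in snf22∆, while core stress in snf22-(D996A-E997A) (0.0677) and histones between the mutants (0.135) did not. Within 100 kb of an end the odds ratio was 12.4 for lower and 6.96 for higher genes in snf22∆. In snf22-(D996A-E997A) it was 5.59 and 17.3. The 6 lower genes behind that 5.59 are ecl3, pho84, pho1, SPBPB2B2.01, SPBPB2B2.05 and SPBPB2B2.06c, a run that the paper names. Fisher's test counts such neighbors as separate genes, so for lower genes in this mutant it shows no excess beyond that run. Within 50 kb of an end the odds ratio of lower genes was 2.76 in snf22∆ (p = 0.318, exact) and 0 in snf22-(D996A-E997A), where 17 of the genes tested lie that near. That of higher genes there was 14.0 (p = 4.42e-04, exact) and 14.2 (p = 0.00206). Untransformed counts gave Pearson coefficients of 0.969 to 0.999. Leaving out 1 library gave 87 to 189 higher and 95 to 122 lower in snf22∆, 75 to 132 and 77 to 99 in snf22-(D996A-E997A), 37 to 48 and 35 to 37 between the mutants, and leaving out 1 WT library gave 45 to 83 and 52 to 70 in both mutants. In each mutant and in both, the highest count of higher genes came without WT replicate 3; the cause was not tested. Of the results of single genes, leaving out 1 library took 1 to 14 out of the threshold on p, depending on the library, among them str3 and tgp1 in snf22∆. The fit of only the 2 groups compared brought pho7 and fep1 between the mutants within it (0.0266 and 0.0231) and took mam2 and gpd3 in snf22∆ out of it (0.0974 and 0.0517). With the replicate block, 80 and 87 coding genes were called in snf22-(D996A-E997A) and 41 and 37 between the mutants, where libraries of a number did not correlate best with each other (−0.24, 0.05 and 0.16, and −0.03, 0.09 and 0.03). The block ended the calls of the peroxisome list in snf22∆ and of the phosphate and histone lists between the mutants (0.0756 for histones), and it added calls of the M-cell and flocculin lists in snf22∆ (0.0348 and 0.0348), of SWI/SNF in snf22-(D996A-E997A) (0.0462) and of cwf splicing factors between the mutants (0.0377), whose adjusted p with an estimated correlation was 0.484, 0.363, 0.521 and 0.840. Depth limits what can be said of genes under a mean count of 100, which the threshold leaves out.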

Differences from the paper's values

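The settings named here were set before the data were examined. All Pearson coefficients here are over genes past the count filter, and the paper states no such filter for its own. What the filter adds to the differences was not tested. The paper's lowest Pearson coefficient between replicates is the paper's 0.978, and here it was 0.989; log2 RPKM, at 0.989, differs too, and untransformed counts, at 0.969, do not. Each setting was held to the SD of its own coefficients over replicate pairs, 0.00254 here, 0.00280 for log2 RPKM and 0.0109 for untransformed counts, and by the last SD the value here does not differ from the paper's either. The paper's highest is the paper's 0.988, and here it was 0.996; log2 RPKM (0.998) and untransformed counts (0.999) differ from it as well, though by the SD of untransformed counts neither the value here nor that of log2 RPKM differs. For alr2, Fig. S3 of the paper gives a log2 fold change of 3.92 in snf22∆, and here it was 4.95. Every planned setting that gives alr2 a value also differs from the paper's, DESeq2 at 4.92, the lowest being 4.79 without WT replicate 1 and the highest 5.09 without WT replicate 3, while the authors' deposited table has 4.92, as do the paper's Tables S3 and S5, so the paper's figure and tables differ.

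The paper prints overlap p-values as bounds, and the values here lie above both. For genes higher in both mutants the p was 1.03e-55 here (exact hypergeometric), DESeq2 gave 8.75e-56, no filter, at 1.08e-57, came within 1.5 times of the paper's bound, and no mean-count minimum (3.27e-76) and the fits without WT replicate 1, 2 or 3 (4.60e-60, 4.53e-65 and 1.82e-91) lie below it. For genes lower in both it was 3.79e-98, while DESeq2 (2.74e-103), RLE normalization (6.42e-103) and the fit without WT replicate 3 (3.39e-102) lie below the paper's bound, and no filter (1.51e-99) does not.

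The paper states that fep1 was not affected. Here fep1 had −0.55 (adjusted p = 3.80e-04) in snf22∆ and −0.39 (adjusted p = 0.00385) in snf22-(D996A-E997A) on the log2 scale, both under 2-fold, and the authors' deposited table has −0.58 (adjusted p = 2.25e-10) and −0.40 (adjusted p = 2.29e-05). Of the 211 genes of Table S3, 203 were called here in the same direction and 8 were not; DESeq2 calls all 8. Of the 160 genes of Table S4, 159 were called here, and DESeq2 calls the remaining 1. Called here and not listed were 19 genes in snf22∆, 3 of them by DESeq2 too, and 6 in snf22-(D996A-E997A), 2 of them by DESeq2 too. At the paper's thresholds, the authors' deposited table holds 94 higher and 118 lower coding genes in snf22∆ and 73 and 87 in snf22-(D996A-E997A). Fig. 7 leaves out bfr1, at −2.02 in snf22∆ in the authors' deposited table, and the pseudogene SPBPB21E7.08, and Fig. S3 leaves out SPBPB10D8.03, a pseudogene at 2.03 in snf22-(D996A-E997A) here.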

Other observations

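The lists here were fixed before the counts were examined, with the paper and its tables already read. Members that the paper's tables hold are not independent evidence of the direction of a list. No test here was chosen after its result was seen. Where no other counts stand in brackets, adjustment over the list alone gave the same counts. Ribosomal protein genes were lower in snf22∆: of 131, 1 was higher and 112 lower (1 and 113 when adjusted over the list alone), with a median log2 fold change of −0.45. In snf22-(D996A-E997A), 53 were lower and 1 higher (49 and 1 over the list alone), with a median of −0.20, and 44 were higher in snf22-(D996A-E997A) than in snf22∆ (72 over the list alone). The camera adjusted p was 1.24e-15, and 0.468 with an estimated correlation, in snf22∆, 8.41e-05, and 0.526 with an estimated correlation, in snf22-(D996A-E997A), and 2.92e-12, and 0.445 with an estimated correlation, between the mutants. Splicing factor genes named cwf rose: of 22, 17 were higher and 1 lower in snf22∆ and 13 were higher and 1 lower in snf22-(D996A-E997A), among them cwf21 at 1.06 and 0.69 (camera adjusted p = 7.68e-04, and 0.534 with an estimated correlation, in snf22∆; 0.00841, and 0.521 with an estimated correlation, in snf22-(D996A-E997A)). The meiotic drive elements of the wtf family rose: of 24, 17 were higher and none lower (19 and 0 over the list alone) in snf22∆ and 17 were higher and 1 lower (18 and 1 over the list alone) in snf22-(D996A-E997A), with wtf5 at 1.63 and 1.35 (camera adjusted p = 0.00210, and 0.484 with an estimated correlation, in snf22∆; 1.62e-04, and 0.416 with an estimated correlation, in snf22-(D996A-E997A)). Their copies are much alike, and how reads were shared among them is not known. Of 20 subunit genes of other remodelers, 14 were higher and 1 lower (15 and 1 over the list alone) in snf22∆ and 11 were higher and 1 lower (12 and 1 over the list alone) in snf22-(D996A-E997A) (camera adjusted p = 0.0109, and 0.512 with an estimated correlation, in snf22∆; 0.0130, and 0.451 with an estimated correlation, in snf22-(D996A-E997A)). Of 12 SWI/SNF genes, 9 were higher and 1 lower in snf22∆ and 6 were higher and 1 lower (10 and 1 over the list alone) in snf22-(D996A-E997A) (adjusted p = 0.0969 and 0.0661). The 1 lower in each mutant was snf22 itself, the gene altered in these strains, and the tests of the list include it.

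Histone genes fell in snf22-(D996A-E997A), with 9 of 10 lower and a median of −0.43 (camera adjusted p = 0.00931, and 0.510 with an estimated correlation). In snf22∆, 1 was higher and 4 lower, with a median of −0.26 (0.352), and between the mutants 1 of the 10 was lower in snf22-(D996A-E997A) (0.0462, and 0.741 with an estimated correlation). Glycolysis genes rose in snf22-(D996A-E997A), where, of 17, 11 were higher and 1 lower (12 and 1 over the list alone) (camera adjusted p = 0.00841, and 0.416 with an estimated correlation), while 6 were higher and 4 lower in snf22∆ (0.999); between the mutants, 9 were higher and 1 lower (10 and 1 over the list alone) in snf22-(D996A-E997A) (1.02e-04, and 0.241 with an estimated correlation). Of 16 nitrogen-regulated genes, 7 were higher and 7 lower in snf22∆ (0.774) and 4 were higher and 7 lower in snf22-(D996A-E997A) (0.0326, and 0.416 with an estimated correlation), with the glutamate dehydrogenase gene gdh1 at 0.47 and −1.84; between the mutants, 1 was higher and 8 lower (3 and 9 over the list alone) in snf22-(D996A-E997A) (4.92e-04, and 0.241 with an estimated correlation). Of 18 core stress genes, 4 were higher and 7 lower in snf22∆ (0.0700) and 2 were higher and 5 lower in snf22-(D996A-E997A) (0.0203, and 0.526 with an estimated correlation), and between the mutants 2 were higher and 2 lower (3 and 2 over the list alone) (0.850). Of 14 mating and meiosis genes, 2 were higher and 8 lower in snf22∆ (camera adjusted p = 0.00259, and 0.363 with an estimated correlation) and 8 were higher and 1 lower (9 and 1 over the list alone) in snf22-(D996A-E997A) (0.00931, and 0.416 with an estimated correlation). The regulator gene ste11 was at −1.27 and 0.54 and mei2 at −1.66 and 0.09. Of 18 termination factor genes, 9 were higher and 4 lower in snf22∆ and 8 were higher and 2 lower in snf22-(D996A-E997A) (adjusted p = 0.229 and 0.318). Of 8 flocculin genes, 1 was higher and 4 lower in snf22∆ and 1 was higher and 4 lower in snf22-(D996A-E997A) (0.0766 and 0.207, and in snf22∆ 0.0348 with the replicate number as a block and 0.363 with an estimated correlation). Of 11 genes of inositol pyrophosphate and polyphosphate metabolism, 4 were higher and 2 lower in snf22∆ and 1 was higher and 3 lower in snf22-(D996A-E997A) (0.740 and 0.565). Of 3 P-cell genes, 1 was lower and none higher in each mutant (0.591 and 0.294).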
